# Molecular basis of retinal remodeling in a zebrafish model of retinitis pigmentosa

**DOI:** 10.1007/s00018-023-05021-1

**Published:** 2023-11-18

**Authors:** Abirami Santhanam, Eyad Shihabeddin, Haichao Wei, Jiaqian Wu, John O’Brien

**Keywords:** Retinitis pigmentosa, Retinal degeneration, Regeneration, Photoreceptor, Pigmented epithelium, Synapse remodeling, Oxidative metabolism

## Abstract

A hallmark of inherited retinal degenerative diseases such as retinitis pigmentosa (RP) is progressive structural and functional remodeling of the remaining retinal cells as photoreceptors degenerate. Extensive remodeling of the retina stands as a barrier for the successful implementation of strategies to restore vision. To understand the molecular basis of remodeling, we performed analyses of single-cell transcriptome data from adult zebrafish retina of wild type AB strain (WT) and a P23H mutant rhodopsin transgenic model of RP with continuous degeneration and regeneration. Retinas from both female and male fish were pooled to generate each library, combining data from both sexes. We provide a benchmark atlas of retinal cell type transcriptomes in zebrafish and insight into how each retinal cell type is affected in the P23H model. Oxidative stress is found throughout the retina, with increases in reliance on oxidative metabolism and glycolysis in the affected rods as well as cones, bipolar cells, and retinal ganglion cells. There is also transcriptional evidence for widespread synaptic remodeling and enhancement of glutamatergic transmission in the inner retina. Notably, changes in circadian rhythm regulation are detected in cones, bipolar cells, and retinal pigmented epithelium. We also identify the transcriptomic signatures of retinal progenitor cells and newly formed rods essential for the regenerative process. This comprehensive transcriptomic analysis provides a molecular road map to understand how the retina remodels in the context of chronic retinal degeneration with ongoing regeneration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-023-05021-1.

## Introduction

Retinitis pigmentosa (RP) is a debilitating, genetically based disease that affects 1 in 4000 people worldwide [1, 2]. Early symptoms of RP include loss of peripheral and night vision due to the death of rod photoreceptors [3], generally progressing to complete blindness due to the death of cone photoreceptors via a bystander effect [4, 5]. With loss of vision beginning in young adults, some patients are completely blind by their early thirties [6]. Gene therapy for one variant of RP has been somewhat effective [7], but due to the large number of genes that can cause RP [8], there are no treatment options for most patients. Regenerative medicine and stem cell transplantation offer significant hope to combat the progression to blindness and preserve vision [9, 10].

A notable barrier to implementing regenerative and transplantation strategies is the extensive remodeling of retinal cell types that are not themselves directly affected by the mutations that cause degeneration [11]. This remodeling entails extensive alterations of Müller glial cells and retinal pigmented epithelium (RPE), as well as development of ectopic synapses among neurons [12–17]. Along with remodeling comes aberrant spontaneous neuronal activity, obscuring the transmission of visual signals [18–21]. Understanding the molecular underpinnings of this remodeling and aberrant activity will be paramount to developing successful strategies to regenerate retina and restore functional retinal circuitry.

The revolution in large-scale genomic and transcriptomic methods has revealed the transcriptional diversity of cell types with unprecedented detail. These techniques have been used to resolve cell type complexity in the retina [22, 23] and to examine development [24]. Recent studies have revealed the retinal response to acute injury, including the transcriptional changes that support the regeneration of neurons from Müller glial precursors [25]. However, these studies lack the context of retinal remodeling found in chronic retinal degenerative diseases such as RP. We have previously characterized a transgenic zebrafish line expressing P23H mutant rhodopsin, which models the most common form of autosomal dominant retinitis pigmentosa with ongoing photoreceptor degeneration and regeneration [26]. In the present study, we have performed single-cell RNA sequencing (sc-RNA Seq) of adult retina to assess the transcriptomic remodeling that takes place in the P23H zebrafish model. In addition to providing a benchmark atlas of retinal cell type transcriptomes in the WT adult zebrafish retina, we find transcriptional changes in essentially all cell types, reflective of the remodeling that has gone on in the chronic disease. Prominent changes reveal pathology in RPE structural integrity, synaptic remodeling in several cell types, and disruption in circadian clock gene expression. We have further identified the retinal progenitor cell population differentiating into rod photoreceptors. Collectively, our results provide a comprehensive understanding of the transcriptomic changes that take place throughout the retina in a model with chronic retinal degeneration. Ultimately, this will allow for therapeutic approaches to compensate for remodeling that otherwise limits their efficacy.

## Materials and methods

### Animal husbandry

Rearing, breeding, and staging of zebrafish (*Danio rerio)* were performed following standard procedures in the zebrafish community [27]. AB strain WT zebrafish were purchased from the Zebrafish International Resource Center (ZIRC; Eugene, OR, USA; RRID: ZIRC_ZL1), raised, bred, and maintained on a 14 h light/10 h dark cycle. P23H rhodopsin transgenic zebrafish (ZFIN name uth4Tg; ID ZDB-ALT-210330-3) were developed in-house and characterized in a previous publication [26]. Randomly selected fish between 6 and 10 months of age were used for all experiments. All procedures employing animals comply with the U.S. Public Health Service policy on humane care and use of laboratory animals and the NRC Guide for the Care and Use of Laboratory Animals and have been reviewed and approved by the Institutional Animal Care and Use Committee at the University of Texas Health Science Center at Houston under protocols HSC-AWC-15-0057 and HSC-AWC-18-0047, and at the University of Houston under protocol PROTO202100037.

### Zebrafish retinal dissociation and single-cell cDNA library preparation

For each sample submitted for single-cell RNA sequencing (sc-RNA Seq), 3 fish of the same strain were collected in the morning between nine and eleven a.m., 1 to 3 h after light onset in the fish room, in Falcon tubes containing 0.15% Tricaine/MS222 and incubated on ice for 10 min. Zebrafish were decapitated and eyeballs were detached and placed in dissecting medium containing Leibovitz's L-15 medium (Gibco 21083027). Each retina, along with adherent patches of retinal pigmented epithelium (RPE), was then extracted and placed in a 1.5 mL micro-centrifuge tube with 300 µL of dissociation solution containing L15 and Earle's Balanced Salt Solution (EBSS; Gibco 14155063) in a 3:1 ratio. After all retinas were collected, the dissociation solution was replaced with 200 µL of Papain solution (50 U/mL in EBSS; Worthington Biochemical LK003178) and retinas were incubated at 28 °C. After 20 min of incubation, retinas were gently triturated 20–30 times with fire-polished glass pipettes. Supernatants were collected and incubated with Papain for another 40 min with trituration performed every 10 min. Papain reaction was terminated by adding 2 × volume of 0.1% BSA in L15: EBSS medium. Tubes were centrifuged at 400 g for 5 min to pellet the cells. The supernatant was removed and washed again with 0.05% BSA in L15: EBSS. The supernatant was removed and cells were finally suspended in 100 µl of 0.05% BSA in L15: EBSS. Cells were checked for cell viability and counted to get a final concentration of at least ~ 800 to 1000 cells/µl.

The cell samples were submitted for 3′ sc-RNA library preparation and sequencing through the Baylor College of Medicine Single Cell Genomics Core facility. Single-cell Gene Expression Libraries were prepared using Chromium Next GEM Single Cell 3′ Reagent Kits v2 and v3.1 (10 × Genomics, Pleasanton, CA). In brief, single cells, reverse transcription (RT) reagents, Gel Beads containing barcoded oligonucleotides, and oil were loaded on a Chromium controller (10 × Genomics) to generate single-cell GEMS (Gel Beads-In-Emulsions) where full-length cDNA was synthesized and barcoded for each single cell. Subsequently, the GEMS were broken and cDNA from every single cell pooled. Following cleanup using Dynabeads MyOne Silane Beads, cDNA was amplified by PCR. The amplified product was fragmented to optimal size before end-repair, A-tailing and adaptor ligation. cDNA libraries were sequenced on an Illumina HiSeq2500.

### Single-cell RNA seq data analysis

Sequences were run through the 10 × Genomics CellRanger V3.1.2.0 pipeline. First, sequences were demultiplexed into FASTQ files through CellRanger mkfastq. FASTQ files were then aligned to the Zf reference genome (GCA_000002035.4_GRCz11) through CellRanger count. Output files were run through Babraham Bioinformatics’ FASTQC V0.11.9 to check on the quality of the sequences used for analysis. Sequences had a normal distribution of GC content as well as base call accuracy above 99%. Over 93% of reads mapped successfully to the genome. Computational analysis was performed through Texas Advanced Computing Center (TACC) Lonestar5 computing service. Scripts were written in Notepad +  + v7.6.2 and uploaded to TACC through PuTTY V0.72.

The total number of DNA sequence reads for v3.1 datasets was 608,597,236 for P23H and 967,526,548 for WT. All reads were aligned to the Zf reference genome (GCF_000002035.6_GRCz11) through Texas Advanced Computing Center’s (TACC’s) Lonestar5 computing system. After alignment, quality control was assessed through FASTQC. Aligned data were run through the Seurat V3.1.1 package [28] in R V3.6.1. Cells initially reported for analysis were 15,585 for P23H and 13,966 for WT datasets. From a total of 15,585 cells (P23H), we obtained an average of 39,050 reads per cell and median of 1241 UMIs (unique transcripts) per cell. We detected a total of 26,375 genes from the P23H dataset. From a total of 13,966 cells (WT), we obtained an average of 69,277 reads per cell and median of 1198 UMIs per cell. We detected a total of 25,673 genes from the WT dataset. The reported median genes per cell for P23H and WT datasets were 684 and 658 genes, respectively.

In the Seurat processing, any cell that was determined to be an outlier or contained greater than 10% mitochondrial genes was removed. Low-abundant genes (expressed in fewer than 10 cells) and cells of potentially low quality (percentage of mitochondrial genes > 10%) were removed from downstream analysis. P23H and WT datasets contained between 200 and 4700 genes and 200 and 6000 genes per cell, respectively (Table S4). PCElbowPlots were performed, and 20 principal components were used for downstream analysis of each dataset. PC1 to PC20 were used to construct nearest neighbor graphs in the PCA space followed by Louvain clustering and non-linear dimensional reduction by tSNE to visualize and explore the clusters. Each cluster was assigned a cell type based on their expression of cell type-specific marker genes (Table S1). Dot plots, Heatmaps, Violin Plots, and tSNE cluster maps were all generated through Seurat’s vignettes V3.2. Expression levels are expressed in a base 2 log scale. Statistical significance between expression levels was determined using Wilcoxon ‘Mann–Whitney’ test (two-sided, unpaired with 95% confidence level).

### Network analysis

Differentially expressed genes (DEGs) for each cluster were imported into Cytoscape’s plugin ClueGo 3.9.0 [29] (https://cytoscape.org/) to visualize the non-redundant biological networks involved for each cluster. Pathways that show a p value less than 0.05 were used for analysis. Networks were assessed to determine the functional roles and differences between the P23H and WT datasets. We also used the tool Metascape [30] (https://metascape.org/) for a comprehensive analysis of the differentially expressed genes (DEGs) from different cell types. Functional Enrichment Analysis to determine protein–protein interaction networks was performed on genes of interest through STRING V11.0 (https://string-db.org/).

### Fluorescent in-situ hybridization multiplex/HiPlex

All fish for tissue analysis were collected during the morning between nine and eleven a.m. and anesthetized in 0.15% of Tricaine/MS222 on ice. Fish were then decapitated and eyeballs enucleated and fixed in 4% formaldehyde (PFA) in 0.1 M phosphate buffer (PB), pH 7.5 for 24 h at RT. Eyes were then washed four times at 15-min intervals in PB and cryo-protected in 30% sucrose in PB overnight at 4 °C. Eyes were then frozen in Tissue-Tek O.C.T. compound (Sakura Finetek, Torrance, CA, USA) using dry ice and stored at −80 °C. Retinal sections were cut at 20 μm on a cryostat (Leica) and stored at  − 80 °C until use. We used the RNAscope Hiplex detection reagents supplied by the manufacturer (Advanced Cell Diagnostics, Newark, CA, USA) along with the specific probes for target genes. HiPlex and subsequent fluorescent multiplex assays were performed following the manufacturer’s instructions [31]. Briefly, sections were fixed in 4% PFA, dehydrated with 50%, 70%, and 100% ethanol, then treated with protease (from the HiPlex kit 324419). In HiPlex, all gene targets are hybridized and amplified together, whereas detection is achieved iteratively in groups of 2–3 targets. Sections were incubated with pooled HiPlex probes and amplified with a series of amplification solutions, then a detection solution was applied. Samples were hybridized with probes and incubated with amplification solution; signals were visualized by applying detection solution. Cell nuclei were counterstained with DAPI and samples were mounted. Images were taken using a Zeiss LSM 800 laser scanning confocal microscope. After each round, samples were treated with TCEP solution to cleave fluorophores (from the HiPlex kit 324419), then moved on to the next round of the fluorophore detection procedures.

### Immunohistochemistry

Immunohistochemistry (IHC) was performed in the same manner as in our previously published work [26]. Retinas were fixed in 4% PFA for 1 h, embedded and sectioned with a cryostat as described for in situ hybridization. Sections were used for immunohistochemistry by incubation in (i) blocking solution 5% Donkey Serum (Jackson ImmunoResearch; West Grove, PA) in PBS (P3813, Millipore-Sigma, St. Louis, MO) with 0.3% Triton X-100 for 1 h at room temperature; (ii) primary antibody diluted in PBS, 0.1% Triton X-100 and 5% serum overnight at room temperature; (iii) fluorescent secondary antibody (Jackson ImmunoResearch), diluted as the primary antibody, for 1 h at room temperature. For nuclear counterstaining, retinal sections were mounted in Vectashield with DAPI (H-1000; Vector Laboratories; Burlingame, CA) and cover-slipped. ZO-1 Antibody (Cat. # 33-9100, RRID: AB_2533147, Thermo Fisher Scientific) was diluted 1:100 for IHC.

## Results

### Single-cell transcriptomic atlas of zebrafish retina

To establish a benchmark from which to understand changes associated with retinal degeneration, we first developed a cell atlas of the WT adult zebrafish retina using single‐cell 3′ RNA sequencing (scRNA‐seq). 

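Cells from the retinas of 3 WT fish of the AB strain, 2 females and 1 male at 7 months of age, were pooled into 1 library with the 10X V3 chemistry. In this method each droplet tags the transcripts of a cell with its own barcode and each transcript with a unique molecular identifier (UMI), so that the UMIs of a gene count its captured transcripts. For all fish the paper gives ages of 6 to 10 months and collection 1 to 3 h after light onset, whereas the sample labels give 4 to 8 months and 2 to 4 h. The authors aligned the reads with Cell Ranger and deposited UMI counts per gene and barcode, without normalization. The WT library held 13966 barcodes with 32916412 UMIs, a median of 1198 UMIs and 658 genes per barcode, and 25673 genes with at least 1 UMI. Rows that carry the same gene symbol apart from a numbered suffix were taken as copies of a gene and summed. The places of these rows in the assembly were not examined.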

The single-cell library was derived from pooled cells from retinas of three WT fish, two females and one male, at the age of 7 months. The library was developed using the 10X Genomics Chromium platform. We have repeated the experiments twice with different single-cell chemistries V2 and V3. Both runs provided similar cluster patterns and cell types. The data presented here are from the V3 chemistry as this has improved Median Genes per Cell and Median UMI Counts (unique transcripts) per Cell. Following quality control and filtering using the Seurat (V3) package [28], the final dataset contained 13,552 cells. 

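The limits of Table S4 were applied to the WT counts. Of the 13966 barcodes, 51 had fewer than 200 genes, 9 had more than 6000 genes and 400 had more than 10% of their UMIs on mitochondrial genes, where a barcode can fail more than 1 limit. A total of 13554 cells with 31904044 UMIs were kept. Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes and 20 principal components were used for Louvain clustering at a resolution of 0.8, the default of Seurat, since the paper's text names no resolution. The number of cells kept depended most on the minimum number of genes: with at least 500 genes per cell, 9642 WT cells remained.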

The scRNA‐seq data were initially analyzed using an unsupervised graph clustering approach implemented in Seurat to classify individual cells into cell populations according to similarities in their transcriptome profiles. Figure 1A shows a tSNE plot visualization of the clusters in two-dimensional space. Overall, the cells were classified into 23 transcriptionally distinct clusters.

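The 13554 WT cells clustered alone fell into 26 clusters, ranging from 3864 bipolar cells to 37 amacrine cells. A cluster was named for a cell type when at least 3 of the markers fixed for that type were 2 times higher in it than in all other cells and were found in at least 5% of its cells.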

**Fig. 1:**
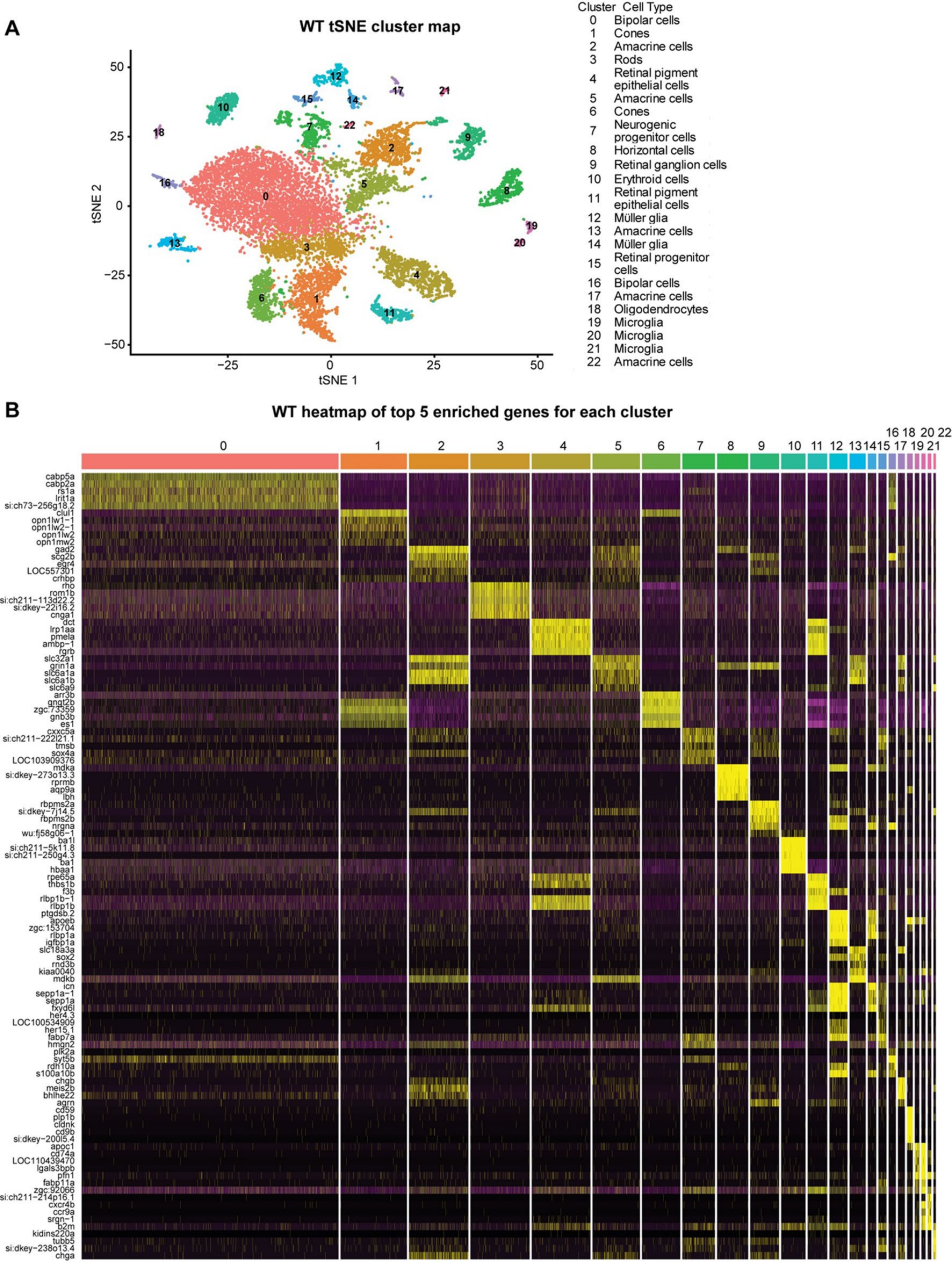
Single-cell RNA seq analysis of WT zebrafish retina. **A** tSNE dimensionality reduction and visualization of transcriptional profiles of 13,552 retinal cells from WT zebrafish. **B** Heatmap showing the top 5 genes enriched for each cluster

The clusters were classified into different retinal cell types using markers identified in previous studies (Table S1). 

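In the WT library clustered alone, 1241 cells formed a cluster in which 3 of the 6 rod markers counted, but whose profile had a correlation of 0.957 with that of all other cells, and whose median UMI count was 0.487 times that of the library. It was left unnamed. After integration with the P23H library, 1178 WT cells and 21 P23H cells formed a cluster of the same kind. The limit on this correlation (0.9) was set after the clusters had been seen, and this cluster is the one it kept out of the rods of the integrated data, at 1178 of 13554 WT cells and 21 of 15514 P23H cells.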

We were not able to assign any cellular identity to one cluster as it expressed markers from multiple retinal cell types. This cluster is not shown in the figure and was not used for further analysis. All the major retinal cell types are represented, including five clusters of amacrine cells, three clusters of microglia, two clusters each of cones, bipolar cells, retinal pigmented epithelium (RPE) and Müller glia, and one cluster each of rods, horizontal cells, retinal ganglion cells, neurogenic progenitor cells (NPCs), oligodendrocytes and retinal progenitor cells (RPCs). 

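By their markers, 5 of the WT clusters were amacrine cells, 2 each were cones, bipolar cells, RPE, Müller glia and microglia, and 1 each were rods, horizontal cells, retinal ganglion cells, NPCs, RPCs, oligodendrocytes, erythroid cells, T lymphocytes and newly formed rods. The RPCs formed a cluster of 124 cells and the T lymphocytes a cluster of 55 cells. The 2 RPE clusters held 889 and 299 cells, and the 2 microglia clusters 66 and 65 cells. A further cluster of 38 cells had fewer than 3 markers of any type and was left unnamed.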

Each cell type cluster expresses a unique set of genes along with some genes shared between clusters that define it as a specific cell type. The top 5 genes that are specifically enriched in each cell type are displayed in the heatmap shown in Fig. 1B; a list of the top 10 genes in each cluster is listed in Table S2.

### Cellular changes in a zebrafish model of retinitis pigmentosa

To identify transcriptional changes that occur during chronic retinal degeneration and regeneration, we performed the same type of analysis on a single-cell transcriptome library prepared from the adult retina of a transgenic zebrafish model of retinitis pigmentosa expressing P23H mutant rhodopsin [26]. 

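The P23H line carries a transgene for rhodopsin with proline 23 replaced by histidine, a mutation that causes retinitis pigmentosa in patients. Cells from 3 P23H fish were pooled into 1 library with the V3 chemistry, which held 15585 barcodes with 31429971 UMIs, a median of 1241 UMIs and 684 genes per barcode, and 26375 detected genes. For the comparison with the WT, the filtered cells of both V3 libraries were integrated with canonical correlation analysis in Seurat and clustered together, which gave 28 clusters. The UMIs of all cells of a type were then summed in each library and divided by the sum over all genes, which puts both libraries on the same scale (CPM), and the ratio of P23H to WT CPM was taken on the log2 scale. With 1 library per condition, differences between animals could not be tested, and no p-values are given. Sums of UMIs are given with exact 95% Poisson intervals and shares of cells with exact (Clopper-Pearson) 95% binomial intervals, and both cover counting error only. A gene was called higher or lower where the intervals of the 2 libraries did not overlap, and a ratio of at least 1.5 was taken as the rule of size. The median log2 ratio over all genes was 0.29 in rods, 0.17 in newly formed rods, 0.53 in RPE, -0.12 in bipolar cells and 0.69 in erythroid cells, and within 0.1 of 0 in the other named types. The ratios are given without subtracting it.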

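In the P23H V3 library, 37 of the 15585 barcodes had fewer than 200 genes, 8 had more than 4700 genes and 27 had more than 10% mitochondrial UMIs. The 15514 cells kept had 31030584 UMIs and a median of 684 genes. With a minimum of 500 genes per cell 11638 of them remained, and with a limit of 5% mitochondrial UMIs 15340 remained.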

Following quality control and filtering, our final dataset contained 15,511 cells. We compared the WT and P23H datasets using an integration algorithm, which aims to identify shared cell states that are present across different datasets (Fig. 2A). Using the integrated analysis, we detected all the major cell types that are present in the WT dataset, but there were differences in the number of cells in different cell types (Fig. 2A, B). 

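In the integrated data, bipolar cells made up 36.9% of the P23H cells and 30.3% of the WT cells, and amacrine cells 20.9% and 15.1%. Cones made up 7.43% (1153 cells; interval 7.02 to 7.86%) in P23H and 12.7% (1722 cells) in WT. Müller glia made up 2.24% and 2.93%, horizontal cells 3.24% and 3.52%, and retinal ganglion cells 4.02% and 3.25%. Microglia and macrophages made up 0.806% and 0.494%, NPCs 3.26% and 2.11%, and oligodendrocytes 1.16% and 0.642%. Erythroid cells, which are not cells of the retina, made up 6.30% and 2.74%. The ratio of P23H to WT shares was 0.585 (0.542 to 0.631) for cones and 0.919 (0.810 to 1.04) for horizontal cells, whose interval includes 1. That of bipolar cells was 1.22, and 0.919 (0.876 to 0.963) with a minimum of 500 genes, and that of oligodendrocytes was 1.81, and 0.758 (0.647 to 0.889) with assignment by marker genes. The unnamed clusters held 2.42% of the P23H cells and 9.60% of the WT cells.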

There was a reduction in the number of mature rod photoreceptors (cluster 3) in the P23H retina, reflecting the ongoing degeneration occurring in this model system. In addition, a class of newly differentiated rods (cluster 13) that shows both progenitor and rod markers that did not appear in the clustering of the WT dataset was present. 

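Rods made up 511 of 15514 P23H cells, 3.29% (3.02 to 3.59%), and 838 of 13554 WT cells, 6.18% (5.78 to 6.60%). They formed cluster 9, with 444 P23H and 548 WT cells, and cluster 19, with 67 and 290 cells. Cluster 19 was shallower, with medians of 792 UMIs in P23H and 622.5 in WT, against 1372 and 1910 in cluster 9. Part of the lower share in P23H thus lies in this shallow cluster. The share of all rods in P23H was 0.533 times that in WT (0.476 to 0.595). Of the alternatives set before the data were examined, the one that moved it most kept only cells with at least 500 genes, which gave 0.631. When the mixed cluster of 1178 WT and 21 P23H cells was counted among the rods, an alternative chosen after seeing the data, the ratio was 0.231.

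**Figure D1:**
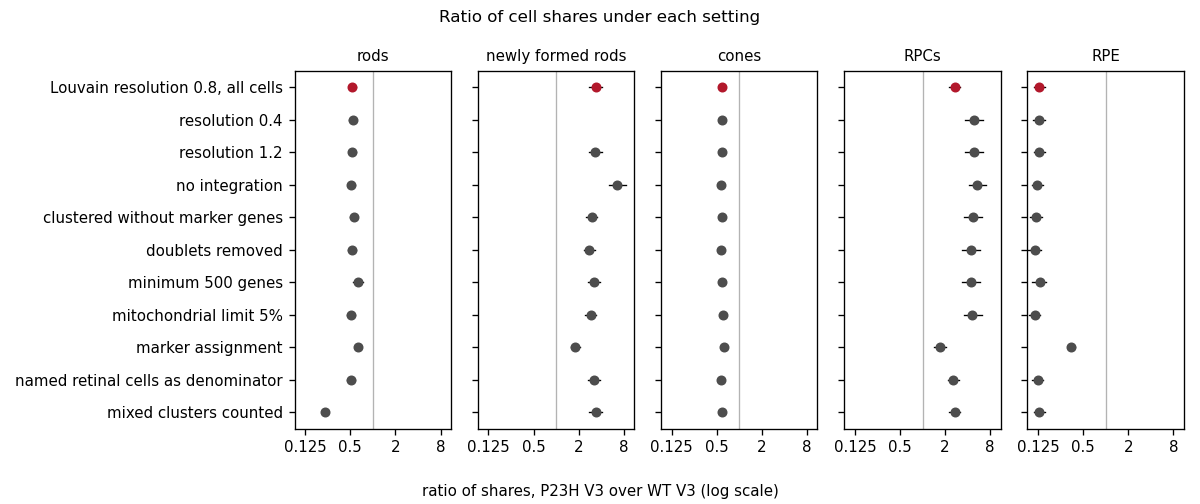
Ratio of the P23H share to the WT share of cells (log axis) for 5 cell types, with 95% intervals as bars, in the main setting (Louvain resolution 0.8, all cells) and under each alternative. Rods, cones and RPE lie below 1 and newly formed rods and RPCs above 1 under each alternative shown, and newly formed rods have no point at a resolution of 0.4, where they formed no cluster of their own.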

While some cells from the WT retina fell into this cluster, this class was threefold more abundant in the P23H retina, reflecting the continuous regeneration underway in the P23H retina (Fig. 2B, C). 

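The newly formed rods were 545 P23H cells, 3.51% (3.23 to 3.81%), and 142 WT cells, 1.05% (0.883 to 1.23%), a ratio of 3.35 (2.78 to 4.06). Clustering without the marker genes gave a ratio of 2.97. The ratio moved most without integration, to 6.49, and the assignment of each cell by its marker scores in place of clusters gave 1.81. From the higher number in P23H, the paper reasons that this class reflects continuous regeneration.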

In keeping with this, we also detected a fourfold higher number of retinal progenitor cells (RPCs) in the P23H retina compared to the WT (Fig. 2C, cluster 14). 

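RPCs made up 3.49% (542 cells; 3.21 to 3.79%) of the P23H cells and 1.31% (177 cells; 1.12 to 1.51%) of the WT cells, a ratio of 2.68 (2.25 to 3.19). At resolutions of 0.4 and 1.2 the RPC cluster held 341 P23H and 62 WT cells, a ratio of 4.81. Across all alternatives the ratio lay between 1.69, with assignment by marker scores, and 5.39, without integration.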

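RPE cells made up 1.04% (161 cells; 0.884 to 1.21%) of the P23H cells and 8.02% (1087 cells; 7.57 to 8.49%) of the WT cells. The share in WT was 7.73 times that in P23H (6.54 to 9.18). Of the 2 RPE clusters, cluster 11 held 100 P23H and 785 WT cells, and cluster 18 held 61 P23H and 302 WT cells. With each cell assigned by its marker scores, 489 P23H and 1239 WT cells counted as RPE, and the share in WT was 2.90 times that in P23H.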

Interestingly we saw an eightfold decrease in retinal pigmented epithelial cells (RPE, clusters 10 and 15) compared to WT (Fig. 2C).

**Fig. 2:**
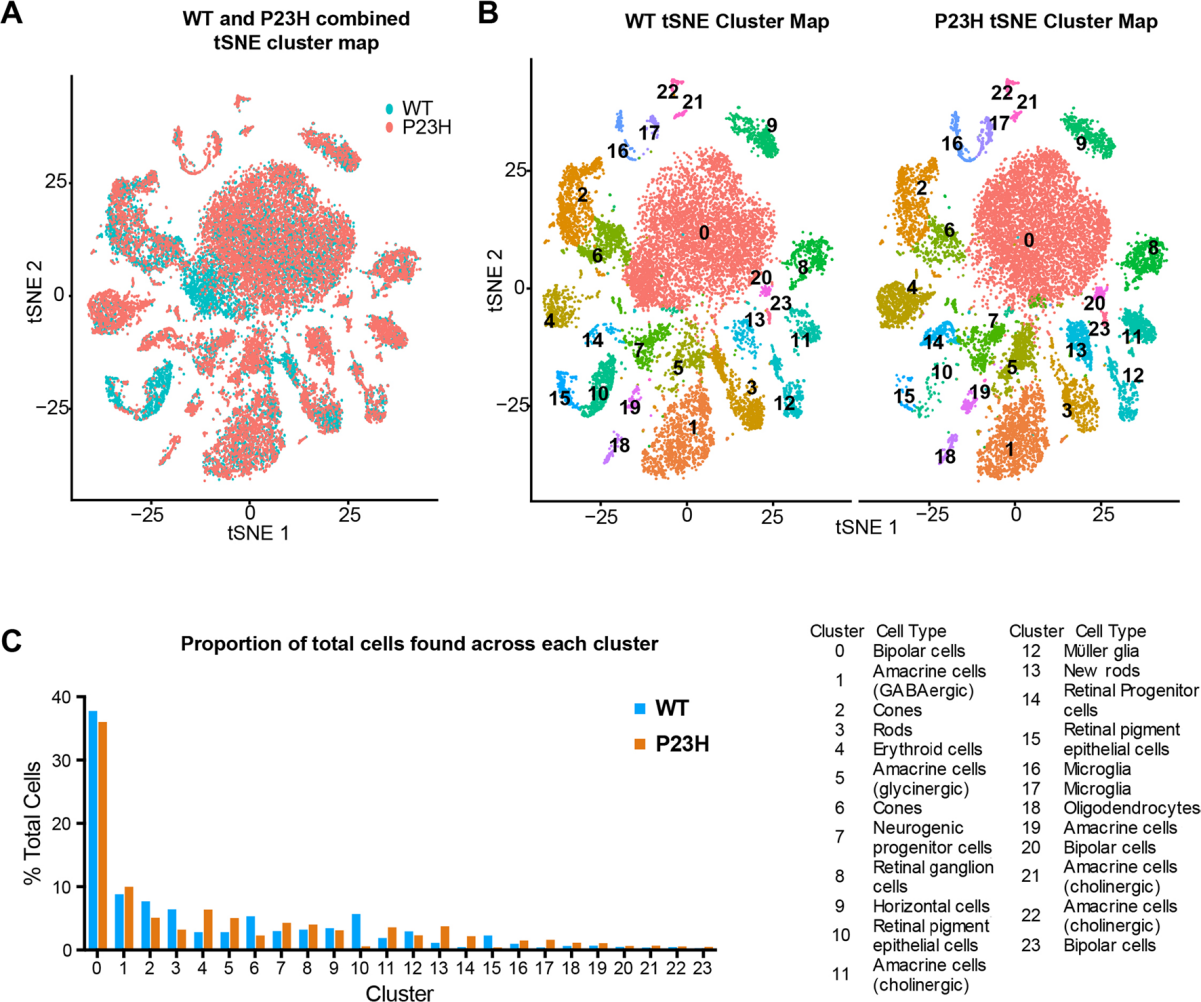
Single-cell RNA seq analysis of integrated WT-P23H zebrafish retina datasets. **A** Overlap of tSNE dimensionality reduction and visualization of single-cell transcriptomes from WT and P23H transgenic fish retina. **B** Separate display of P23H and WT tSNE maps from integrated data set with cell types labeled. **C** Relative proportions of each cell type found in the P23H and WT retinal samples

Numerical comparisons of cell numbers in single-cell transcriptome data present challenges for interpretation. Cells of different types are not captured with equal efficacy and tissue dissociation conditions can favor the preservation of some cell types and the loss of others (e.g., the larger number of bipolar cells than photoreceptors in our datasets). To reinforce the estimates of relative changes in the numbers of cells of certain types, we also examined the numbers of cells in an earlier dataset using 10 × V2 chemistry prepared using different animals of comparable age. 

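The earlier P23H library was pooled from 3 fish with the V2 chemistry and held 7956 barcodes with 3220964 UMIs, a median of 293 UMIs and 228 genes per barcode. The limits of the P23H V3 library were applied, as the paper's text gives none for V2. A total of 3351 barcodes had fewer than 200 genes, and 4605 cells with 2574931 UMIs were kept and clustered by themselves into 16 clusters. The WT V2 library was not analysed here, so that gene levels of P23H V2 were set against those of WT V3, across chemistries.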

Table S3 shows that trends in the relative ratios of cell numbers are conserved between datasets. In this dataset, we find that rods are more than twofold reduced in the P23H, whereas the newly formed rods are ninefold higher in P23H. 

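Of the 4605 cells of P23H V2, 448 were rods, 9.73% (8.89 to 10.6%), and 467 were newly formed rods, 10.1% (9.28 to 11.0%). At a resolution of 0.4 the rods were 182 cells, 3.95%. RPCs were 343 cells, 7.45%, and cones 438 cells, 9.51%.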

Our dataset from V2 chemistry also showed a reduction of RPE cells in P23H compared to the WT (2.7-fold decrease in P23H) (Table S3).

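RPE cells were 49 of the 4605 cells of the P23H V2 library, 1.06% (0.788 to 1.40%).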

### Rod photoreceptors display enhanced oxidative metabolism, oxidative stress, and synaptic remodeling

Our previous study showed that rod photoreceptors undergo continuous cell death and that the number of rods is almost fourfold less in the P23H retina than in the WT [26]. Our current single-cell study also reflects the decrease in the number of rods in the P23H dataset compared to the WT (Fig. 3A). Violin plots of the expression of individual genes in a cluster allow us to compare gene expression levels in P23H and WT conditions. Figure 3B shows violin plots of the rod dominant genes rhodopsin (*rho*) and rod arrestins (*saga* and *sagb*). The expression of all of these genes was conserved between WT and P23H. 

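*rho* took 132600 CPM (131826 to 133378) in P23H rods and 247948 CPM (247066 to 248832) in WT rods, a log2 ratio of -0.90. The paper's strain name gives the transgene as MmuRho, and reads were aligned to the zebrafish genome. Whether transcripts of the transgene are counted on this row was not examined, so that the value need not stand for all rhodopsin transcripts. *saga* rose from 1728.5 to 6367.2 CPM, a log2 ratio of 1.88 (1.81 to 1.95), and *sagb* from 3289.2 to 13414.6 CPM, a log2 ratio of 2.03 (1.98 to 2.08). Rods of the P23H V3 library had 846840 UMIs and those of WT 1221891 UMIs, with medians of 1249 and 1324 UMIs per cell. Rod transcripts were also found in the types other than photoreceptors, where *rho* took 1346.3 CPM in P23H and 8907.4 CPM in WT.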

We performed functional pathway analysis using Cystoscope Cluego [29] and Metascape [30] analysis software (Fig. S1). 

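In P23H rods the genes for the response to misfolded proteins were higher. *xbp1* had 1571.7 CPM in P23H and 215.2 CPM in WT, a log2 ratio of 2.87 (2.68 to 3.06), *hsp70.3* 4522.7 and 938.7 CPM (log2 ratio 2.27), *dnajb1b* 735.7 and 158.8 CPM (2.21), and *hspa5* 674.3 and 215.2 CPM (1.65). The median log2 ratio of these 4 genes, 2.24, was at percentile 99.99 of 10000 random lists of genes with similar expression. Of the genes for oxidative stress, *atf4a* had a log2 ratio of 1.65 and *sirt2* of 1.60, while the intervals of *oxr1b* overlapped (211.4 and 177.6 CPM, log2 ratio 0.25). *sptbn1* and *eps8* had log2 ratios of 1.58 and 0.93, and the lipid phosphorylation genes *dgkzb*, *pik3r3a* and *pik3ca* of 1.31, 1.21 and 0.38. In the V2 library against WT V3, *hspa5*, *dnajb1b*, *xbp1* and *hsp70.3* were higher as well, at log2 ratios from 0.94 to 2.97, whereas *atf4a*, *eps8*, *pik3ca* and *dgkzb* fell by 0.11, 0.29, 1.11 and 2.93. *hsp70.3* was higher in P23H in all 14 named cell types, and not in rods alone. The paper reasons that these changes are physiologic responses to the mutant rhodopsin that lead to degeneration.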

The P23H rod dataset revealed an increased level of markers for oxidative stress (*sirt2*, *atf4a*, and *oxr1b*), response to misfolded proteins (*hsp70.3*, *hspa5*, *dnajb1b*, and *xbp1*), actin de-polymerization (*eps8* and *sptbn1*) (Fig. 3C), and lipid phosphorylation (*dgkzb*, *pik3ca*, and *pik3r3a*) (Fig. 3D), reflecting physiologic responses to the P23H mutant rhodopsin that ultimately lead to photoreceptor degeneration. 

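For the ciliary genes the differences were smaller. The log2 ratio was 0.70 (0.43 to 0.98) for *cep290*, 0.49 for *rp1* and 0.46 for *bbs5*, and the intervals of *rpgrip1* overlapped (227.9 CPM in P23H and 205.4 CPM in WT, log2 ratio 0.15). Their median, 0.47, was at percentile 71.0 of the random lists. *cep290* and *rp1* in the P23H V2 library were lower than in WT V3, at log2 ratios of -1.74 and -2.29. *cacna1c* had 362 UMIs in P23H rods and 1 UMI in WT rods, a log2 ratio of 9.03 (6.54 to 14.3), and *tmco1* had a log2 ratio of 0.53.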

Interestingly we have also seen the increased transcriptome of certain ciliary proteins (*cep290*, *bbs5*, *rpgrip1*, and *rp1*) and calcium channels (*cacna1c* and *tmco1*) (Fig. 3D).

**Fig. 3:**
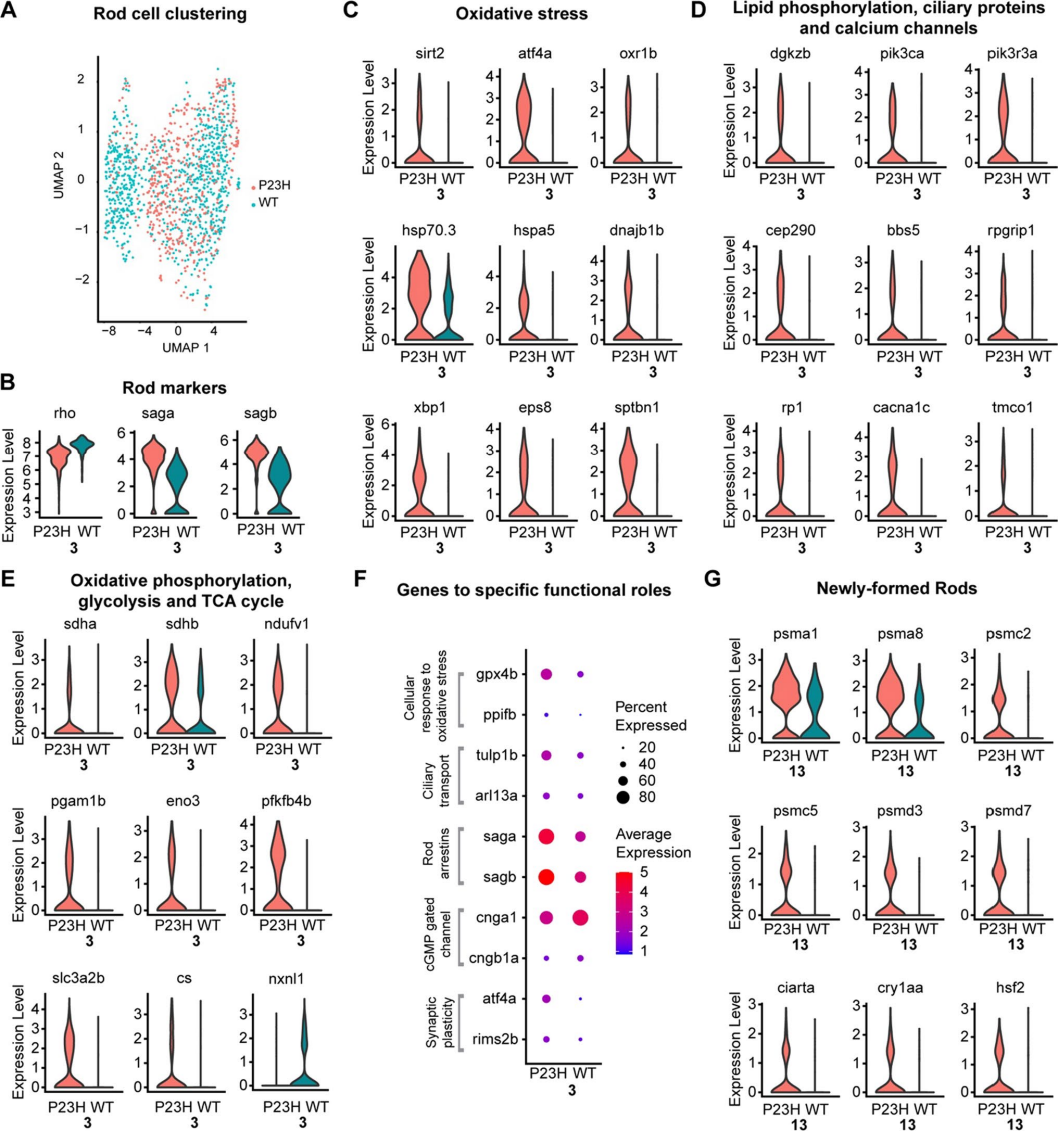
Transcriptomic analysis of rods and newly formed rods in the WT-P23H integrated dataset reveal an increased response to oxidative stress and misfolded proteins. **A** Overlap of UMAP dimensionality reduction and visualization of rod transcriptomes from WT and P23H transgenic fish. **B** Violin plots showing levels of expression of canonical marker genes in WT and P23H rods. **C**–**E** Violin plots showing expression levels of differentially expressed genes (DEGs) involved in various functional pathways including oxidative stress, response to misfolded proteins, ciliary transport, synaptic remodeling, and metabolism in WT and P23H rods. **F** Dot plot showing the expression level and the percentage of cells expressing DEGs involved in different functional pathways in WT and P23H. **G** Violin plots showing expression levels of DEGs involved in proteasome and ubiquitin-mediated degradation pathway and stress response markers in WT and P23H newly formed rods

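All 8 metabolic genes were higher in P23H rods, with a median log2 ratio of 1.54 at percentile 99.99 of the random lists. *eno3* had 301.1 CPM in P23H and 17.2 CPM in WT, a log2 ratio of 4.13 (3.49 to 4.85), and *pfkfb4b* 749.9 and 69.6 CPM (3.43). *cs* had a log2 ratio of 1.91, *slc3a2b* of 1.58, *pgam1b* of 1.49, *ndufv1* of 1.23, *sdha* of 1.18 and *sdhb* of 1.12. In P23H V2 *ndufv1* was lower than in WT V3, at a log2 ratio of -1.19, and the other 7 genes were higher or not separated.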

Metabolism-related differentially expressed genes (DEGs) were upregulated in the P23H rods including oxidative phosphorylation (*sdha*, *sdhb*, and *ndufv1*), glycolysis (*pgam1b*, *eno3*, *pfkfb4b*, and *slc3a2b*) and TCA cycle (*cs* and *ndufv1*) (Fig. 3E). It is possible that the stress due to misfolded protein response leads to increased energy demand that is met by increased oxidative metabolism. 

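*nxnl1* had 52 UMIs in P23H rods, 61.4 CPM (45.9 to 80.5), and 349 UMIs in WT rods, 285.6 CPM (256.4 to 317.2), a log2 ratio of -2.22 (-2.67 to -1.79). The P23H V2 library had 3 UMIs of *nxnl1* in rods.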

Notably, *nxnl1*, the zebrafish homolog of Rod-derived Cone Viability factor, is strongly decreased in P23H rods (Fig. 3E). This factor promotes glucose uptake in cones [32] and potentially rods [33]; its loss could result in reduced glucose uptake forcing a switch from oxidative glycolysis to oxidative phosphorylation to supply cellular energy demand. Our pathway analysis depicts an increase in pathways involved in the synthesis of precursor metabolites, glycolysis, pyruvate metabolism, and TCA cycle to cope with increased stress and energy demand in the P23H rods (Fig S1). It has been shown recently by a multi-omic study that early metabolic imbalance and mitochondrial stress in neonatal photoreceptors lead to cell death in the Pde6b rd1 mouse model of retinal degeneration [34]. Our results correlate with the metabolic changes reported in that study.

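*gpx4b* had 1342.6 CPM in P23H rods and 504.1 CPM in WT rods, a log2 ratio of 1.41 (1.27 to 1.56), and 1.93 in the P23H V2 library. *ppifb* had 231.5 CPM in P23H and 132.6 CPM in WT, a log2 ratio of 0.80 (0.50 to 1.11), with overlapping intervals in the V2 library.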

Importantly, we noticed an increase in *gpx4b* and *ppifb*, which are involved in the cellular response to oxidative damage, suggesting that rods are experiencing oxidative stress (Fig. 3F). DEGs involved in ciliary transport including *tulp1b* and *arl13a* are also increased in P23H. 

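The log2 ratio in rods was 0.62 (0.46 to 0.78) for *tulp1b* and 0.27 (0.09 to 0.46) for *arl13a*, the second of which is below the rule of size and below the median of all genes in rods. Without the 20 most abundant genes in the totals, *arl13a* had a log2 ratio of -0.05. Both were higher in the V2 library than in WT V3, at 2.09 and 1.99.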

Mutations in *tulp1* are reported to contribute to  ~ 5% of total RP cases [35] and mutations in *arl13* lead to the failure of rod outer segment formation [36]. 

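The P23H V3 library had 5392 UMIs of *saga* and 11360 UMIs of *sagb* in rods, and the WT library 2112 and 4019 UMIs. In the P23H V2 library, with 282 and 844 UMIs in rods, *saga* was lower than in WT V3, at a log2 ratio of -0.63, and *sagb* was not separated from it, at 0.03.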

Interestingly, we noted a significant increase in the transcript level of rod arrestins (*saga*, *sagb*) in P23H compared to the WT (Fig. 3B, F). The arrestins may be upregulated to compensate for the constitutive activation of P23H mutant rhodopsin, as it has been shown previously that in the mammalian retina stable complexes are formed between mutant rhodopsin and rod arrestin leading to rod cell death [37]. It is implicated that tulp1b is responsible for the ciliary transport of arrestins [38] and the increased arrestins may accumulate in cilia leading to cell death. 

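*cnga1* had 1870.5 CPM in P23H rods and 4416.9 CPM in WT rods, a log2 ratio of -1.24 (-1.32 to -1.16), and *cngb1a* 271.6 and 485.3 CPM, a log2 ratio of -0.84 (-1.06 to -0.62). In rods of the P23H V2 library *cnga1* was lower than in WT V3 by a similar amount (log2 ratio -1.20), and *cngb1a* had 1 UMI.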

DEGs involved in cyclic nucleotide-gated channels including *cnga1* and *cngb1a* are both reduced in P23H. Both are involved in the photo-transduction cascade, and their decrease suggests a downregulation of photo-transduction. The DEGs involved in the regulation of synaptic plasticity (*atf4a* and *rims2b*) are upregulated in the P23H, suggesting ongoing remodeling of synapses in P23H rods (Fig. 3F). 

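*rims2b* had 342.5 CPM in P23H rods and 265.2 CPM in WT rods, a log2 ratio of 0.37 (0.14 to 0.60), below the rule of size. With each cell assigned by its marker scores the log2 ratio of *rims2b* was -0.04, and in the P23H V2 library it was -1.48. *atf4a* had 510 UMIs in P23H rods and 235 UMIs in WT rods.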

Previous studies in zebrafish models of rod damage do not reveal such comprehensive transcriptional changes [39–41] and it is important to understand these changes at the molecular level to target therapeutic interventions appropriately.

### A newly forming rod cell cluster is evident in P23H

We identified cluster 13 as newly forming rods, as this cluster expresses both progenitor cell markers and rod photoreceptor markers. The progenitor markers including *stmn1a*, *ccnd1*, and *hes*6 are present at a low level, whereas the rod differentiation markers including *fabp7a*, *cxxc5a*, *arl13a*, and *neurod1* are present at high levels in the transcriptome, representing the shift of cells from progenitor state to a differentiated state. This cluster of newly forming rods was not evident in the WT dataset when clustered alone (Fig. 1A), and can be only seen in WT after integrating with P23H for the cluster analysis (Fig. 2A, B). 

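Cluster 15 of the integrated data, with 545 P23H and 142 WT cells, was named newly formed rods from 3 of its 7 markers. In CPM over both libraries, *stmn1a* stood at 76.9 in this cluster, at 3.91 in the larger rod cluster and at 1788.4 in RPCs, and *ccnd1* at 35.3, 3.35 and 254.8. *hes6* stood at 94.6, 17.9 and 485.2. *fabp7a* was at 7479.1 CPM in the cluster against 376.6 in rods and 3572.9 in RPCs, *cxxc5a* at 1094.6 against 14.5 and 469.5, *arl13a* at 2149.5 against 520.5 and 225.1, and *neurod1* at 2579.3 against 484.8 and 1823.5. *gnat1* stood at 1106.4 CPM, against 29947 CPM in rods. In the P23H V3 library *rho* stood at 3435.9 CPM in the cluster and at 2074.1 CPM in the largest bipolar cluster, and in the WT library at 15677.6 and 14934.9 CPM.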

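In the WT library clustered alone, a cluster of 175 cells had the markers of newly formed rods. In it *fabp7a* stood at 1566.7 CPM, *cxxc5a* at 800.9, *arl13a* at 1034.4, *neurod1* at 2053.0, *stmn1a* at 44.5 and *gnat1* at 2145.1 CPM, the last below its level of 3446.4 CPM in the largest bipolar cluster.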

In keeping with the persistent loss and regeneration of rods in the P23H animals, there was a larger number of newly forming rods in P23H (3.8% of cells in the dataset) compared to the WT (1.1% of cells). Functional analysis with ClueGo and Metascape showed that pathways involved in the proteasome and ubiquitin-mediated degradation (UPR), eukaryotic translation, rod cell development, and eye morphogenesis are enhanced in the P23H transcriptome (Fig S1C). The transcripts of genes involved in proteasome and ubiquitin-mediated degradation including *psma1*, *psma8*, *psmc2*, *psmc5*, *psmd3*, *psmd7*, and stress response markers including *ciarta*, *cry1aa* and *hsf2* are more highly expressed in the P23H dataset compared to WT (Fig. 3G), suggesting that even newly forming rods are experiencing stress associated with expression of the P23H mutant rhodopsin.

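In newly formed rods (1631590 UMIs in P23H and 409310 UMIs in WT), all 6 proteasome genes had log2 ratios above 0, with a median of 1.10 at percentile 99.9 of the random lists. *psmd3* had 161.8 CPM in P23H and 53.7 CPM in WT, a log2 ratio of 1.59 (0.96 to 2.29), *psma8* 1.46, *psma1* 1.11, *psmc2* 1.08 and *psmd7* 0.90, while the intervals of *psmc5* overlapped (0.61). Of the stress response genes, *ciarta* had 208 UMIs in P23H and 15 UMIs in WT, a log2 ratio of 1.80 (1.04 to 2.66), and *hsf2* had a log2 ratio of 1.06. The intervals of *cry1aa* overlapped, at 132.4 and 88.0 CPM (log2 ratio 0.59).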

### Cone photoreceptors show markers of stress and changes in metabolic and circadian genes

We initially identified two cone clusters, cluster 2 and cluster 6. 

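In CPM over both libraries, *opn1sw1* was highest among the cones in cluster 6, at 3440.7, and stood at 1803.7 in cluster 3 and 1354.4 in cluster 26. *opn1lw1* differed less between the clusters, with 1548.7 CPM (1522.1 to 1575.6) in cluster 3, 1398.2 CPM (1349.5 to 1448.3) in cluster 6 and 1346.9 CPM in cluster 26. Cluster 3 held 680 P23H and 868 WT cells, cluster 6 416 and 795, and cluster 26 57 and 59.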

The short-wavelength opsin *opn1sw1* is seen in cluster 6 and the long-wavelength opsin *opn1lw1* is enriched in cluster 2 (Fig. 4A). While expression of the P23H mutant rhodopsin is limited to the rods [26], cones in the P23H retina show an increase in the transcriptome of *hsf2*-associated stress response pathway (Fig. 4B), suggesting that cones in this model experience elevated physiological stress. 

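In cones (4423172 UMIs in P23H and 6810962 UMIs in WT), *hsf2* had 121.0 CPM (110.9 to 131.7) in P23H and 71.1 CPM (64.9 to 77.7) in WT, a log2 ratio of 0.77. In cones of the P23H V2 library its log2 ratio against WT V3 was 2.33. From the higher *hsf2* in cones, which do not express the transgene, the paper proposes that cones experience elevated physiological stress.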

There may be increased oxidative stress in cones due to increased exposure to oxygen in the absence of fully functioning rods, which may lead to increased *hsf2* and subsequent activation of the MAPK signaling pathway [42]. 

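*mapk6* had 819 UMIs in P23H cones, 185.2 CPM, and 454 UMIs in WT cones, 66.7 CPM, a log2 ratio of 1.47 (1.31 to 1.64). In P23H V2, with 31 UMIs, *mapk6* was not separated from WT V3.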

Our data further confirmed the increased expression of *mapk6* in P23H cones compared to WT (Fig. 4B). Cones in the P23H retina also show increased expression of genes for glycolysis and the TCA cycle (*pfkfb3*, *pfkfb4b*, *eno3*, *cs*, *aco2*, and *got1*) (Fig. 4B), but like rods, expression of *nxnl1* is reduced in cones. These results imply that cones rely on aerobic metabolism, but that glucose supply could be limiting. It has been shown previously that aerobic glycolysis in photoreceptors is essential for normal rod function and is a metabolic choice that augments cone function and survival during nutrient-stress conditions [43]. 

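In cones, *pfkfb4b* had 360.8 CPM in P23H and 53.2 CPM in WT, a log2 ratio of 2.76 (2.60 to 2.93), *eno3* 2.21, *got1* 0.95, *cs* 0.52 and *pfkfb3* 0.38. *nxnl1* had 20.1 CPM (16.2 to 24.8) in P23H cones and 99.1 CPM (91.8 to 106.9) in WT cones, a log2 ratio of -2.30. Its level in WT cones was 4.86 times its median level in the WT types other than photoreceptors, among which bipolar cells stood higher than cones, at 111.05 CPM in WT and 50.4 CPM in P23H. *pfkfb4b* in the V2 library was not separated from WT V3 (log2 ratio -0.12).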

We also noticed increased expression in DEGs involved in ribose phosphate biosynthesis (*socs3s* and *gcdha*) and RNA polymerase II transcription and elongation (*cdk7*, *polr2a*, and *gatad2ab*) (Fig. 4B). 

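*socs3a* had 211.6 CPM in P23H cones and 55.1 CPM in WT cones, a log2 ratio of 1.94 (1.77 to 2.12), and *gcdha*, whose UMIs lay on 2 copies, 229.0 and 109.5 CPM (1.06). The log2 ratio was 1.50 for *cdk7*, 1.01 for *polr2a* and 0.60 for *gatad2ab*. In the P23H V2 library, where *gatad2ab* had 5 UMIs, its log2 ratio against WT V3 was -1.38.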

Sufficient supplies of NADPH, ATP, and the metabolic intermediates ensure rapid macromolecular synthesis underlying the continuous self-renewal of cone OS and the demand may be increased to cope with the increased stress.

**Fig. 4:**
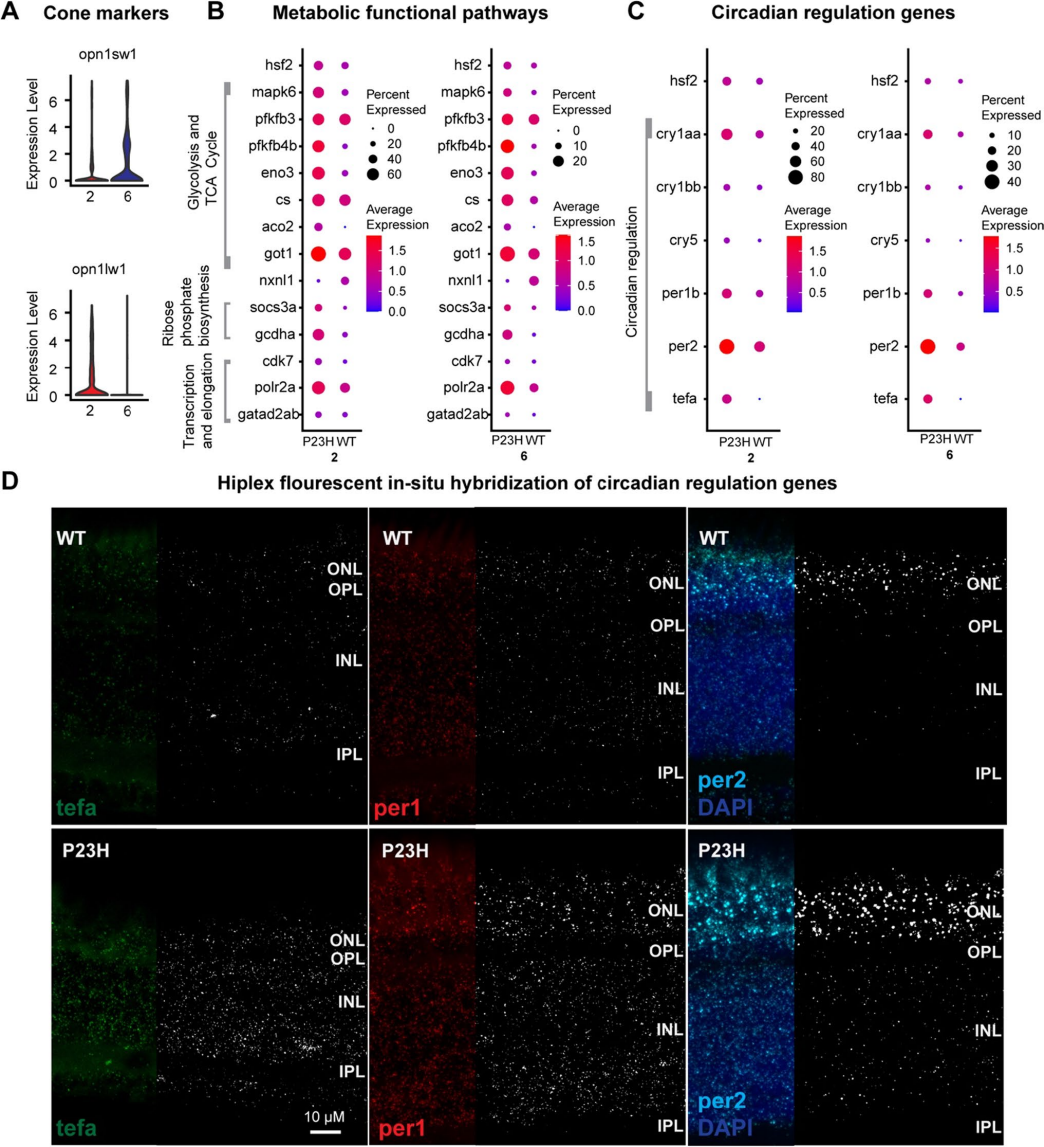
Comparative transcriptomic analysis of cones in WT-P23H integrated dataset reveals changes in metabolism and circadian regulation. **A** Violin plots showing levels of expression of short- and long-wavelength opsins in cone clusters 2 and 6. **B** Dot plot showing the expression level and the percentage of cells expressing DEGs involved in different metabolic functional pathways between WT and P23H. **C** Dot plot showing the expression level and the percentage of cells expressing DEGs involved in circadian regulation between WT and P23H. **D** Hiplex fluorescent in situ hybridization for *tefa*, *per1*, and *per2* in sections of adult retina. The fluorescent product is shown in the left third of each image, while the remainder displays a binary mask in the fluorescent in situ hybridization product channel. All three genes show increased expression throughout the retina in P23H compared to WT, reflecting the changes captured by single-cell transcriptome analysis. Scale bar applies to all panels

The *hsf2*-associated stress response pathway includes increased levels of *cry1a* and *nr1d2b*, which are shown to be involved in circadian function [44]. It has been shown that in zebrafish larvae, the expression of *hsf2* was concomitant with the expression of genes involved in the response to oxidative stress and chaperone genes, and it occurs in phase with *cry1a* and other genes that belong to the negative arm of the transcriptional regulation network of the circadian rhythm [45]. 

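*nr1d2b* had 270.9 CPM (255.7 to 286.6) in P23H cones and 175.2 CPM (165.4 to 185.4) in WT cones, a log2 ratio of 0.63, and 1.00 for the P23H V2 library against WT V3.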

We examined the transcriptome profile of other molecular circadian regulators and found that the circadian regulators *cry1aa*, *cry1bb, per1b*, *per2*, and *tefa* were increased in the P23H cones compared to the WT (Fig. 4C). 

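Each of the 5 circadian regulators was higher in P23H cones, with a median log2 ratio of 1.09 (1.08 to 1.12 for the middle 3 genes) at percentile 99.46 of the random lists. *per2* had 520.4 CPM in P23H and 176.8 CPM in WT, a log2 ratio of 1.56 (1.46 to 1.66), *tefa* 203.0 and 93.4 CPM (1.12), *per1b* 191.3 and 89.9 CPM (1.09), *cry1aa* 219.8 and 104.0 CPM (1.08), and *cry1bb* 82.3 and 51.7 CPM (0.67). *cry5*, shown in Fig. 4C, had a log2 ratio of 1.62. In cones of the P23H V2 library the 5 regulators were higher than in WT V3 by 0.51 to 2.37 on the log2 scale, though the intervals of *cry1bb* overlapped. The UMIs of *tefa* lay on 2 copies, 8156 and 2127 UMIs in P23H V3 and 123 and 3580 UMIs in WT, and both were summed. *per1b*, *per2* and *tefa* were also higher in P23H outside the neural retina, in 8 of the 9 pairs of gene and type among erythroid cells, oligodendrocytes and microglia.

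**Figure D2:**
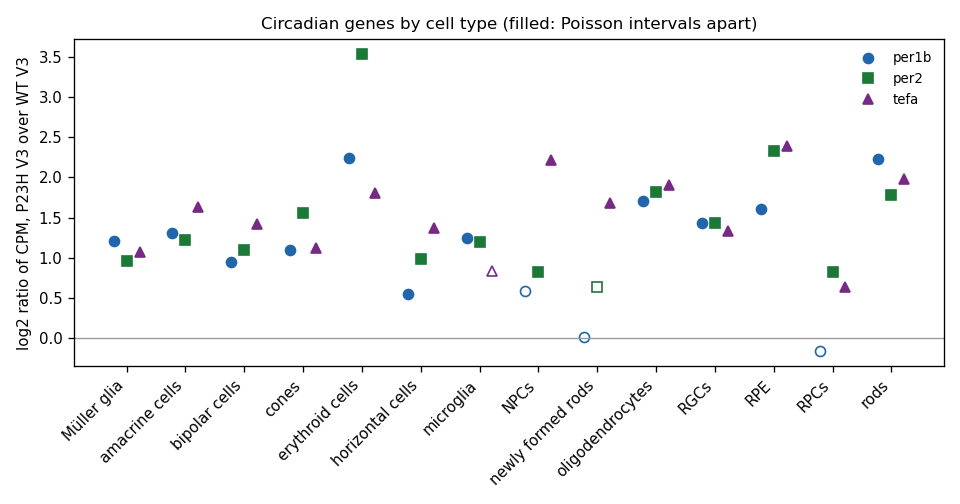
Log2 ratio of P23H V3 to WT V3 CPM of *per1b*, *per2* and *tefa* in each named cell type. Filled points have Poisson intervals that do not overlap between the libraries and open points have overlapping ones. All points but that of *per1b* in RPCs (-0.16) lie above 0, and 37 of 42 are filled.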

To validate the single-cell transcriptome data, we examined the expression of *per1*, *per2*, and *tefa* using multiplex in situ hybridization. The results demonstrate the increased expression of *per1*, *per2*, and *tefa* in the P23H retina compared to the WT (Fig. 4D). Increased levels of expression of all three genes were detected in both the outer nuclear layer (ONL), harboring photoreceptors, and in the inner nuclear layer (INL), occupied by numerous other cell types. The overall increased expression of these circadian cycle genes in P23H tissue samples compared to WT tissue samples is consistent with our single-cell data. Disruption of behavioral and retinal circadian rhythms has recently been reported in a mouse model of RP due to an RNA splicing factor mutation [46], suggesting commonality in pathology. Overall, these changes suggest that the cones undergo comprehensive modifications including metabolism and circadian activity during the degeneration/regeneration scenario.

### RPE tight junction genes and stress-protective mechanisms are lowered in the RP model

The zebrafish retinal transcriptome showed two different RPE clusters, clusters 10 and 15 (Fig. 5A). Both RPE cell clusters express the canonical RPE genes *rpe65a*, *dct* and *lrp1aa* (Fig. 5B) but are segregated due to the presence of transcriptome that enriches for different functional pathways (Fig S2). 

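The 2 RPE clusters are cluster 11, with 885 cells over both libraries, and cluster 18, with 363 cells. *rpe65a* stood at 3012.4 CPM in cluster 11 and 7891.2 CPM in cluster 18, *dct* at 6696.1 and 4516.3 CPM, and *lrp1aa* at 3421.7 and 854.7 CPM. The clusters differed in depth. In cluster 11 the median was 812 UMIs per cell in P23H and 1083 in WT, and in cluster 18 it was 1680 in P23H and 15557 in WT, so that the WT cells carry most of the values of cluster 18.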

Differential expression analysis revealed that cluster 15 has many unique transcripts that were not expressed in cluster 10 (Fig. 5C). 

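Of the genes of Fig. 5C, *fosab* stood at 5473.7 CPM in cluster 18 and 299.0 CPM in cluster 11, *fosb* at 1224.6 and 82.3 CPM, *dusp2* at 3965.7 and 272.6 CPM, *dusp1* at 155.2 and 12.8 CPM, and *hspa5* at 1788.5 and 552.7 CPM.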

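The ribosomal protein genes were detected in both clusters, each at a higher level in cluster 11. In CPM over both libraries, *rpl3* stood at 1340.1 in cluster 11 and 1161.0 in cluster 18, *rpl4* at 798.8 and 626.6, *rpl5a* at 1535.7 and 965.7, and *rpl6* at 1103.1 and 987.9.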

The 5 most up-regulated genes in RPE cluster 10 were RNA-binding proteins including *rpl3*, *rpl4*, *rpl5a*, and *rpl6*, which enable protein translation; these were also present in cluster 15. Functional pathways involved in phagocytosis, endocytosis, lysosome, oxidative stress and drug metabolic process are all enriched in cluster 15, whereas cluster 10 showed pathways involved in translation and ribosome assembly (Fig S2). The receptor tyrosine kinase *mertka* involved in RPE phagocytosis of photoreceptor outer segments (POS) [47] is highly expressed in cluster 15, suggesting active phagocytosis in these RPE cells. 

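*mertka* had 141 UMIs in cluster 18, 26.8 CPM, and 23 UMIs in cluster 11, 17.4 CPM. Its level in oligodendrocytes was 39.3 CPM.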

RPE cells have been categorized into multiple subpopulations based on their location and morphology [48–51]. While our data do not have the spatial resolution to differentiate RPE subpopulations by location and morphology, the 2 subpopulations of RPE cells in our data are functionally consistent with subpopulations found in previous studies based on transcriptomic functional activities [52, 53].

**Fig. 5:**
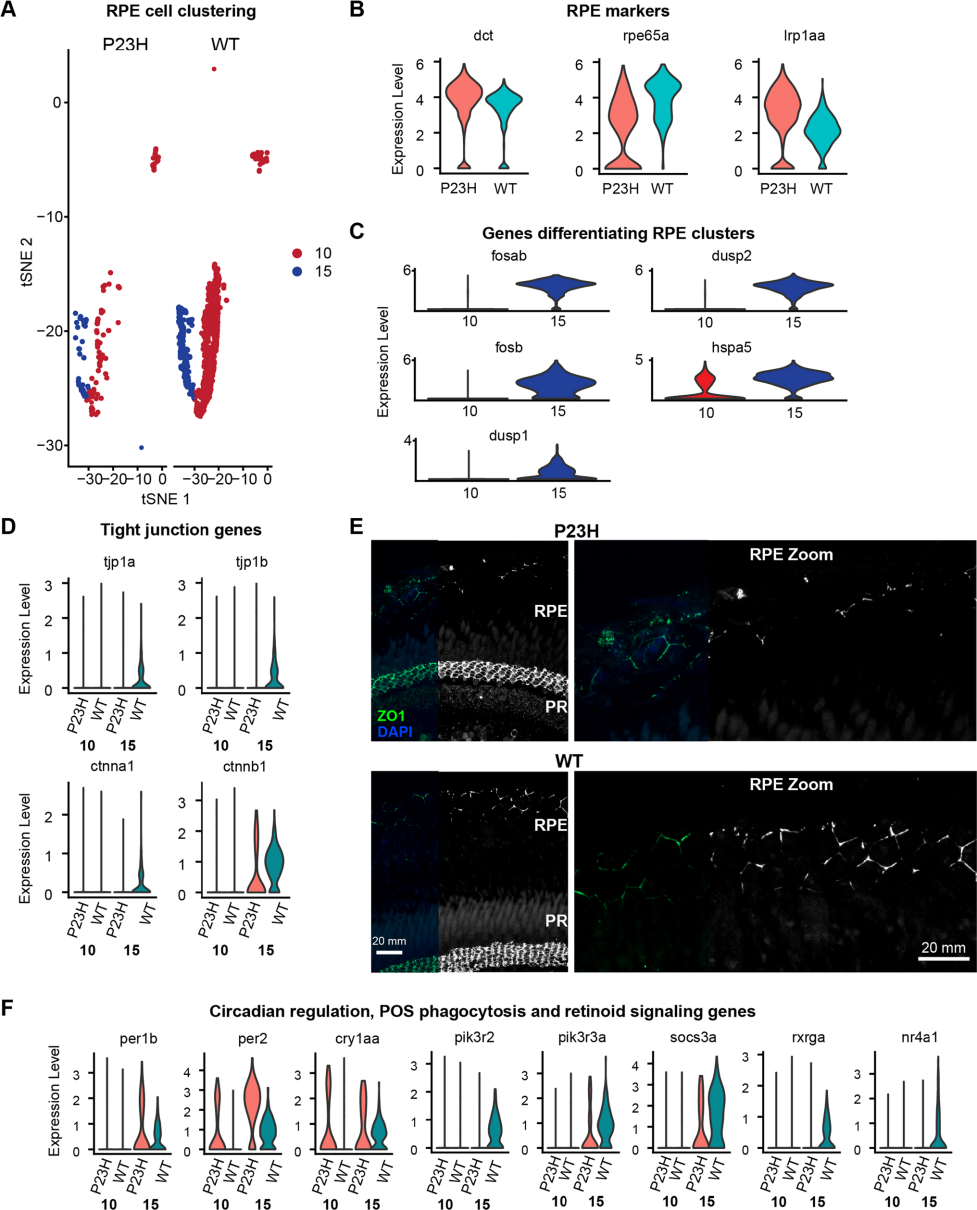
RPE transcriptome is altered in the RP model. **A** tSNE map showing the proportions of RPE cells found in the P23H and WT retinal samples. **B** Violin plots showing levels of expression of canonical RPE marker genes in WT and P23H RPE cells. **C** Violin plots showing expression levels of DEGs differentiating RPE clusters 10 and 15. **D** Violin plots showing expression levels of genes involved in tight junctions in WT and P23H RPE. **E** Immuno-fluorescent labeling of tight junction protein ZO1 in retina of adult P23H and WT zebrafish. The layer of retinal pigmented epithelium (RPE) is at the top. Additional strong ZO1 labeling below the photoreceptor inner segments (PR) is the outer limiting membrane formed by Müller cell end-feet tight junctions. Right panels show magnified view of ZO1 labeling in the RPE. Scale bars in WT apply to both WT and P23H. **F** Violin plots showing levels of expression of DEGs including those involved in circadian regulation, POS phagocytosis and retinoid signaling in WT and P23H RPE cells

We have seen a drastic decrease in the number of RPE cells in the P23H RP model compared to the WT (Fig. 5A, E), which is consistent with several previously reported studies that when the rods are lost oxygen continues to flow into the outer retina from the choriocapillaris, creating a hyperoxic environment that is presumably hostile for the remaining cells [54, 55]. 

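The fall in RPE was checked on free RNA. Summed over the types other than RPE and divided by all UMIs of these types, the 7 RPE markers in the P23H V3 library were at 0.0404 to 0.583 times their WT level, with a median of 0.184, compared with the 0.129 times of the share of RPE cells. *dct* fell furthest, from 2410 to 119 UMIs, and *lrp1aa* least, from 1839 to 1310 UMIs. The paper relates the fall in RPE cells to earlier studies, in which the outer retina becomes hyperoxic after the loss of rods. It describes that environment as presumably hostile to the cells that remain. It adds that the capture of RPE cells may have differed between the preparations.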

In some retinal degeneration models, disruption of RPE tight junctions is observed, affecting the integrity of RPE cells [17, 56]. Analysis of the DEGs in RPE cells involved in tight junction formation, including *tjp1a*, *tjp1b*, *ctnna1*, and *ctnnb1*, revealed a decrease in the P23H compared to the WT (Fig. 5D). 

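The RPE of the P23H V3 library had 244683 UMIs and that of the WT library 6343403 UMIs, so that counting error is large in P23H. *tjp1a* had 22 UMIs in P23H, 89.9 CPM (56.3 to 136.1), and 195 UMIs in WT, 30.7 CPM (26.6 to 35.4), a log2 ratio of 1.55. *tjp1b* had 22 and 241 UMIs, a log2 ratio of 1.24 (0.54 to 1.87). For *ctnna1* (5 and 156 UMIs, log2 ratio -0.27) and *ctnnb1* (38 and 1023 UMIs, -0.05) no difference was detectable at this depth. Relative to the median of all genes in RPE, *tjp1a* and *tjp1b* remain higher and *ctnna1* and *ctnnb1* are lower. The log2 ratios of genes the paper gives as lower in P23H RPE had a median of -0.20. It moved most within cluster 11 by itself, an alternative chosen after seeing the data, to 1.46, and was 1.36 for the P23H V2 library, where the median of all genes of RPE was 1.96. It was 0.05 with doublets removed, 0.06 with background subtracted, -0.69 with assignment by marker genes and -1.14 with TMM scaling, which takes the median of all genes from 0.53 to -0.42.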

Immunostaining for tight junction protein ZO-1 confirmed that tight junctions in the P23H RPE were disrupted when compared to WT (Fig. 5E). In some areas of the P23H retina, the tight junctions were almost completely absent (Fig. 5E). This suggests that RPE tight junction disruption is a pathological effect in RP that is conserved across species. We also note that the tight junction pathology and reduced photoreceptor outer segment lengths may have influenced the number of RPE cells captured during preparation of the single-cell libraries, potentially contributing to the reduced number of RPE cells found in P23H fish.

Ongoing degeneration and regeneration in the P23H RP model had a significant impact on several other aspects of the RPE transcriptome. 

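*per2* had 829.6 CPM (719.4 to 952.0) in P23H RPE and 165.1 CPM (155.2 to 175.4) in WT RPE, a log2 ratio of 2.33. The log2 ratio was 1.70 (1.34 to 2.04) for *cry1aa* and 1.61 (1.18 to 2.02) for *per1b*. The 3 genes had a median at percentile 97.8 of the random lists, and in RPE of the P23H V2 library the log2 ratios were 1.66 to 2.30, near the median of all genes of RPE in that comparison, 1.96.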

We have noticed an increase in circadian genes, such as *per2*, *per1b*, and *cry1aa*, in the P23H dataset (Fig. 5F), similar to that seen in cones, suggesting the change is coordinated between RPE and photoreceptors. It has been shown in previous studies that *per2* regulates POS phagocytosis in RPE cells [57], suggesting a change in the rhythm of POS phagocytosis in the RP model. The phosphoinositide 3-kinase regulators *pik3r2, pik3r3a*, and *socs3a* are reduced in the P23H retina compared to the WT (Fig. 5F). It has been shown in previous studies that the activation of the PI3K-Akt pathway protects RPE cells against the deleterious effects of oxidative stress that occur due to POS phagocytosis [58, 59]. These protective mechanisms seem to be reduced in the RPE of P23H zebrafish.

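*socs3a* had 75 UMIs in P23H RPE, 306.5 CPM (241.1 to 384.2), and 3657 UMIs in WT RPE, 576.5 CPM (558.0 to 595.5), a log2 ratio of -0.91. *pik3r3a* had 26 and 1074 UMIs, a log2 ratio of -0.67 (-1.29 to -0.11). *pik3r2*, with 19 and 537 UMIs, was not separated (-0.12). In cluster 11 by itself, a setting chosen after seeing the data, *socs3a* and *pik3r3a* had log2 ratios of 2.47 and 0.35. In P23H V2 *socs3a* was not separated from WT V3, at 0.11.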

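*nr4a1* had 11 UMIs in P23H RPE, 45.0 CPM (22.4 to 80.4), and 947 UMIs in WT RPE, 149.3 CPM (139.9 to 159.1), a log2 ratio of -1.73. *rxrga* had 8 and 423 UMIs, a log2 ratio of -1.03 with Poisson intervals that overlap, and *nr4a3* had 24 and 521 UMIs, 98.1 and 82.1 CPM, a log2 ratio of 0.26. *nr4a1* was higher in P23H in cluster 11 by itself (2.35) and in the P23H V2 library (1.38).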

The retinoid X receptor *rxrga* and nuclear receptors *nr4a1* and *nr4a3* are lowered in the P23H dataset compared to the WT (Fig. 5F). NR4A receptors heterodimerize with RXR receptors and activate transcription in a 9-cis retinoic acid-dependent manner. They can also repress inflammatory gene promoters by recruiting corepressor complexes [60]. This complex suite of transcriptome changes suggests that the RPE cells lose several stress-protective mechanisms during the degeneration–regeneration scenario.

### Rod bipolar cells show evidence of stress and neuronal remodeling

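Bipolar cells formed clusters 0, 2 and 20 of the integrated data, with 4312 P23H and 3113 WT cells, 1239 and 893 cells, and 169 and 103 cells. In CPM over both libraries, *bhlhe23* stood at 707.5 in cluster 0, 604.0 in cluster 2 and 1840.5 in cluster 20, *trpm1b* at 20.8, 12.4 and 205.0, and *uts1* at 107.4, 112.2 and 1549.2.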

We have identified three different bipolar cell clusters, 0, 20 and 23 in our dataset; each cluster expressed a specific set of markers (Fig. 6A). 

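At a resolution of 0.8, *prkca* stood at 1304.0 CPM in bipolar cluster 20, 251.9 in cluster 0 and 72.4 in cluster 2. At a resolution of 1.2, cluster 20 parted into a cluster of 162 cells with *prkca* at 2178.3 CPM and *uts1* at 10.3 CPM, and a cluster of 111 cells with 1 UMI of *prkca* and *uts1* at 3724.0 CPM. The first of these was taken as the rod bipolar cells (95 P23H and 67 WT cells). Its mean over cells of the log-normalized level of *prkca* was 2.84 on the natural log scale and 4.09 on the log2 scale, against 0.440 and 0.634 in the largest bipolar cluster. *prkca* had a UMI in 92.0% of the rod bipolar cells, at a median of 1717.5 UMIs per cell, against 15.9% in the largest cluster, at a median of 862 UMIs, and 0.901% in the *uts1* cluster, at a median of 1793 UMIs.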

The rod bipolar cell marker *prkca* [22] is highly enriched in cluster 20 (avg. expression 2.7) and to a minor extent in cluster 0 (avg. expression 0.7) only in very few cells (Fig. 6B). Because of the high expression of *prkca*, we considered cluster 20 likely to be the rod-dominated mixed bipolar cell [61] that forms most synaptic contacts with rods. 

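In all bipolar cells together (5572425 UMIs in P23H and 4556571 UMIs in WT), *nrxn3b* had 245.0 CPM in P23H and 390.2 CPM in WT, a log2 ratio of -0.67 (-0.77 to -0.57). *neurod4* had 501.6 and 703.2 CPM, a log2 ratio of -0.49, over 2 copies whose rows had 1847 and 2375 UMIs in the P23H V3 cells and 4295 and 3 UMIs in the WT cells. *ubl3a*, whose UMIs lay mainly on 2 copies, had 1263.5 and 808.7 CPM, a log2 ratio of 0.64 (0.59 to 0.70). In rod bipolar cells the log2 ratio of *nrxn3b* was -1.48, while the intervals of *neurod4* (-0.71) and *ubl3a* (0.35) overlapped. Of the other genes of Fig. 6B, *gch2* had a log2 ratio of 1.50, *kcnd3* of 1.29, *ahcyl2* of 1.02 and *mapk10* of 0.64, and in the P23H V2 library *ahcyl2* was at -1.40.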

All of the bipolar cell clusters displayed differences in transcriptome profile between the WT and P23H (Fig. 6B), including downregulation of neuronal specification genes *neurod4* and *nrxn3b* and upregulation of stress-related genes including *ubl3a*. 

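The UMIs of *rgs16* lay on 2 copies in the counts. Over all kept cells, the row without a copy suffix had 31028 UMIs in P23H V3, 6 in WT and 861 in P23H V2, and the suffixed row had 1927, 31493 and 74 UMIs. With both summed, *rgs16* in bipolar cells had 3280.3 CPM (3232.9 to 3328.2) in P23H and 3955.6 CPM (3898.1 to 4013.8) in WT, a log2 ratio of -0.27. On the row without a suffix alone, the log2 ratio was 12.19 (10.65 to 14.47) in bipolar cells, on 3 WT UMIs, and at least 7.78 in rod bipolar cells, on 0 WT UMIs. In rod bipolar cells the summed value was -0.59 (-0.73 to -0.45).

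**Figure D3:**
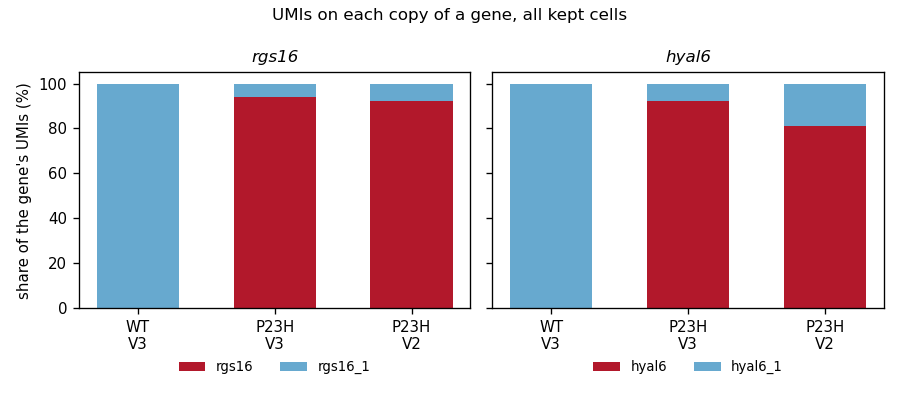
Share of the UMIs of *rgs16* and *hyal6*, in percent, on the row without a copy suffix and on the suffixed row in the P23H V3, P23H V2 and WT V3 libraries. Both P23H libraries have most UMIs on the row without a suffix, and the WT library has nearly all on the suffixed row.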

A prominent change in all bipolar cell clusters is the dramatic upregulation of *rgs16* (Fig. 6B), which accelerates the offset of G protein signaling [62, 63], potentially modifying signaling by metabotropic glutamate receptors, dopamine receptors, or other GPCRs.

**Fig. 6:**
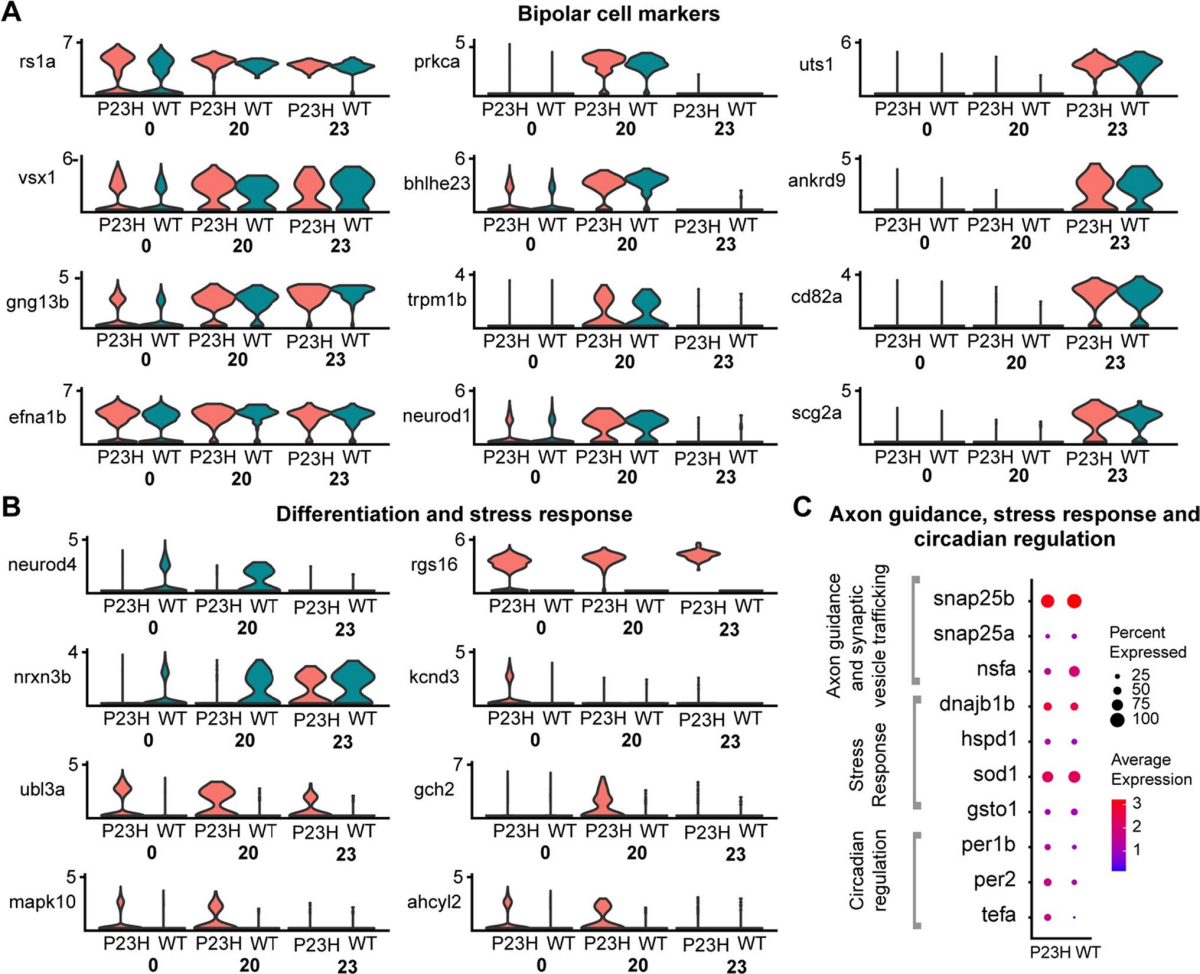
Comparative transcriptomic analysis of bipolar cell clusters in the WT-P23H integrated dataset shows evidence of stress and neuronal remodeling in the RP model. **A** Violin plots showing levels of expression of specific marker genes in different clusters of bipolar cells (0, 20, and 23). **B** Violin plots showing changes in expression of genes involved in differentiation and stress response in the three bipolar cell clusters. **C** Dot plot showing the expression level and the percentage of cells expressing DEGs involved in axon guidance, stress response and circadian regulation between WT and P23H in cluster 20

We focused on cluster 20 to examine the influence of rod degeneration and regeneration on gene expression. Genes involved in synaptic vesicle trafficking including *snap25a, snap25b* and *nsfa* are increased in the P23H dataset compared to the WT (Fig. 6C). This suggests that there may be compensation at the bipolar cell output synapses for the reduced rod input in P23H retina. 

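The rod bipolar cells had 146543 UMIs in P23H and 144972 UMIs in WT. *snap25a* had 22 and 21 UMIs (log2 ratio 0.05) and *snap25b* 296 and 343 UMIs (-0.23), with overlapping intervals for both. *nsfa* had 382.1 CPM (288.7 to 496.2) in P23H and 655.3 CPM (530.2 to 801.1) in WT, a log2 ratio of -0.78. The median was at percentile 21.7 of the random lists.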

We also detected increases in the transcriptome of some genes involved in the stress response including *dnajb1b*, *hspd1*, *sod1*, and *gsto1* in the P23H dataset compared to the WT (Fig. 6C). 

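*hspd1* had 56 UMIs in P23H rod bipolar cells and 24 UMIs in WT, a log2 ratio of 1.21 (0.49 to 1.96), and *dnajb1b* 223 and 145 UMIs, a log2 ratio of 0.61 (0.30 to 0.92). *sod1* had 122 UMIs in each library and *gsto1* 34 UMIs in each, and neither showed a detectable difference.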

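In rod bipolar cells *tefa* had 91 UMIs in P23H and 40 UMIs in WT, a log2 ratio of 1.17 (0.62 to 1.74), and *per2* 68 and 30 UMIs, a log2 ratio of 1.17 (0.53 to 1.84). *per1b* had 41 and 20 UMIs, and its Poisson intervals overlapped.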

As we found in cones and RPE, levels of *per1b*, *per2*, and *tefa*, which are involved in circadian regulation, were elevated (Fig. 6C). This suggests that rod photoreceptor loss leads to circadian changes that are reflected throughout the retina, consistent with the increased expression detected throughout the retina in the in situ hybridization experiments (Fig. 4D).

The overall comparison between WT rod bipolar (RBP) transcriptome and P23H RBP transcriptome with STRING, which infers protein–protein interaction networks, suggests that the interaction network changes in the P23H RBP cells when compared to WT. P23H RBP display far fewer annotated interactions, and the top enriched pathways are different between WT and P23H (Table S5). Pathways for ATP synthesis and reactive oxygen species (ROS), and reactive nitrogen species (RNS) production were enriched in the P23H RBP transcriptome, suggesting increased energy demand and stress response in the P23H RBP cells (Table S5). Thus, physiological remodeling in the P23H RBP cells involves a complex interplay of oxidative stress, synaptic remodeling and synaptic transmission.

### Horizontal and amacrine cells show changes in genes regulating axonal remodeling in the P23H RP model

We identified the horizontal cells using the markers *rprmb, aqp9a* and *mdka* (Fig. 7A). 

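Cluster 10, with 502 P23H and 477 WT cells, was named horizontal cells. *mdka* stood at 39906 CPM in it, *rprmb* at 2680.0 CPM and *aqp9a* at 2014.7 CPM over both libraries.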

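In the horizontal cell cluster, over both libraries, *cx52.6* stood at 1033.2 CPM, *cx55.5* at 567.0 CPM and *cx52.9* at 339.0 CPM. *cx52.6* had 799.0 CPM (746.4 to 854.4) in P23H and 1267.4 CPM (1200.9 to 1336.7) in WT, a log2 ratio of -0.67, and *cx55.5* 503.5 and 630.5 CPM, a log2 ratio of -0.32. The intervals of *cx52.9* overlapped (-0.27). The 3 genes had a median at percentile 11.3 of the random lists, and in the P23H V2 library *cx52.6* was at 0.06 and not separated.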

The gap junction proteins *cx52.6, cx52.9, and cx55.5* are all uniquely enriched in the horizontal cells, serving as additional marker genes (Fig. 7B), and showed no significant differences between WT and P23H retinas. 

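Of 6 genes for axon remodeling and microtubule stability in horizontal cells, *sqstm1* had 315.1 CPM in P23H and 117.5 CPM in WT, a log2 ratio of 1.42 (1.12 to 1.73). *camsap1b* had a log2 ratio of 1.04, *ndel1a* of 0.80, *apc2* of 0.72 and *sptbn1* of 0.72. The intervals of *zgc:92606*, whose UMIs lay on 2 copies, overlapped (447.5 and 434.6 CPM, 0.04). The median of the 6 genes, 0.76, was at percentile 99.7 of the random lists. *apc2*, *sqstm1* and *ndel1a* in the V2 library had log2 ratios of -2.19, -0.81 and -0.13 on 4, 8 and 12 UMIs.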

We studied the differences between the horizontal cells in WT and P23H by functional analysis (Fig S3) and identified increased expression of genes involved in axon remodeling and microtubule stability including *apc2, camsap1b, sptbn1, sqstm1*, *ndel1a*, and zgc*:92,606* (Fig. 7A). Previous studies have shown that *apc2* and *camsap1* play an essential role in axonal projections through the regulation of microtubule stability [64, 65]. Structural remodeling of horizontal cells, including neurite sprouting, is a well-documented phenomenon in models of retinal degeneration [66], in keeping with these findings. Functional annotation of genes differentially expressed in WT and P23H horizontal cells show response to nitrogen starvation GO enriched in P23H suggesting an increase in autophagy and organelle disassembly (Fig S3), indicating ongoing cellular stress.

**Fig. 7:**
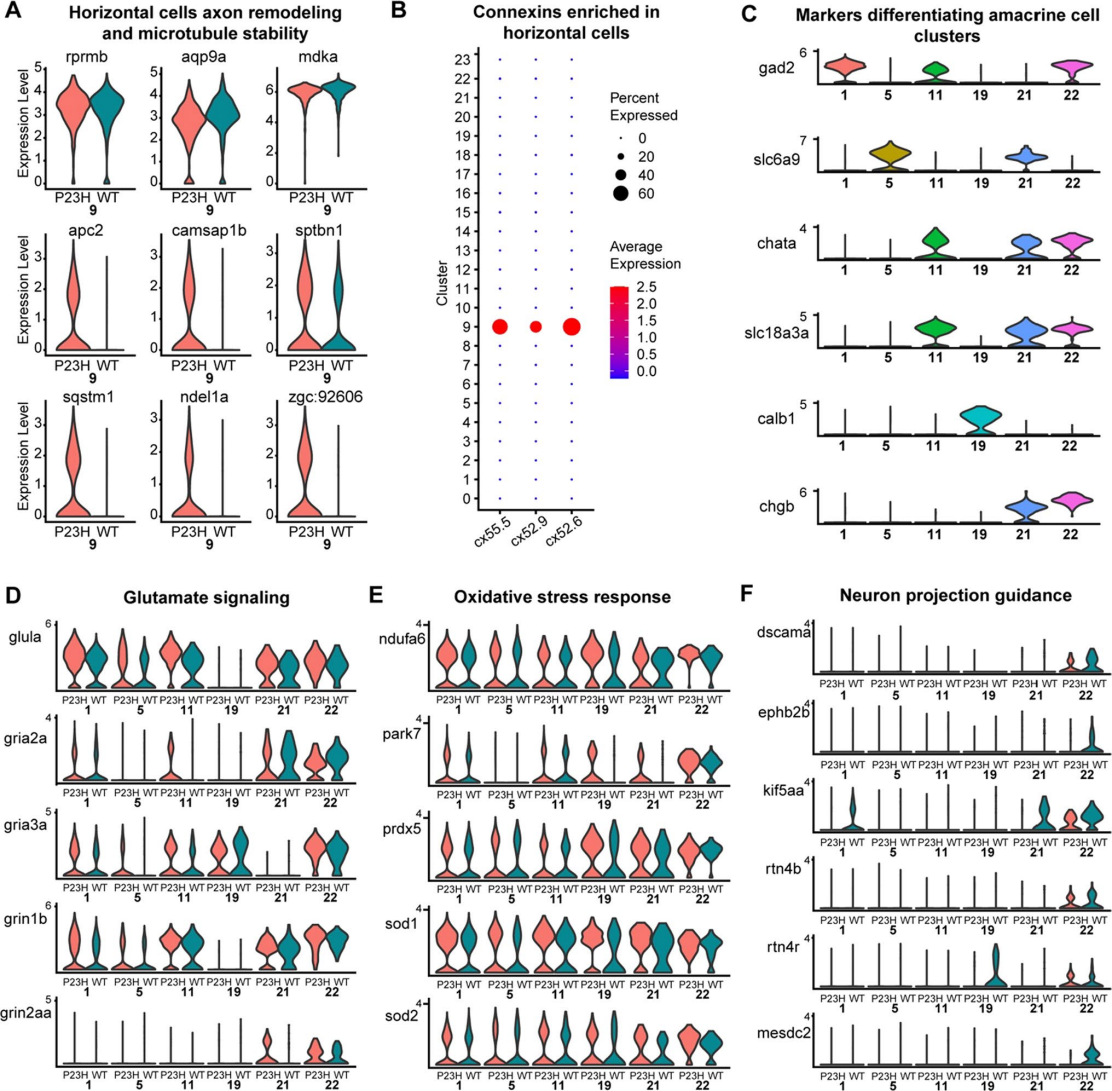
Transcriptomic analysis of Horizontal and Amacrine cells in the WT-P23H integrated dataset reveals changes in axon remodeling in the RP model. **A**, **B** Horizontal cells; **C**–**F** Amacrine cells. **A** Violin plots showing levels of expression of canonical marker genes as well as DEGs involved in axon remodeling and microtubule stability in WT and P23H horizontal cells. **B** Dot plot showing the specific enrichment of *cx52.6*, *cx52.9,* and *cx55.5* in horizontal cell cluster (9) compared to all other retinal cell types. **C** Our data identified six different types of amacrine clusters (1, 5, 11, 19, 21, and 22). Violin plots showing levels of expression of canonical marker genes expressed in different amacrine clusters. **D**–**F** Violin plots showing levels of expression of DEGs involved in glutamate signaling (**D**), oxidative stress response (**E**), and neuron projection guidance (**F**) between WT and P23H amacrine cells

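The amacrine cells formed 6 clusters of the integrated data, numbers 1, 5, 12, 24, 25 and 27. They held 1620 P23H and 1223 WT cells, 845 and 451, 559 and 248, 85 and 62, 91 and 45, and 45 and 24 cells.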

We have identified six clusters of amacrine cell types with our initial clustering analysis including clusters 1, 5, 11, 19, 21, and 22 (Fig. 2B). Cluster 1 was identified as GABAergic amacrine cells due to the specific enrichment of the *gad2*, which is involved in GABA neurotransmitter biosynthesis (Fig. 7C). 

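Over both libraries, *gad2* stood at 2790.3 CPM in amacrine cluster 1 and 2503.6 CPM in cluster 24, and at 847.2 CPM in cluster 12, 278.3 CPM in cluster 27, 107.1 CPM in cluster 5 and 82.4 CPM in cluster 25.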

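*slc6a9* stood at 4281.8 CPM in amacrine cluster 5 of the integrated data, at 6789.5 CPM in the small cluster 27 and at 1813.1 CPM in cluster 25. In clusters 1, 12 and 24 it stood at 167.6, 107.3 and 61.5 CPM.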

The glycinergic amacrine cells were identified by the enrichment of glycine transmembrane transporter *slc6a9* in cluster 5. Cluster 11 was identified as starburst amacrine cells due to the enrichment of both *gad2* and *chata*. 

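Cluster 12 had *chata* at 770.2 CPM beside *gad2*, and *slc18a3a* at 1691.3 CPM. *chata* stood at 794.5 CPM in cluster 24 and 468.1 CPM in cluster 25, and at 4.22 CPM or less in the other amacrine clusters.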

Cluster 19 contained the unique enrichment of *calb1* and *calb2a* without the presence of glycine or GABA transporters (Fig. 7C). 

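*calb1* stood at 610.5 CPM in amacrine cluster 5 and 88.4 CPM in cluster 1. *calb2a* stood at 105.2 CPM in cluster 5 and at 147.3 CPM in retinal ganglion cells.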

In the past, studies have reported this kind of unique amacrine subpopulation [67] and it is interesting to see these data captured at a single-cell level even without enrichment of amacrine cells. This amacrine subset also shows the high expression of *nxph2a*, which is a signaling molecule that resembles neuropeptides [68]. 

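*nxph2a* stood at 289.8 CPM in amacrine cluster 5, where *slc6a9* was also high.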

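In the cholinergic clusters 24 and 25, *slc18a3a* stood at 1409.6 and 1170.3 CPM and *chgb* at 7669.1 and 2126.2 CPM, while cluster 1 had 223.0 CPM of *chgb*. Of the 2, cluster 24 had the higher *gad2* and cluster 25 the higher *slc6a9*.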

Clusters 21 and 22 both express cholinergic markers *chata*, *slc18a3a* along with *chgb*, and are differentiated in that cluster 22 is GABAergic (expressing *gad2*) while cluster 21 is glycinergic (expressing *slc6a9*; Fig. 7C). Both of these clusters also share high similarities with the retinal ganglion cell (RGC) transcriptome. All six amacrine cell clusters are present in both WT and P23H.

Changes in gene expression in amacrine cells were relatively modest between WT and P23H retina. We see the increased expression of *glula* in amacrine cell clusters in P23H (Fig. 7D). 

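In all amacrine cells together (6620005 UMIs in P23H and 4276825 UMIs in WT), *glula* had 2439.4 CPM (2401.9 to 2477.3) in P23H and 1244.6 CPM (1211.4 to 1278.5) in WT, a log2 ratio of 0.97. In amacrine cells of the P23H V2 library it was 2.09.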

Further, the ionotropic glutamate receptors *gria2a, gria3a, grin1b, and grin2aa* are all increased in P23H amacrine cell clusters compared to WT, suggesting the possibility of increased excitatory current (Fig. 7D). 

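*grin1b* had 1247.1 CPM in P23H amacrine cells and 726.7 CPM in WT, a log2 ratio of 0.78 (0.72 to 0.84), and *gria3a* 468.4 and 315.0 CPM (0.57). The intervals of *grin2aa* overlapped (83.4 and 70.1 CPM, 0.25), and so did those of *gria2a* (187.6 and 194.1 CPM, -0.05). With *glula*, the median of the 5 genes was 0.57, at percentile 97.1 of the random lists.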

We noticed small increases in genes that respond to oxidative stress and ROS, including *ndufa6, park7, prdx5, sod1* and *sod2* (Fig. 7E). 

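The genes that respond to oxidative stress had log2 ratios between 0.07 and 0.27 in amacrine cells, all below the rule of size. *sod1* had 720.1 CPM in P23H and 595.3 CPM in WT, *sod2* 330.1 and 274.5, *ndufa6* 600.8 and 514.4, and *park7* 227.0 and 196.9. The intervals of *prdx5* overlapped (407.9 and 388.1 CPM). The median, 0.22, was at percentile 71.6 of the random lists, and in the P23H V2 library *sod1* and *sod2* were lower than in WT V3, at -0.41 and -0.54.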

We also detected a reduction in the expression of a few genes involved in neuron projection guidance [69] including *dscama, ephb2b, kif5aa, rtn4b*, *rtn4r,* and *mesdc2* (Fig. 7F), suggesting some loss of neuronal wiring specificity in P23H amacrine cells.

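All 6 genes of neuron projection guidance were lower in P23H amacrine cells, with a median log2 ratio of -0.82 at percentile 0.025 of the random lists. *mesdc2* had 33.1 CPM in P23H and 75.5 CPM in WT, a log2 ratio of -1.19 (-1.45 to -0.94), *kif5aa* -1.01, *rtn4r* -0.88, *dscama* -0.76, *rtn4b* -0.67 and *ephb2b* -0.49. In the P23H V2 library *kif5aa* was not separated from WT V3 (0.30). The paper proposes from these genes some loss of wiring specificity.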

### Retinal ganglion cells show disturbances in the normal synaptic activity in P23H transgenic fish

Retinal ganglion cells in animal models of RP are characterized by aberrant spontaneous activity [18, 20]. We identified the RGCs through the enriched presence of the markers *pou4f1, rbpms2a* and *rbpms2b*, identifying cluster 8 (Fig. 8A). 

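Cluster 8 held 624 P23H and 440 WT cells. *rbpms2a* stood at 4458.7 CPM in it, *rbpms2b* at 1680.6 CPM and *pou4f1* at 430.0 CPM over both libraries.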

In keeping with increased spontaneous activity observed in other RP models, pathway analysis of RGCs showed that certain genes involved in the regulation of synaptic transmission, especially glutamatergic synapses including *grin2aa, shank2*, and *cacng2a*, are enriched in the P23H dataset compared to the WT (Fig. 8B). 

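In retinal ganglion cells (1889935 UMIs in P23H and 1307663 UMIs in WT), *shank2* had 118.0 CPM (103.0 to 134.5) in P23H and 45.9 CPM (35.0 to 59.1) in WT, a log2 ratio of 1.36. *cacng2a* had a log2 ratio of 1.09 (0.67 to 1.53) and *grin2aa* of 0.80 (0.44 to 1.18). The median of the 3 genes was at percentile 98.8 of the random lists. In P23H V2 the 3 genes had 5 to 7 UMIs in retinal ganglion cells and were not separated from WT V3, at log2 ratios of -0.01, -0.34 and -0.32.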

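Among glutamate receptors in retinal ganglion cells, *gria2b* had 265.1 CPM in P23H and 148.4 CPM in WT, a log2 ratio of 0.84 (0.60 to 1.08), *gria3a* 198.4 and 128.5 CPM (0.63), and *grin1b* 605.8 and 431.3 CPM (0.49). The intervals of *gria2a* overlapped, at 199.5 and 168.2 CPM (0.25). With *grin2aa* the median of the 5 genes was 0.63, at percentile 95.8 of the random lists.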

Further analysis revealed the increase of glutamate receptors including *grin1b*, *grin2aa*, *gria2a*, *gria2b* and *gria3a* as well in the P23H retina, suggesting changes in sensitivity to glutamatergic input due to photoreceptor degeneration (Fig. 8C). These are differentially expressed genes associated with glioma in previous studies [70]. 

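*atp1b1b* had 1121.7 CPM in P23H retinal ganglion cells and 370.1 CPM in WT, a log2 ratio of 1.60 (1.46 to 1.75), *atp2a2b* 121.2 and 43.6 CPM (1.48), and *atp1a3a* 973.1 and 539.9 CPM (0.85). *atp5l* and *atp5a1* had log2 ratios of 0.52 and 0.32. The median was at percentile 99.1 of the random lists. *atp5a1* in the V2 library was lower than in WT V3, at -0.99.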

Transcripts of genes involved in active transport and ATP synthesis including *atp1b1b* and *atp1a3a, atp5a1, atp5l*, and *atp2a2b* are increased in the P23H dataset (Fig. 8B). We noticed increased expression of transcripts involved in succinate dehydrogenase complex and electron transport chain including *sdha*, *sdhb*, *sucla2*, and *suclg1*, suggesting the remodeling due to photoreceptor degeneration leads to enhanced oxidative metabolism, possibly in response to increased energy demand (Fig. 8B). 

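The log2 ratio in retinal ganglion cells was 0.87 (0.75 to 0.99) for *sdhb*, 0.86 (0.66 to 1.07) for *sdha*, 0.75 for *sucla2* and 0.28 for *suclg1*, with a median at percentile 99.05 of the random lists. *suclg1* was not separated from WT V3 in the P23H V2 library, at -0.33.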

Heat shock protein *hspd1* (HSP60) is highly enriched in the P23H RGCs compared to the WT (Fig. 8D) and may reflect the role of this protein as a cellular defense mechanism in response to stress. 

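*hspd1* had 448 UMIs in P23H retinal ganglion cells, 237.1 CPM (215.6 to 260.1), and 134 UMIs in WT, 102.5 CPM (85.9 to 121.4), a log2 ratio of 1.21. The P23H V2 library had 9 UMIs, which were not separated from WT V3 (-0.58).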

The increases in expression of genes supporting responses to glutamatergic input and increased spontaneous activity observed in other RP models suggest that RGCs are at risk for glutamate excitotoxicity. It has been shown in a previous study that the HSP60 levels are high in the RGCs of glaucomatous eyes compared to normal eyes [71]. 

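Of the Wnt signaling components in retinal ganglion cells, *rac3b* had 200.5 CPM in P23H and 97.9 CPM in WT, a log2 ratio of 1.03 (0.74 to 1.34), and *foxo3a* 123.8 and 78.0 CPM (0.67). The Poisson intervals of *dctn2* (128.1 and 102.5 CPM, 0.32) and *kras* (106.4 and 92.5 CPM, 0.20) overlapped. The median was at percentile 92.3 of the random lists.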

Finally, we also noticed an increase in Wnt signaling components in the P23H retina compared to the WT including *kras*, *foxo3a*, *rac3b* and *dctn2* (Fig. 8D). It has been shown in previous studies that Wnt signaling regulates several aspects of RGC biology, including differentiation, proliferation and axonal outgrowth [72], and may reflect an increase in synaptic remodeling in the P23H retina.

**Fig. 8:**
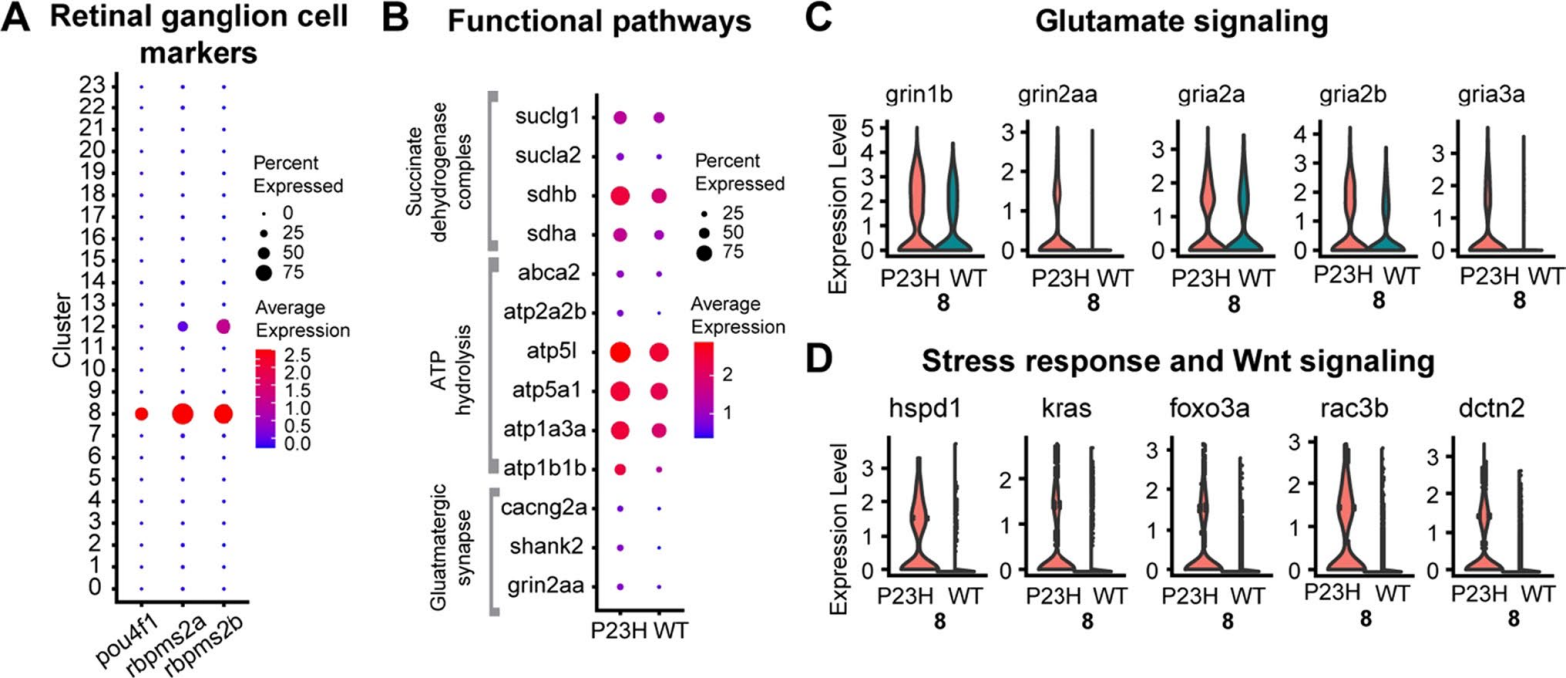
Comparative transcriptomic analysis of retinal ganglion cells in WT-P23H integrated dataset. **A** Dot plot showing the specific enrichment of canonical markers *pou4f1*, *rbpms2a* and *rbpms2b* in the RGC cluster compared to all other retinal cell types. *rbpms2a* and *rbpms2b* are present at lower levels in Müller glial cells (12) as well. **B** Dot plot showing the expression level and the percentage of cells expressing DEGs involved in different functional pathways between WT and P23H. **C**, **D** Violin plots showing increased levels of expression of DEGs involved in glutamate signaling (**C**), stress response and Wnt signaling (**D**) between WT and P23H RGCs

### Phagocytic and apoptotic regulators are increased in P23H microglia/macrophages

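In the integrated data, cluster 23 (125 P23H and 67 WT cells) was named microglia and macrophages. Over both libraries *cd74a* stood at 7449.5 CPM in it, *cd74b* at 2271.9 CPM and *pfn1* at 5140.0 CPM. In cluster 17 (355 P23H and 123 WT cells) they stood at 2873.4, 1246.8 and 5242.7 CPM. Cluster 17 was left unnamed, because a marker of T lymphocytes and none of microglia was among its 10 genes highest against all other cells.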

We identified two microglia/macrophage clusters in the integrated zebrafish retina dataset, clusters 16 and 17, using the markers *cd74*a, *cd74bB* and *pfn1* (Fig. 9A). 

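In microglia and macrophages (cluster 23) *apoc1* stood at 21920 CPM against 3764.1 CPM in cluster 17, and *fabp11a* at 8068.5 against 291.0 CPM. In cluster 17, *ccl36.1* stood at 1006.1 CPM against 7.92 CPM in cluster 23, *trac* at 584.9 against 27.7 CPM, and *zap70* at 160.8 against 2.97 CPM. Of 8 markers of T lymphocytes, 4 were at least 2 times higher in cluster 17 than in cluster 23.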

Cluster 16 showed the enriched presence of many markers including *apoc1*, *ccl34b.1* and *fabp11a*, whereas cluster 17 had the enriched presence of *ccl36.1*, *trac*, and *zap70* (Fig. 9B). A recent study has reported the presence of two phenotypically and functionally distinct microglial populations in adult zebrafish, segregated by the presence of *ccl34b.1* [73]. 

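*ccl34b.1* stood at 520.9 CPM in the *apoc1* cluster and at 144.0 CPM in the *trac* cluster, over both libraries.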

We differentiate the microglial clusters based on the presence of *apoc1* and *apoc1* positive cluster 16 also shows the specific presence of *ccl34b.1* in our study. Another interesting study in the zebrafish retina has identified the regeneration-associated transcriptional signature of retinal microglia and macrophages using RNA seq [74] and most of the top 50 markers discussed in that study are captured in our single-cell analysis along with the specific type of microglia.

**Fig. 9:**
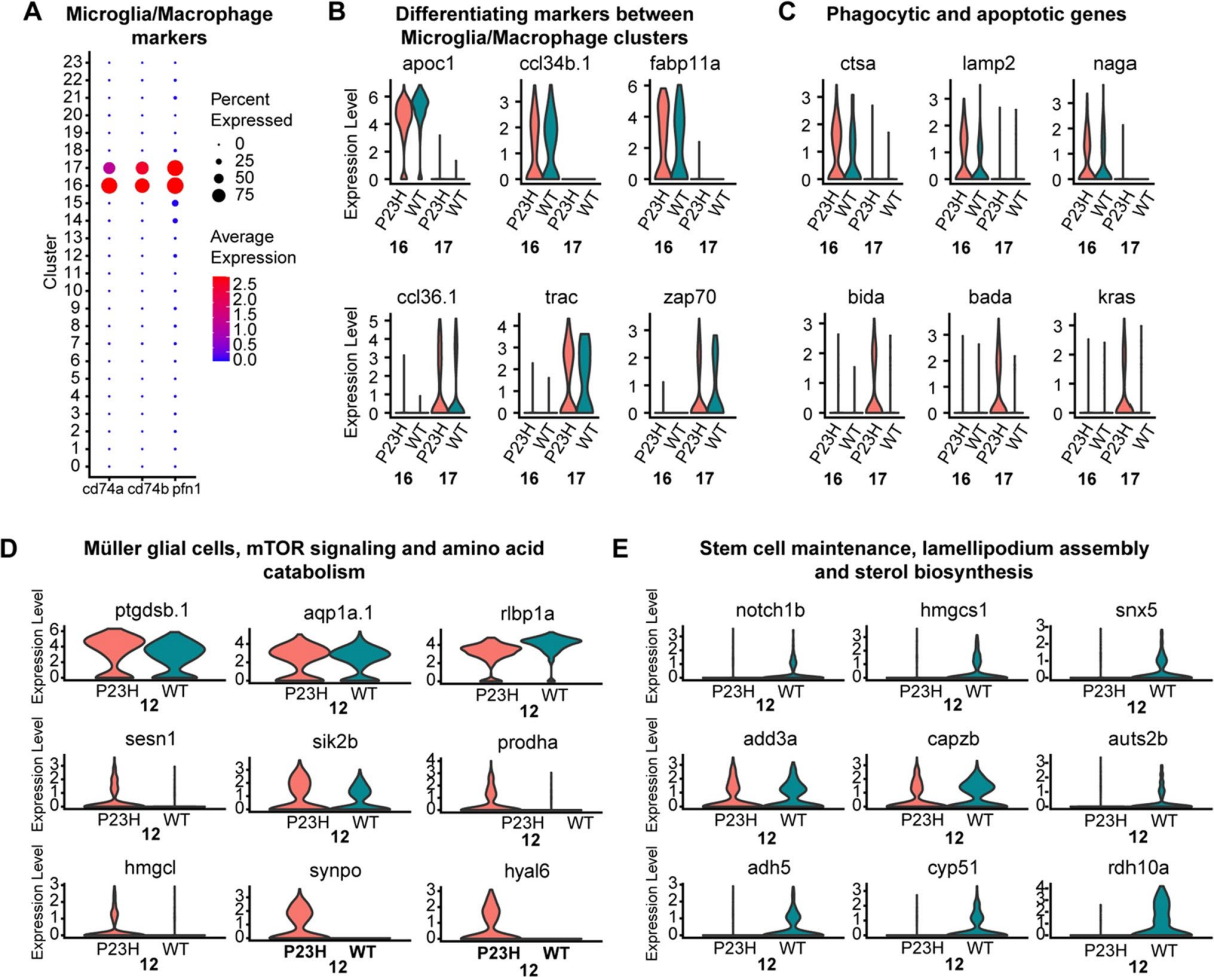
Comparative transcriptomic analysis of microglial/macrophage clusters and Müller glial cells in the zebrafish retina**. A**–**C** Microglia/Macrophages; **D**, **E** Müller glial cells. **A** Dot plot showing the specific enrichment of canonical markers *cd74a* and *cd74b*, as well as the non-canonical marker *pfn1* in the microglia/macrophage cell clusters. **B** Violin plots showing the expression of cluster-specific markers between the two microglial/macrophage clusters (16 and 17). **C** Violin plot showing the expression of increased phagocytic and apoptotic markers in P23H microglia/macrophages. **D** Violin plots showing the specific enrichment of canonical Müller glial cell markers as well as changes in DEGs involved in mTOR signaling and amino acid catabolism. **E** Violin plots showing the decreased levels of DEGs involved in stem cell maintenance, lamellipodium assembly and sterol biosynthesis in P23H Müller glia

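In the *apoc1* cluster (652169 UMIs in P23H and 357559 UMIs in WT), *lamp2* had 269.9 CPM in P23H and 125.9 CPM in WT, a log2 ratio of 1.10 (0.62 to 1.61), and *ctsa* 360.3 and 251.7 CPM (0.52). The intervals of *naga* overlapped, at 265.3 and 184.6 CPM (0.52). In the *trac* cluster (764791 and 248997 UMIs), *bida*, whose UMIs lay on 2 copies, had 183 and 17 UMIs, a log2 ratio of 1.81 (1.09 to 2.62), and *bada* 137 and 17 UMIs, 1.39 (0.66 to 2.21). The intervals of *kras* overlapped (104 and 18 UMIs, 0.91). The median log2 ratios of the genes of the 2 clusters were at percentiles 93.3 and 99.4 of the random lists, and the P23H V2 library had no such clusters. At a resolution of 1.2, the *trac* cluster parted into T lymphocytes (244 P23H and 58 WT cells) and microglia (111 and 65 cells). For *bida* and *bada*, another mix of these cells and a change within them were therefore not told apart.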

In the P23H fish, certain phagocytic markers like *ctsa*, *lamp2*, and *naga* are increased in cluster 16, whereas we see the increase of *bida*, *bada*, and *kras* involved in the positive regulation of apoptosis in cluster 17 (Fig. 9C). Functional analysis revealed differences between two microglial clusters: cluster 16 enriched with *apoc1* shows increased phagocytic and lytic activity along with cell chemotaxis and translation elongation, whereas cluster 17 shows the annotation for apoptosis, myeloid cell homeostasis and regulation of the immune system (Fig S4). Many studies have shown that an immune response is necessary for the regeneration process [75, 76]. We believe that cluster 16 plays an important role of clearing out cells throughout degeneration while cluster 17 may play a role necessary for regeneration. Our data also provide several new molecular markers associated with microglia.

### Müller glia show increased proliferative function in the P23H RP model

Müller glia are the center of attention in studies examining the regeneration of neurons in the retina. Following retinal injury, zebrafish Müller glia can reprogram to become multipotent progenitor cells with the ability to differentiate into many types of neuron [25, 77]. 

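Müller glia formed clusters 16 (236 P23H and 274 WT cells) and 22 (112 and 123 cells) of the integrated data. Over both libraries *ptgdsb.2* stood at 13376 CPM in cluster 16 and 3211.9 CPM in cluster 22, *ptgdsb.1* at 7365.2 and 1346.0 CPM, *aqp1a.1* at 2011.9 and 612.6 CPM, and *rlbp1a* at 5621.6 and 4038.1 CPM.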

We identified the Müller glia cluster 12 with the highly enriched expression of markers *ptgdsb.1*, *ptgdsb.2, aqp1a.1*, and *rlbp1a* (Fig. 9D). Several transcriptional changes suggest that the Müller glial cells in the P23H chronic degeneration/regeneration model are tending toward their proliferative role and downregulating genes involved in the normal maintenance functions. Functional analysis showed enhanced TOR signaling and chromatin assembly or disassembly pathways in P23H whereas sterol biosynthesis and regulation of lamellipodium assembly were downregulated relative to the WT (Fig S5). 

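In Müller glia (979918 UMIs in P23H and 1717701 UMIs in WT), *synpo* had 339 UMIs in P23H, 346.0 CPM, and 12 UMIs in WT, 6.99 CPM, a log2 ratio of 5.63 (4.81 to 6.60). *sesn1* had 173.5 and 59.4 CPM, a log2 ratio of 1.55 (1.18 to 1.92), and *sik2b* 428.6 and 231.1 CPM, 0.89 (0.69 to 1.09). The 3 genes had a median at percentile 99.96 of the random lists. All were higher in the P23H V2 library too, with *synpo* at 6.71.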

Further analysis of the transcriptome showed the increased expression of mTOR pathway regulators *sesn1* and *sik2b* in the P23H dataset (Fig. 9D); *synpo*, an actin-associated protein that modulates dendritic spine shape, is also enriched in the P23H Müller glial cells. We also noted an increase in *hmgcl* and *prodha* involved in the amino acid catabolic process in the P23H (Fig. 9D). 

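*prodha* had 161.2 CPM in P23H Müller glia and 55.3 CPM in WT, a log2 ratio of 1.54 (1.17 to 1.93).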

Interestingly we also see a uniquely enriched expression of *hyal6* (hyaluronoglucosaminidase 6) in the P23H Müller glial transcriptome (Fig. 9D). It has been shown previously in zebrafish studies that shorter forms of hyaluronic acid contribute to the regenerative process in both larval and adult zebrafish [78, 79]. 

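The UMIs of *hyal6* in Müller glia lay on 2 copies: the row without a copy suffix had 266 UMIs in P23H V3 and 0 in WT, and the suffixed row 22 and 526 UMIs. Summed, *hyal6* had 293.9 CPM (260.9 to 329.9) in P23H and 306.2 CPM (280.6 to 333.6) in WT, a log2 ratio of -0.06. On the row without a suffix alone, the log2 ratio was at least 7.28 against the floor of 3 counts.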

In the meantime, we see the unique reduction of markers for stem cell population maintenance including *notch1b*, *hmgcs1* and *snx5* in the P23H dataset compared to WT (Fig. 9E). 

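*hmgcs1* had 95.9 CPM in P23H Müller glia and 182.2 CPM in WT, a log2 ratio of -0.93 (-1.27 to -0.59). No difference was detectable for *notch1b* (74 and 140 UMIs, -0.11) and *snx5* (75 and 134 UMIs, -0.03), and the median of the 3 genes was at percentile 35.8 of the random lists.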

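In Müller glia *adh5* had 50.0 CPM in P23H and 101.9 CPM in WT, a log2 ratio of -1.03 (-1.51 to -0.56), *cyp51* -0.87 and *rdh10a*, on 2 copies, -0.85. *capzb* had 179.6 and 276.0 CPM, a log2 ratio of -0.62, while the intervals of *auts2b* (-0.21) and *add3a* (-0.10) overlapped. The sterol genes had their median at percentile 1.65 of the random lists and the lamellipodium genes at 17.6. *capzb* and *adh5* in the V2 library were higher than in WT V3, at 0.50 and 0.65, *cyp51* was not separated, at 0.03, and *rdh10a* was lower, at -0.85.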

We likewise see the decreased expression of genes involved in lamellipodium assembly, such as *add3a, capzb*, and *auts2b*, as well as in sterol biosynthesis, including *adh5*, *cyp51*, and *rdh10a* (Fig. 9E) in the P23H Müller glial transcriptome. Thus, Müller glia in the chronic retinal degeneration/regeneration model have shifted their transcriptional landscape to be poised to support proliferation.

### Retinal progenitor cells (RPCs) especially the rod progenitors are enriched in the P23H RP zebrafish

The RPC population (cluster 14) was identified by the expression of proliferative stem cell markers including *ccna2, ccnb2, ccne2*, and *stmn1a* (Fig. 10A). 

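Cluster 14, the RPCs, was compared with the NPC cluster over both libraries. *stmn1a* stood at 1788.4 CPM in RPCs and 40.6 CPM in NPCs, *ccna2* at 203.1 and 4.39 CPM, and *ccne2* at 32.3 and 4.39 CPM. *ccnb2* stood at 16.6 CPM in RPCs and had 0 UMIs in NPCs.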

The P23H dataset contains a highly enriched amount of transcripts specific for mitotic cell division including *aurkb*, *top2a*, and *ube2c*, suggesting a highly proliferative cell cluster in the P23H, whereas the WT transcriptome shows the enrichment of markers for pluripotent retinal progenitor cells including *foxn4*, *crabp2a*, *notch1b* and *her15.1* (Fig. 10A). It is very important to note that we identified a cluster of RPCs even in the WT, suggesting that neurogenesis in zebrafish is a very common phenomenon carried out to maintain the dynamic balance in the growth of eye size related to its body size. This also shows the power of single-cell profiling, which can identify small populations of cells in the tissue that might not be noticed in other types of analysis. 

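In RPCs (3496167 UMIs in P23H and 1147126 UMIs in WT), *aurkb* had 220.5 CPM (205.2 to 236.7) in P23H and 70.6 CPM (56.1 to 87.8) in WT, a log2 ratio of 1.64, *top2a* 287.2 and 113.3 CPM (1.34), and *ube2c*, which is among the 10 genes that define the cluster, 355.5 and 158.7 CPM (1.16). *crabp2a* had 21.2 CPM in P23H and 173.5 CPM in WT, a log2 ratio of -3.03 (-3.44 to -2.64), *her15.1* 233.1 and 1785.3 CPM (-2.94), *foxn4* 35.2 and 193.5 CPM (-2.46), and *notch1b* 37.5 and 77.6 CPM (-1.05). The medians were at percentiles 99.5 and 0.03 of the random lists. At a resolution of 1.2, where the cluster was smaller, *aurkb*, *top2a* and *ube2c* had log2 ratios of 0.89, 0.61 and 0.42, while *foxn4* had -3.35 and *her15.1* -4.07. All 7 genes moved the same way in the P23H V2 library. The paper proposes from the mitotic genes that the P23H cells are highly proliferative.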

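At the resolution of 0.8, RPCs were 177 WT cells and 542 P23H cells, with medians of 3999 and 5632 UMIs. In the WT library clustered alone they were 124 cells.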

The RPC population in WT is much smaller (~ 62 cells) compared to the P23H (~ 341 cells). Functional pathway analysis shows the enrichment of Notch signaling, FoxO signaling pathway, and TGF-B signaling pathway in the WT RPCs, whereas mitotic cell cycle and proteasome pathway, DNA replication, and chromosome organization are all enriched in P23H RPCs (Fig. 10B). These analyses further support the interpretation that RPCs in the P23H retina maintain a more higly proliferative state than in the WT, in keeping with the ongoing photoreceptor regeneration in this model.

**Fig. 10:**
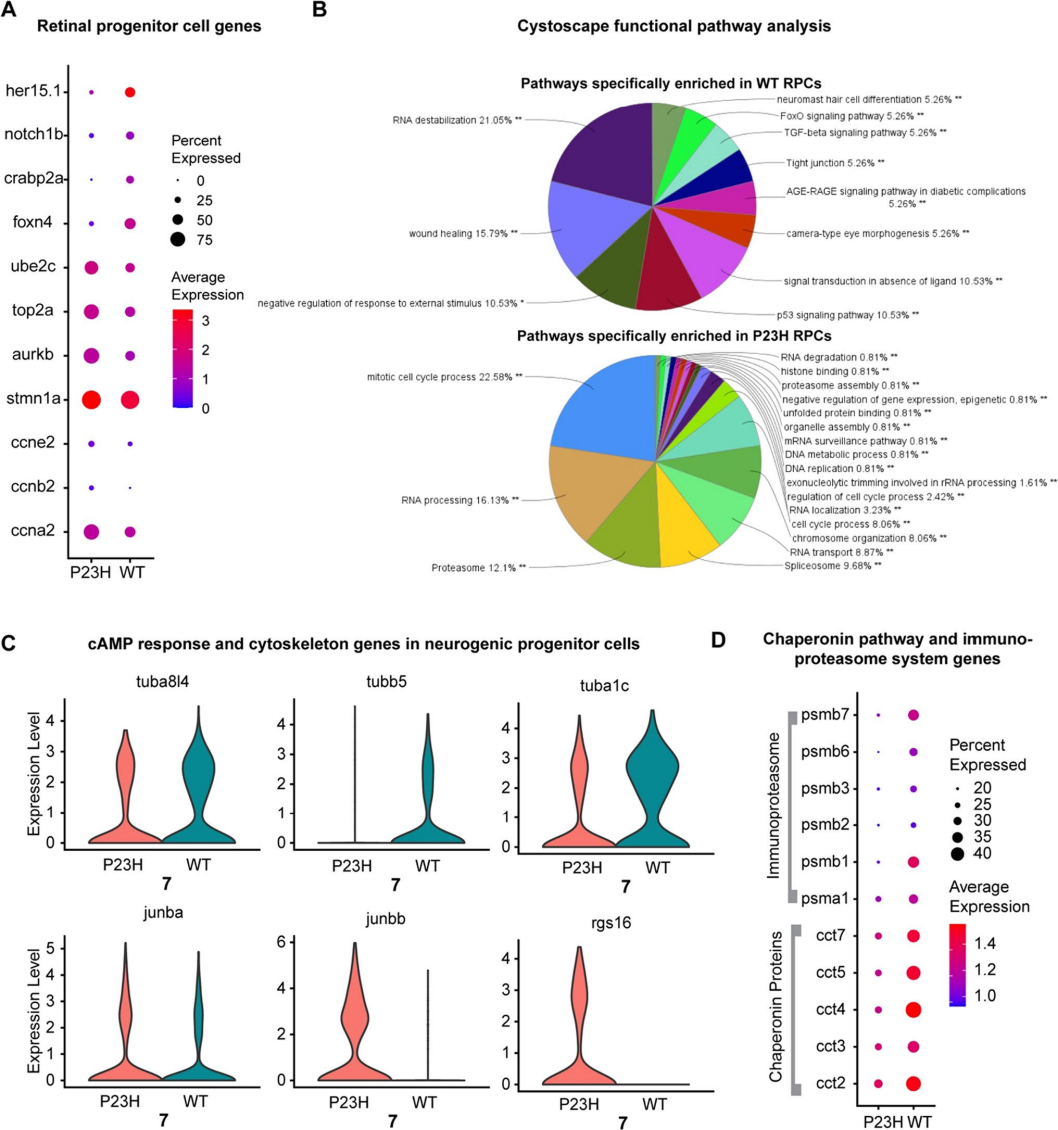
Retinal progenitor cells (RPCs) are enriched in the RP model whereas a neurogenic progenitor cell (NPCs) cluster was identified in both WT and P23H**. A**, **B** RPCs; **C**, **D** NPCs. **A** Dot plot showing the expression level and the percentage of cells expressing WT (*her 15.1*, *notch1b*, *crabp2a*, *foxn4*) and P23H specific (*ube2c*, *top2a*, *aurkb*) RPC markers. **B** Cytoscape functional pathway analysis pie charts showing the functional pathways that are specifically enriched in WT vs. P23H RPCs. **C** Violin plots showing changes in DEGs involved in cAMP response and cytoskeleton structure between WT and P23H NPCs. **D** Dot plot showing the changes in expression level and percentage of cells expressing DEGs involved in the chaperonin pathway and immunoproteasome system in WT and P23H NPCs

### Neurogenic progenitor cells are identified in both WT and P23H zebrafish retina

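Cluster 13, with 505 P23H and 286 WT cells, was named NPCs. Over both libraries, *marcksl1b* stood at 3847.3 CPM in NPCs against 827.0 CPM in RPCs, *marcksl1a* at 2002.1 against 617.0 CPM, and *myca* at 921.0 against 649.1 CPM. *atoh7* stood at 18.6 CPM in NPCs and 43.3 CPM in RPCs.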

We identified a separate group of neurogenic progenitor cells (NPCs), cluster 7, which resemble committed neuronal cells but show the presence of several progenitor markers including *marcksl1a*, *marcksl1b*, *atoh7*, and *myca*. It has been reported recently that two transcriptionally distinct progenitor clusters including the proliferative and neurogenic progenitors are seen in developing zebrafish retina [25]. Our data confirm that these clusters are seen also in the zebrafish adult retina supporting the continuous growth of the zebrafish eye. This cluster differed transcriptionally between WT and P23H. 

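In NPCs (545392 UMIs in P23H and 366670 UMIs in WT), *junbb* had 1041.5 CPM (957.6 to 1130.7) in P23H and 139.1 CPM (103.6 to 182.9) in WT, a log2 ratio of 2.90. It was higher in P23H in all 14 named cell types, and not in NPCs alone. The intervals of *junba* overlapped (287.9 and 267.3 CPM, 0.11). *rgs16* had 770.1 and 960.0 CPM with its copies summed, a log2 ratio of -0.32, and at least 6.46 on the row without a copy suffix alone, which had 0 WT UMIs. With a minimum of 500 genes per cell, with a mitochondrial limit of 5%, without integration or clustered without marker genes, the summed value was 0.08, 0.02, 0.12 and 0.26. *tubb5* had 333.7 and 542.7 CPM, a log2 ratio of -0.70, and *tuba1c* 764.6 and 1240.9 CPM (-0.70), while *tuba8l4* was not separated (-0.08).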

Transcripts of certain genes involved in the cAMP response, including *junba*, *junbb* and *rgs16*, showed increased expression in P23H whereas transcripts involved in the regulation of cytoskeleton structure including *tubb5*, *tuba1c* and *tuba8l4* are reduced (Fig. 10C). 

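The 5 chaperonin genes had log2 ratios below 0 in NPCs, with a median of -0.55 at percentile 10.2 of the random lists. *cct5* had 227.4 CPM in P23H and 362.7 CPM in WT, a log2 ratio of -0.67 (-1.04 to -0.31), *cct4* -0.58 and *cct3* -0.55, while the intervals of *cct7* (-0.44) and *cct2* (-0.13) overlapped. Of the immunoproteasome genes, *psmb1* had 161.4 and 313.6 CPM, a log2 ratio of -0.96 (-1.38 to -0.55), and *psmb6* 146.7 and 229.1 CPM (-0.64). *psmb2*, *psmb3*, *psmb7* and *psma1* had log2 ratios of -0.49, -0.43, -0.31 and 0.00 with overlapping intervals. The median of the 6 genes was at percentile 10.9 of the random lists. In P23H V2 *cct5* was not separated from WT V3, at 0.09, and at a resolution of 1.2 *psmb6* had a log2 ratio of 0.07.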

The group of chaperonin T-complex protein genes involved in neuronal development and eye morphogenesis [80], including *cct2*, *cct3*, *cct4*, *cct5*, and *cct7* is decreased in the P23H NPCs compared to the WT (Fig. 10D)*.* The P23H NPCs also express a reduced amount of certain immunoproteasome subunits including *psma1*, *psmb1*, *psmb2*, *psmb3*, *psmb6*, and *psmb7* (Fig. 10D). It has been shown that proteasomes are essential in maintaining the self-renewal of neural progenitors and the proteasomes decrease with aging [81]. The P23H degeneration condition may mimic aging due to chronic stress and hence we notice a decrease in the chaperone and proteasome DEGs.

Overall, this study provides a comprehensive transcriptome analysis of most of the predominant retinal cell types of the zebrafish retina and a first-time comprehensive analysis of the transcriptome changes happening in every retinal cell type during RP in a regeneration-enabled zebrafish model.

## Discussion

The development of precise molecular and cellular strategies for regeneration- or transplantation-based therapies for RP requires a comprehensive understanding of how the entire retinal landscape is affected. Cell type-specific changes and cellular heterogeneity that comprise retinal remodeling during RP play important roles in the integration of new cells and effective signal transmission. Interventions that presume substantial preservation of the neural retina will likely fail in the late stages of the disease.

In mammalian studies, retinal remodeling has been studied extensively through different animal models, modes of degeneration, and time points after onset of damage. Collectively, it has been found that retinal remodeling in the context of rod degeneration occurs through 5 phases [82, 83]. In phase 0, the retina is healthy and there is no loss of photoreceptors [83]. As the initial stress and degeneration of photoreceptors begins, retina remodeling has entered phase 1 [82, 83]. In this phase, rod bipolar cells and rod-contacting horizontal cells retract their dendrites from rod spherules and assume immature synaptic structures, with a subset of them making contacts with cone pedicles [12, 83–85]. As cone photoreceptors are progressively lost via the bystander effect, retinal remodeling enters phase 2 [82, 83]. Cone photoreceptors begin to lose their outer segments and synaptic pedicles and eventually degenerate [86]. During this phase, Müller glial cells (MGCs) become hypertrophic and reactive [82, 83, 87]. Both bipolar cells and horizontal cells sprout new neurites; neurites from horizontal cells extend into the INL [82, 83, 88, 89]. Rod bipolar cells reprogram to shift expression of their receptor phenotypes and become pharmacologically consistent with OFF bipolar cells [83]. Dendrites of cone bipolar cells lose continuity and complexity as more cones degenerate [12, 82, 89, 90]. Retinal remodeling enters phase 3 only after complete loss of cone photoreceptors [82, 83]. During this phase, there is widespread neurite sprouting in bipolar cells, horizontal cells, amacrine cells and retinal ganglion cells [82, 83]. Deafferentation is seen throughout the retina. Eventually, retinal remodeling enters phase 4, where proteinopathies progressively degenerate the remaining neurons in the retina [83].

Our single-cell transcriptome analysis identified molecular pathways that are dysregulated in each retinal cell type in an RP model with ongoing regeneration, allowing us to create an extensive atlas of cellular changes. While rod degeneration is severe in this model [26], ongoing regeneration maintains the retina in the equivalent of phases 1 and 2 in mammalian models with retinal degenerative diseases (RD). In a previous study, we showed that cone photoreceptors did not degenerate, but did have shorter outer segment lengths that are consistent with characteristics of phase 2 of retinal remodeling [26]. We found that chronic degeneration and regeneration of rods affects all retinal cell types. Transcriptional changes were diverse, reflecting widespread oxidative stress, modifications of metabolism, and changes in circadian rhythm, glutamate signaling and synapse remodeling.

Rod photoreceptor degeneration reduces oxygen consumption in the outer retina and leads to increased oxygen tension that can have damaging consequences for other cells in the outer retina [91]. A disparity between ROS production and antioxidant capacity leads to oxidative damage, which has been reported in many previous studies [5, 55]. Both mature rods and newly forming rods in the P23H retina display increased levels of oxidative stress markers. Our data indicate that while rods are undergoing oxidative stress, the rest of the retina mounts an extensive response against its progression. Furthermore, proximity to the degenerating rods plays a role in the level of response observed. In cones, RPE and bipolar cells, antioxidant genes, such as *sod1*, *sod2,* and *hsf2*, are highly upregulated to help minimize oxidative damage. Retinal neurons further away from rods, such as amacrine cells, are still responding to oxidative stress, but to a lesser extent.

The retina is one of the most energy-demanding tissues in the body, with very high demand driven by photoreceptors. Despite rod photoreceptor loss in the P23H retina, we see a host of metabolic changes throughout the retina that suggest adaptations to increased energy demand. Glycolysis and TCA cycle enzymes are increased in both rods and cones. While in rods this could be due to increased energy demand to deal with misfolded protein, the notable downregulation of Rod-derived Cone Viability Factor *nxnl1* in rods and cones suggests that glucose uptake could be compromised [32], leading to nutrient starvation and potentially compensatory upregulation of glycolytic and TCA cycle genes. In the inner retina, retinal ganglion cells displayed increased expression of mitochondrial electron transport chain genes, which may reflect energy demand derived from elevated spontaneous activity.

Previous studies have shown that ROS activate glycolysis [92], which may provide a parallel mechanism to upregulate glycolysis in the outer retina. Glycolysis intermediates are substrates for glycan synthesis, the pentose phosphate pathway (PPP), and serine synthesis pathway. All of these pathways are upregulated in the P23H retina compared to the WT retina. Such a shift in metabolism has been found to be essential in both tail regeneration and cardiomyocyte proliferation and regeneration after injury in adult zebrafish [93, 94]. Combined with our results, these observations suggest that a metabolic shift toward glycolysis is pronounced during regeneration and needs to be considered for retinal regeneration therapy.

Our data show evidence for significant synapse and axon remodeling throughout the retina in the P23H zebrafish. In the rods and cones, genes involved in the regulation of neurotransmitter levels, neurotransmitter release, and regulation of synaptic plasticity are upregulated in the P23H retina, while genes involved in axon guidance and axon extension are reduced. These changes may be compensatory mechanisms in the metabolically and physiologically stressed photoreceptors to maintain some synaptic transmission. Downstream of photoreceptors, horizontal and bipolar cells in P23H show increases in genes involved in axon guidance and dendritic self-avoidance, suggesting active synaptic remodeling, consistent with what is found in mammalian models with RD [83]. Future studies will have to investigate the extent to which rewiring occurs and how regeneration plays a role in maintenance of the proper circuitry. While mammalian models display reprogramming of rod bipolar cells to OFF bipolar cells through a shift in expression of receptor phenotypes (i.e., mGlur receptors to iGlur receptors), our zebrafish model did not display a complete loss of ON or rod bipolar cell phenotype. We believe the ongoing regeneration of rod photoreceptors prevents a complete reprogramming, however, the extent of reprogramming that takes place in our model must be further studied.

In the inner retina, we noted increased expression of genes involved in glutamate signaling, especially certain ionotropic glutamate receptors, in some amacrine and ganglion cell clusters of P23H compared to WT. This correlates well with enhanced spontaneous activity and oscillatory behaviors in the retina of mammalian models of retinal degeneration [18, 95] and specifically with signatures of enhanced ionotropic glutamatergic input to amacrine and ganglion cells in retinal degeneration [13, 83]. This suggests that despite the ongoing regeneration of rods, the zebrafish model of RP displays features very similar to mammalian RP models. Even with continuous regeneration, this spontaneous activity could reduce the signal-to-noise ratio and pose a problem for effective vision restoration.

The retina has an endogenous circadian clock that regulates many physiological functions within the retina including POS shedding and phagocytosis, retinomotor movements and synaptic ribbon changes. Dampening and desynchronization of circadian rhythms from zeitgebers were seen in a rat model of RP when photoreceptor degeneration was advanced [96]. Surprisingly, we see an elevated expression of certain transcripts involved in regulating the circadian rhythm in the P23H zebrafish, including *per1b*, *per2*, *cry1aa*, and *tefa* in the cones, bipolar cells and RPE. Most of these genes are transcriptional repressors and are generally expressed in the same phase of the circadian cycle [45]. The WT and P23H single-cell transcriptome libraries we used were prepared at the same time of day from animals with the same environmental light cycle. There may be a phase shift in the circadian rhythm in P23H, or perhaps wholesale disruption of the circadian rhythm. This needs to be further investigated.

Some of the elevated circadian genes are also components of the *hsf2* stress response pathway. It is possible that responses to stress in the cell types physically close to the degenerating rods drive broader changes in the circadian regulators. In the present model, we also encounter continuous photoreceptor regeneration and hence the changes may not be comparable to RP models with advanced degeneration. At late stages, the circadian rhythm might be further modified, suggesting a cascade of circadian-controlled activities in the retina are affected. It has been shown in many studies that the disruption of the circadian pattern is associated with many pathological conditions including obesity, cancer and blindness [97–99]. In this case, their circadian rhythms would be expected to exhibit a non-24-h pattern. A recent study has shown that melatonin supplementation decreased the rate of desynchronization of the circadian rhythm and improved visual function in P23H rats [100]. This provides a new possibility for treating RP through circadian synchronization and hence it is important to understand the changes in the circadian pattern in different models of RP to get a better understanding of the role of circadian rhythm on RP.

Acute damage models in zebrafish, mice, and chicks have utilized light damage and NMDA treatment to study photoreceptor and inner retinal neuron degeneration/regeneration, respectively [25]. These studies have been able to show transcriptionally how MGCs become activated as well as the regulatory networks that lead to reactive gliosis or retinal regeneration [25]. Over the course of 10-day post-acute damage in zebrafish, retinal damage is detected, MGCs are activated, regeneration ensues, and MGCs return their inactivated state [25]. While acute damage models provide great insight into regeneration, they may not appropriately represent how the retina remodels when there is a chronic genetic disease such as RP. When comparing the data from our study to Hoang et al. 2020 25, we found that the MGC population found in the P23H retina was transcriptionally comparable to the resting MGCs in the trajectory of MGC response to acute damage, indicating that regeneration may come from resident progenitor cells instead of MGCs in our chronic model. Furthermore, in the light damage models, all photoreceptors were damaged simultaneously. While we believe our model represents phases 1 and 2 of mammalian retinal degeneration, such acute damage would be classified as phase 3 due to the lack of photoreceptors. Furthermore, the loss of inner neurons through NMDA would place such an acute damage in a position to study regeneration comparable to phase 4 of mammalian retinal degeneration.

Tissue remodeling during retinal degenerative diseases stands as one of the greatest barriers to implementing regenerative or bionic therapies to restore vision [15, 101]. Our study provides a foundation to understand the molecular underpinnings of the neuronal remodeling that occurs in phases 1 and 2 of retinal degeneration and will help us to understand the steps that need to be taken for successful vision restoration. It also highlights the major changes in RPE metabolism and tight junction integrity that must be dealt with in any therapeutic strategy.

As with every single-cell study, our study has its own limitations. Tissue dissociation bias is intrinsic to the approach, making direct comparison of numbers of cells within different cell types of questionable validity. We have attempted to compare the numbers of cells within a given cell type to the same cell type in different samples, employing systematic sample handling procedures as described in the methods and repeated experiments as discussed in the results. It is important to understand that changes in relative numbers of cells within a type should be considered approximations, and changes in numbers of cell types such as RPE could reflect altered adherence of the cells to the retina during isolation. Another limitation is that the sequencing depth in each cell is relatively shallow so that it is not possible to detect the expression of a gene of interest in every cell in which it is expressed. Also, since a number of computational tools have been developed and are context-dependent, it may not be possible to strictly correlate cell type clusters identified in this study with cell types identified in other studies.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

The transgenic zebrafish strain Tg (rho:MmuRho_P23H-FLAG)^uth4^ is available for research purposes from the authors with a Material Transfer Agreement with the University of Texas Health Science Center at Houston. Data from this study can be explored at https://www.opt.uh.edu/research/zebrafish/. Raw data have been deposited in GEO under Project Numbers GSE234435 and GSE234661.

# Supplementary material for: Molecular basis of retinal remodeling in a zebrafish model of retinitis pigmentosa
**Source:** Cell Mol Life Sci. 2023 Nov 18;80(12):362. doi: 10.1007/s00018-023-05021-1
**Supplement:** Supplementary file 1 — Supplementary file1

**Molecular basis of retinal remodeling in a Zebrafish model of Retinitis Pigmentosa**

Cell and Molecular Life Sciences

Abirami Santhanam^¶*^, Eyad Shihabeddin^¶^, Haichao Wei, Jiaqian Wu, John O’Brien^*^

¶ Contributed equally

**Supplementary Figures 1 – 5**

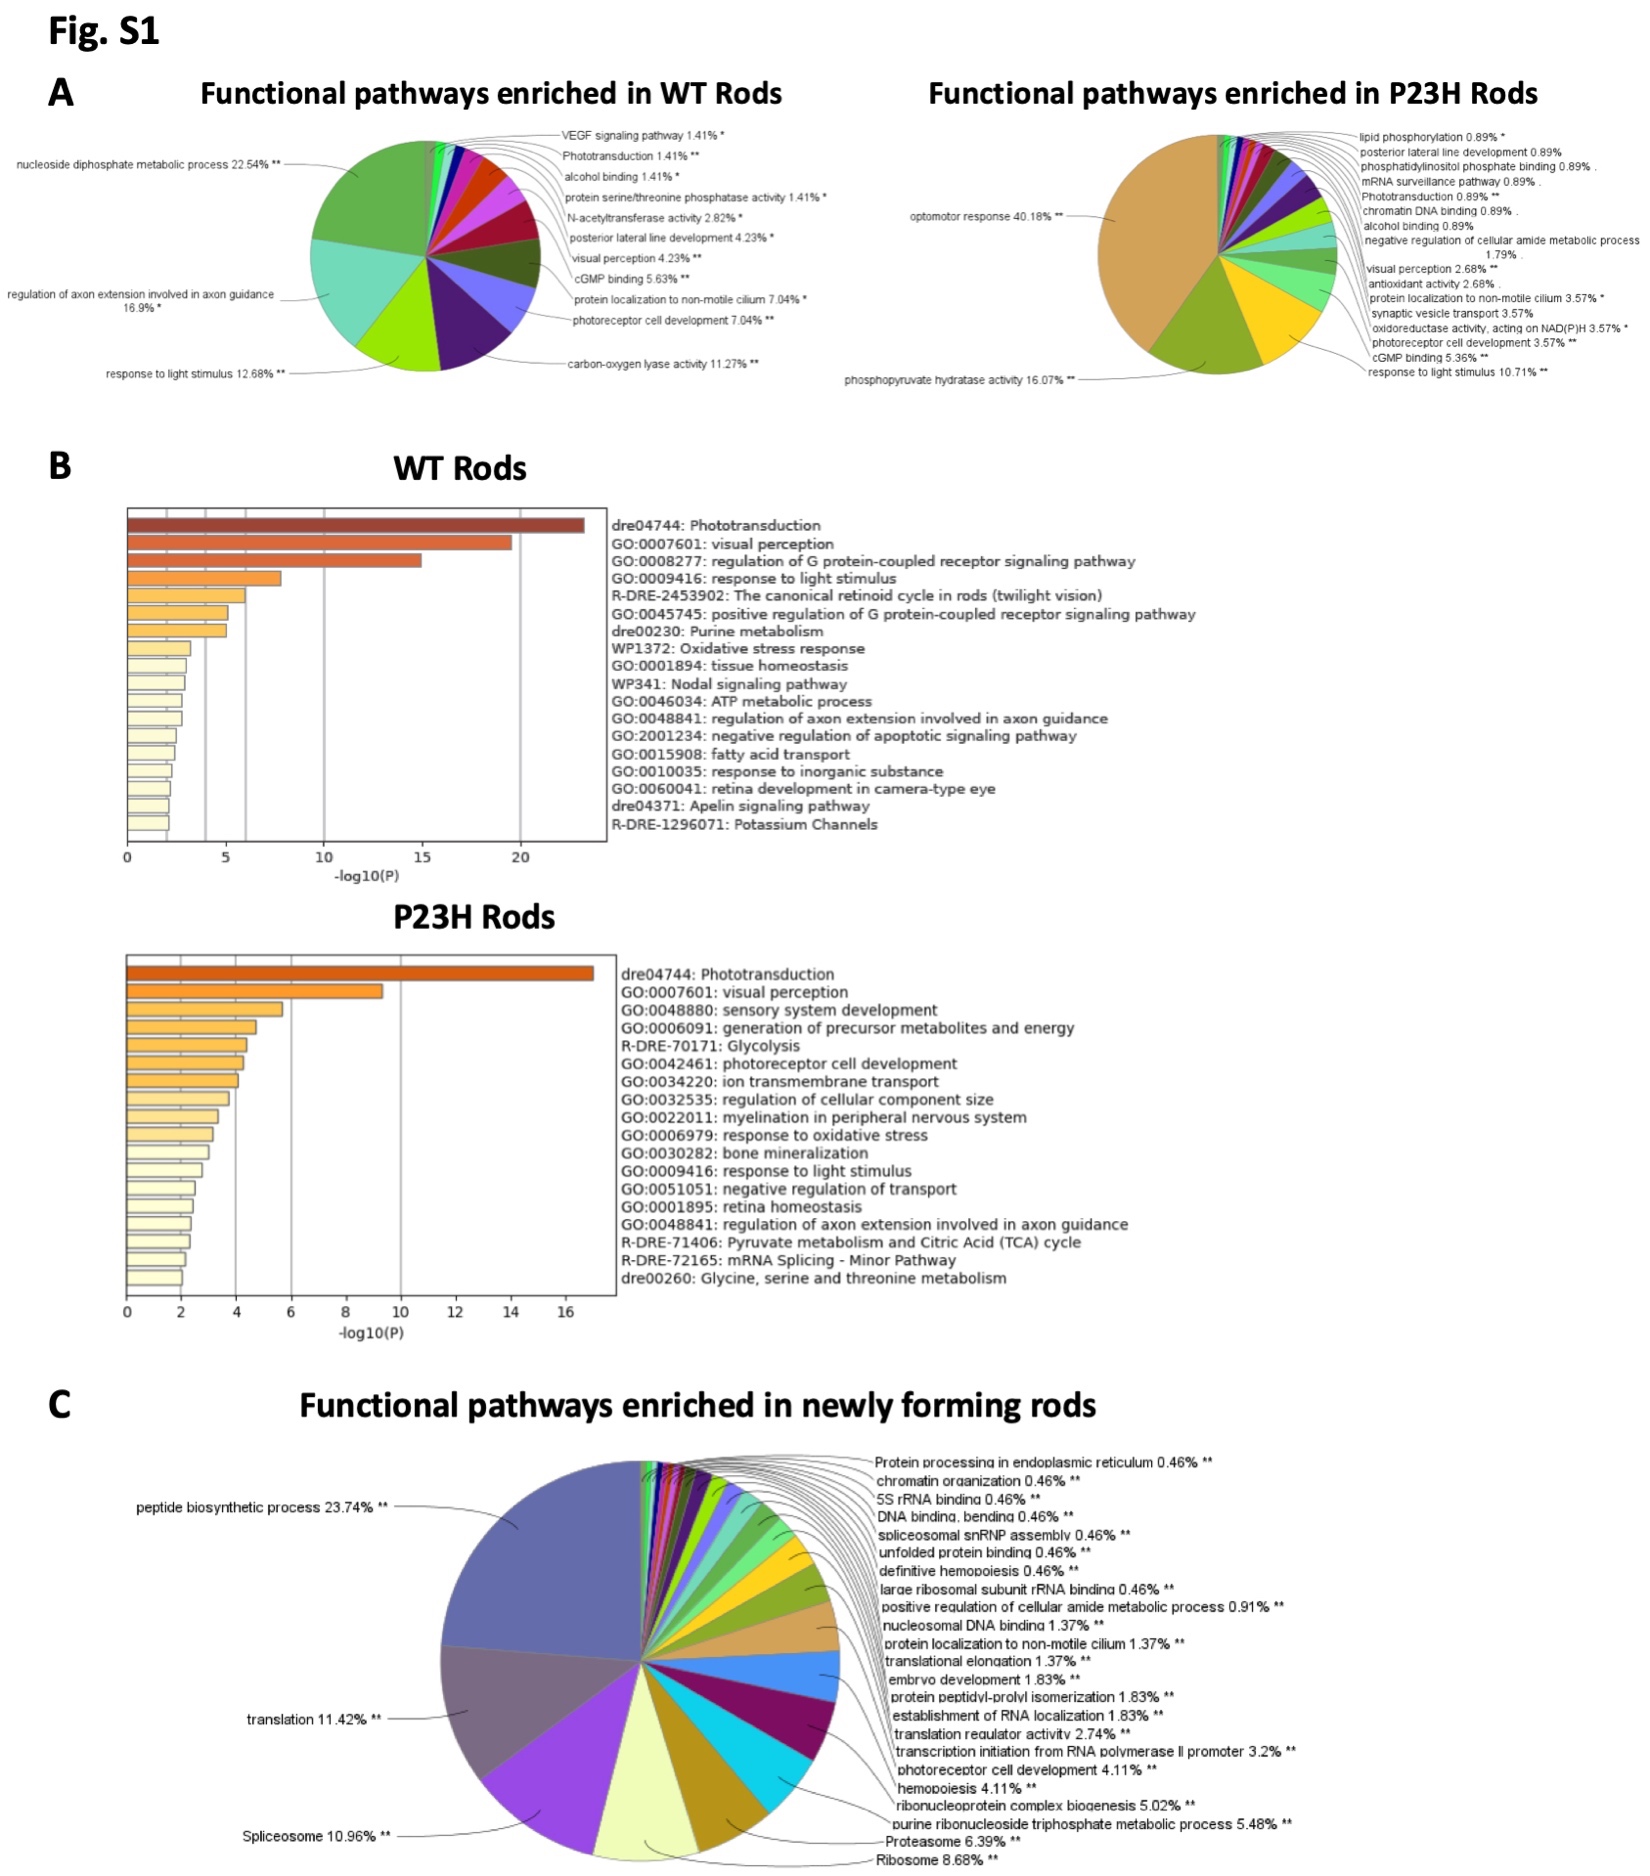

**Fig S1.** **Changes in rod functional pathways between WT and P23H.** **A**) Functional pathways enriched in the WT and P23H rods are revealed by Cytoscape analysis as described in the methods. **B**) The most prominent functional pathways present in the WT and P23H rods revealed by Metascape analysis. **C**) Functional pathways specifically enriched in the newly formed rods revealed by Cytoscape analysis.

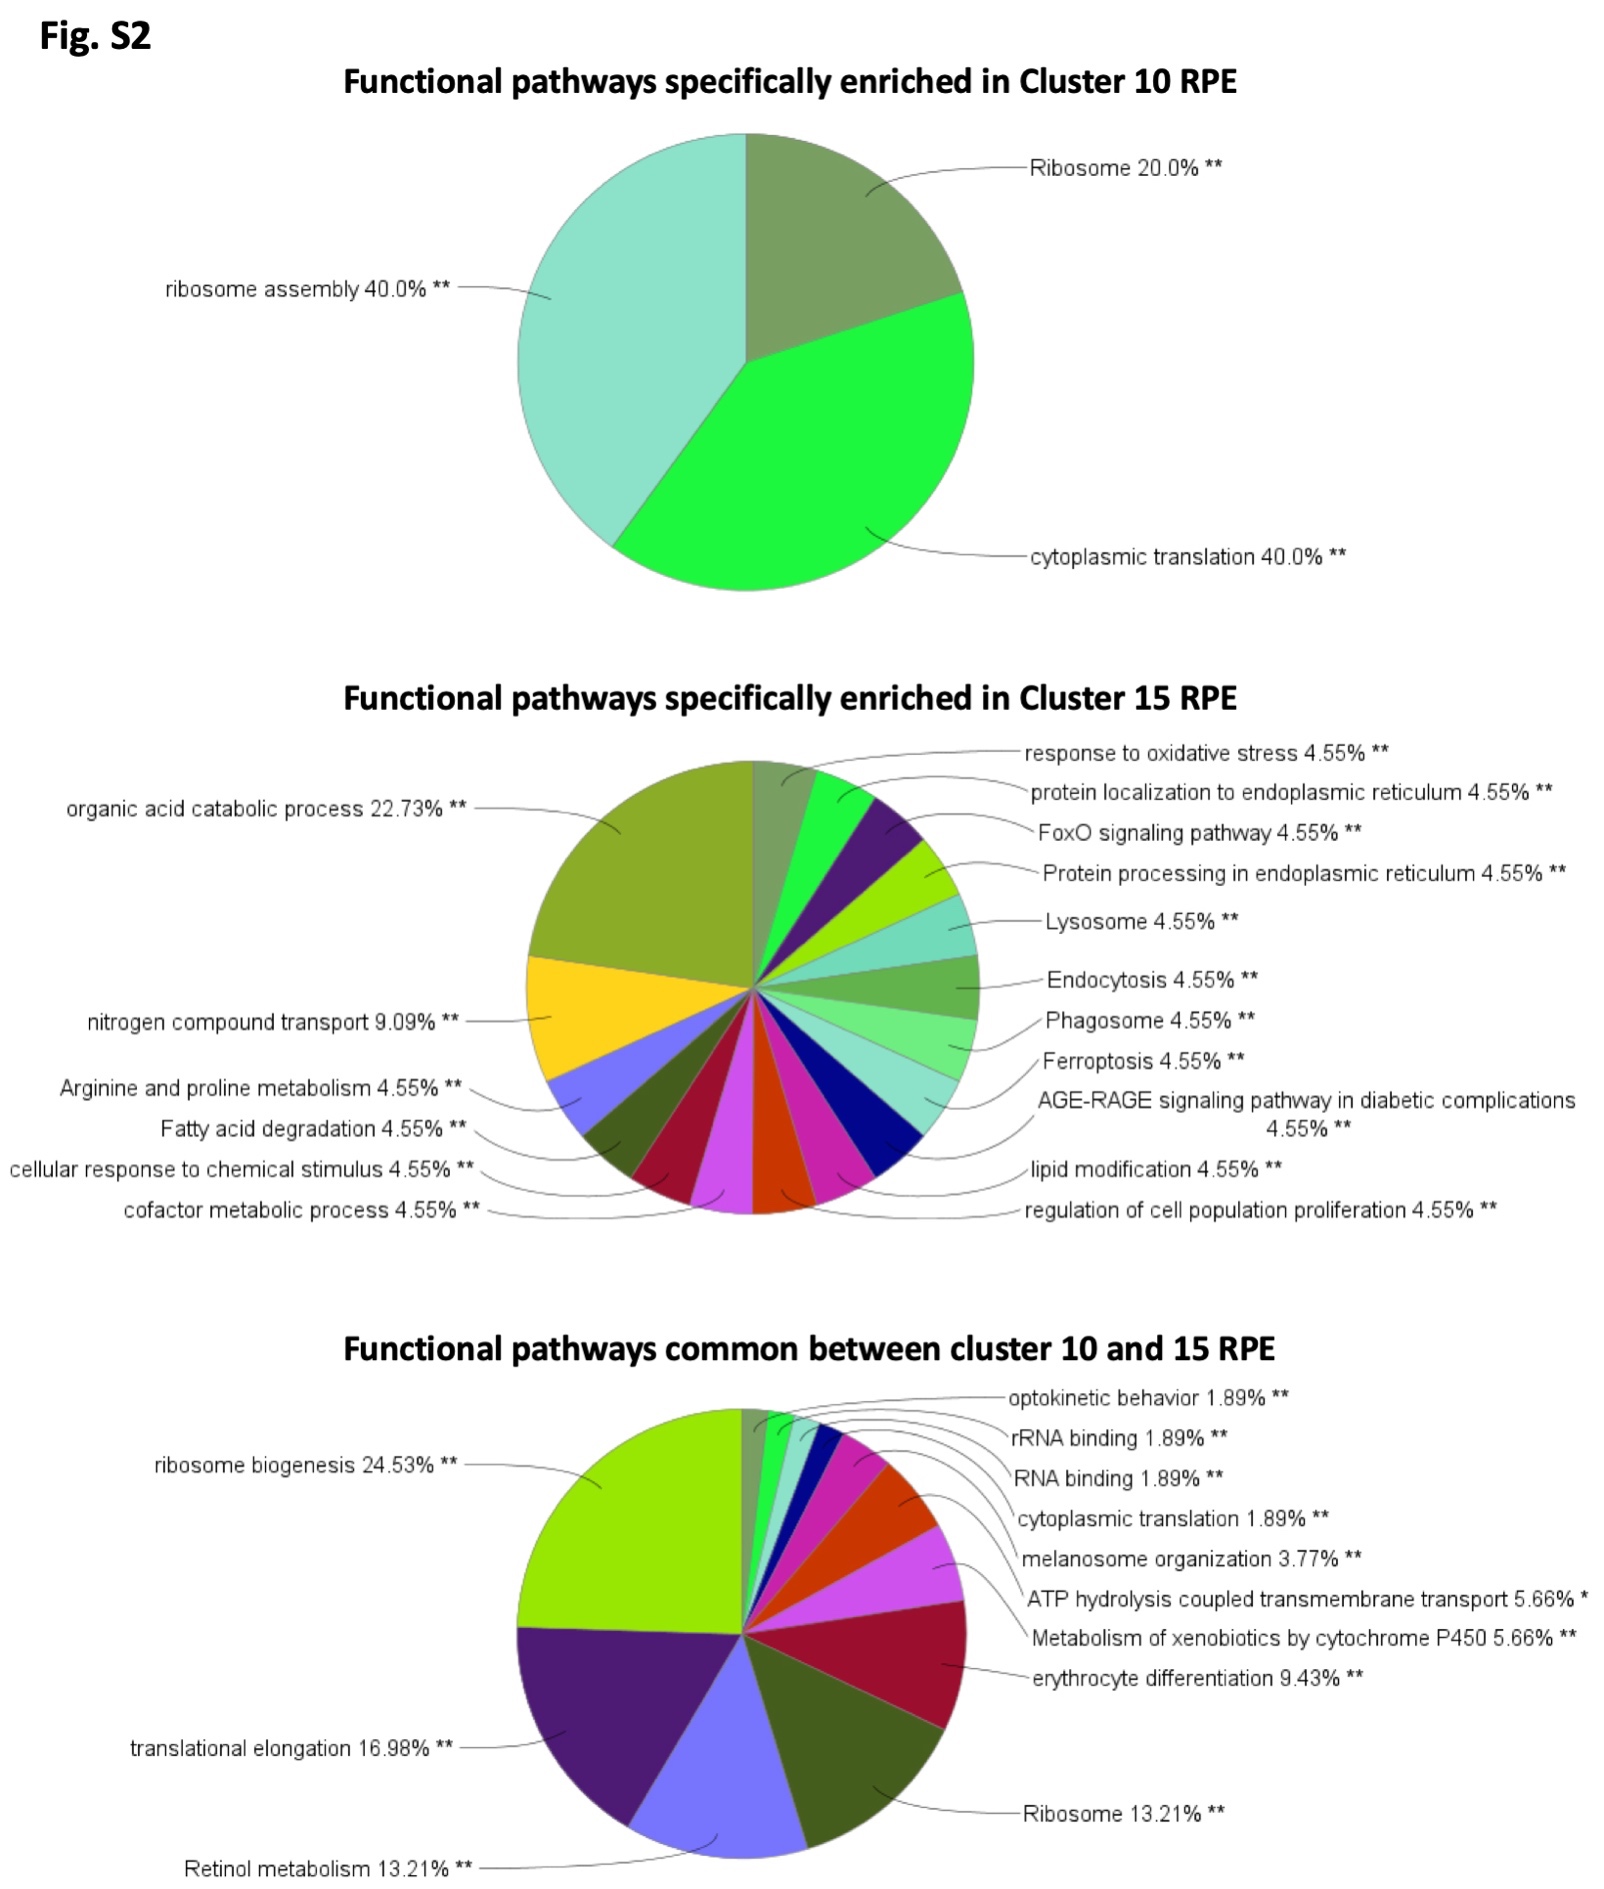

**Figure S2.** **Functional pathway analysis of RPE cells by Cytoscape.** Functional pathways specifically enriched in RPE clusters 10 and 15, and functional pathways shared by clusters 10 and 15

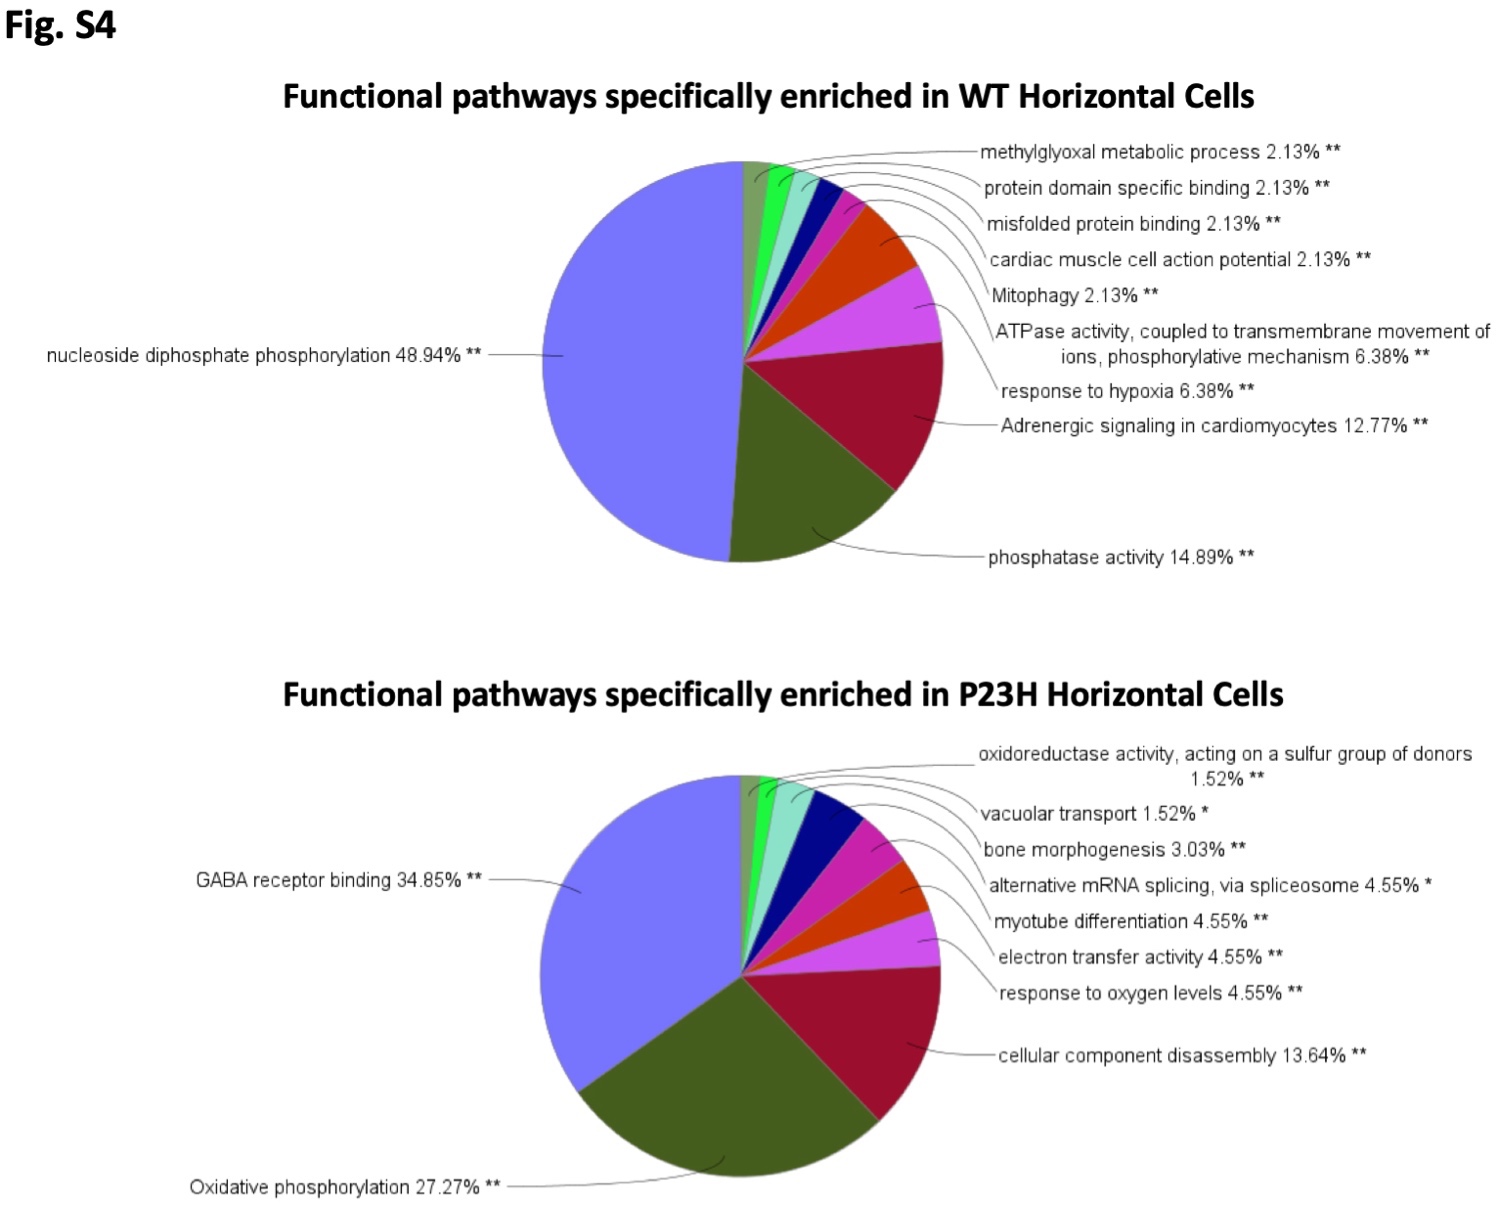

**Figure S3.** **Functional pathway analysis of horizontal cells by Cytoscape.** Functional pathways specifically enriched in the WT and P23H horizontal cells.

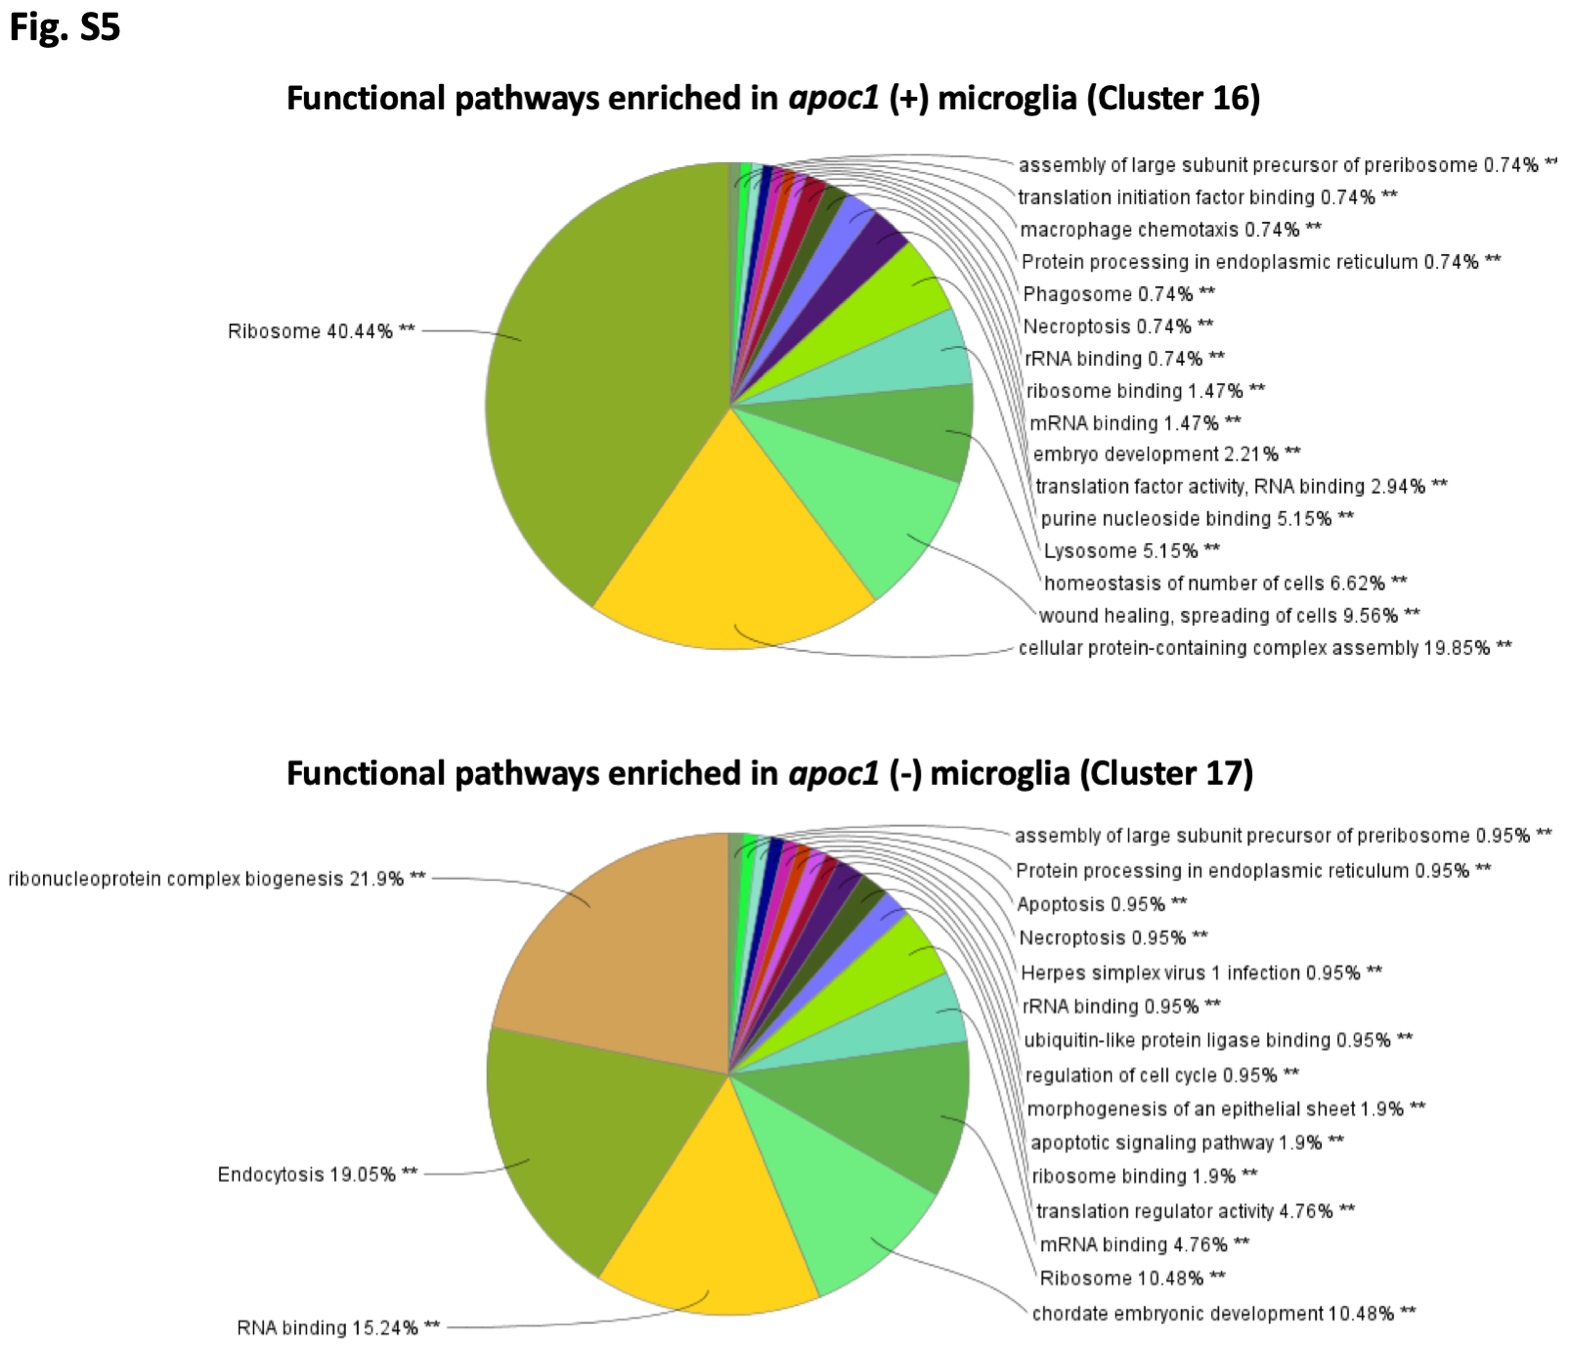

**Figure S4.** **Functional pathway analysis of** **microglia/macrophages by Cytoscape.** Functional pathways specifically enriched in the *apoc1*(+) and *apoc1*(-) microglia/macrophages.

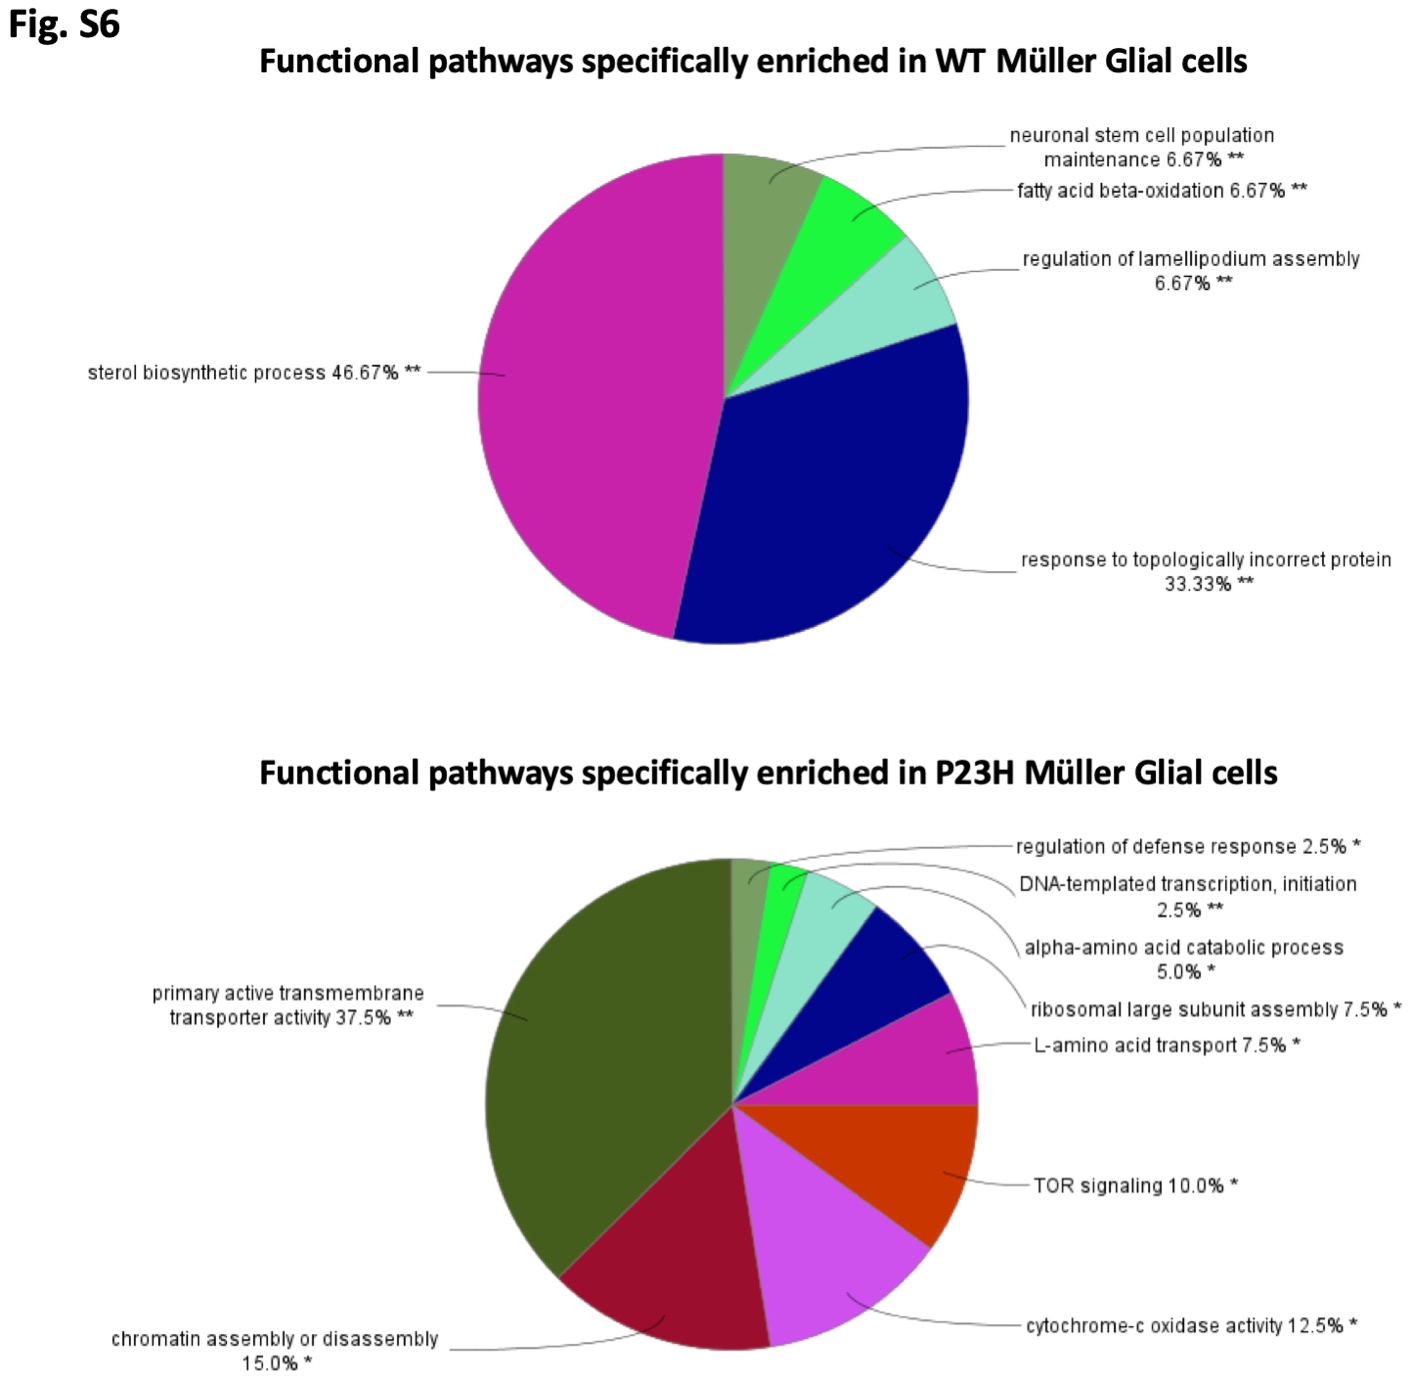

**Figure S5.** **Functional pathway analysis of Müller glial cells by Cytoscape.** Functional pathways specifically enriched in the WT and P23H Müller glial cells.

# Supplementary material for: Molecular basis of retinal remodeling in a zebrafish model of retinitis pigmentosa
**Source:** Cell Mol Life Sci. 2023 Nov 18;80(12):362. doi: 10.1007/s00018-023-05021-1
**Supplement:** Supplementary file 2 — Supplementary file2

**Molecular basis of retinal remodeling in a Zebrafish model of Retinitis Pigmentosa**

Cell and Molecular Life Sciences

Abirami Santhanam^¶*^, Eyad Shihabeddin^¶^, Haichao Wei, Jiaqian Wu, John O’Brien^*^

¶ Contributed equally

**Supplementary Tables 1 – 5**

Table S1. **Marker genes used to identify cell types**

| **Gene markers** | **Cell Type** | **Gene ID** | **Source** |
| --- | --- | --- | --- |
| *cabp1a* | Amacrine Cells | 449789 | Characterization of the Calcium Binding Protein Family in Zebrafish [1] |
| *tfap2a* | Amacrine Cells | 140618 | Tfap2a and 2b act downstream of Ptf1a to promote amacrine cell differentiation during retinogenesis [2] |
| *syt2a* | Amacrine Cells | 567877 | Localization of the Calcium-binding Protein Secretagogin in Cone Bipolar Cells of the Mammalian Retina [3] |
| *chata, gad2* | Amacrine Cells | 100170938, 550403 | Molecular identification of sixty-three amacrine cell types completes a mouse retinal cell atlas [4] |
| *cabp2a* | Bipolar Cells | 572226 | Characterization of the Calcium Binding Protein Family in Zebrafish [1] |
| *prkca* | Bipolar Cells | 497384 | A comparative analysis of rod bipolar cell transcriptomes identifies novel genes implicated in night vision [5] |
| *vsx1* | Bipolar Cells | 30598 | Vsx2 in the zebrafish retina: restricted lineages through derepression [6] |
| *rs1a* | Bipolar Cells | 445044 | Identification of molecular markers of bipolar cells in the murine retina [7] |
| *bhlhe23* | Bipolar Cells | 559796 | A comparative analysis of rod bipolar cell transcriptomes identifies novel genes implicated in night vision [5] |
| *gnat1* | Rods | 140428 | Transcripts within rod photoreceptors of Zebrafish Retina [8] |
| *rom1a, rom1b* | Rods | 393767, 393989 | Rom-1 is required for rod photoreceptor viability and the regulation of disk morphogenesis [9] |
| *saga, sagb* | Rods | 792319, 619268 | Transcripts within rod photoreceptors of Zebrafish Retina [8] |
| *gnat2* | Cones | 140429 | Transducin Duplicates in the Zebrafish Retina and Pineal Complex: Differential Specialisation after the Teleost Tetraploidisation [10] |
| *pde6c* | Cones | 393845 | A Mutation in the Cone-Specific pde6 Gene Causes Rapid Cone Photoreceptor Degeneration in Zebrafish [11] |
| *clul1* | Cones | 559018 | Comparative Analysis and Expression of CLUL1, a Cone Photoreceptor-Specific Gene [12] |
| *cx52.6* | Horizontal Cells | 404207 | Specific connectivity between photoreceptors and horizontal cells in the zebrafish retina [13] |
| *cx55.5* | Horizontal Cells | 573483 | Specific connectivity between photoreceptors and horizontal cells in the zebrafish retina [13] |
| *cx52.9* | Horizontal Cells | 404625 | Specific connectivity between photoreceptors and horizontal cells in the zebrafish retina [13] |
| *her4.3* | Retinal Progenitor Cells | 792198 | Tracking the fate of her4 expressing cells in the regenerating retina using her4:Kaede zebrafish [14] |
| *insm1a* | Retinal Progenitor Cells | 402941 | Insm1a-mediated gene repression is essential for the formation and differentiation of Müller glia-derived progenitors in the injured retina [15] |
| *her15.1* | Retinal Progenitor Cells | 100534909 | The transcription factor hairy/E(spl)-related 2 induces proliferation of neural progenitors and regulates neurogenesis and gliogenesis [16] |
| *rpe65a* | Retinal Pigment Epithelial Cells | 393724 | Expression profiling of the RPE in zebrafish smarca4 mutant revealed altered signals that potentially affect RPE and retinal differentiation [17] |
| *dct* | Retinal Pigment Epithelial Cells | 58074 | Expression profiling of the RPE in zebrafish smarca4 mutant revealed altered signals that potentially affect RPE and retinal differentiation [17] |
| *pmela, pmelb* | Retinal Pigment Epithelial Cells | 321239, 562810 | Identification of cell surface markers and establishment of monolayer differentiation to retinal pigment epithelial cells [18] |
| *rbpms2a, rbpms2b* | Retinal Ganglion Cell | 436682 | The RNA binding protein RBPMS is a selective marker of ganglion cells in the mammalian retina [19] |
| *pou4f1* | Retinal Ganglion Cell | 58057 | Genetic interplay between transcription factor Pou4f1/Brn3a and neurotrophin receptor Ret in retinal ganglion cell type specification [20] |
| *isl2b* | Retinal Ganglion Cell | 30151 | Molecular classification of zebrafish retinal ganglion cells links genes to cell types to behavior [21] |
| *plp1b* | Oligodendrocytes | 368234 | Identification of genes expressed by zebrafish oligodendrocytes using a differential microarray screen [22] |
| *cd59* | Oligodendrocytes | 567192 | Cd59 and inflammation regulate Schwann cell development [23] |
| *cd9b* | Oligodendrocytes | 406737 | Expression and distribution of CD9 in myelin of the central and peripheral nervous systems [24] |
| *gfap* | Müller Glial Cells | 30646 | Zebrafish Lbh-like Is Required for Otx2-mediated Photoreceptor Differentiation [25] |
| *cahz* | Müller Glial Cells | 30331 | Characterization of Müller glia and neuronal progenitors during adult zebrafish retinal regeneration [26] |
| *ptgdsb.1* | Müller Glial Cells | 336492 | Rapid, Dynamic Activation of Müller Glial Stem Cell Responses in Zebrafish [27] |
| *cd74a* | Microglia | 58113 | Regeneration associated transcriptional signature of retinal microglia and macrophages [28] |
| *cd74b* | Microglia | 30645 | Regeneration associated transcriptional signature of retinal microglia and macrophages [28] |
| *apoc1* | Microglia | 570638 | Regeneration associated transcriptional signature of retinal microglia and macrophages [28] |

Table S2. **Top 10 genes from each Wild Type cluster**

Table S3. **Number and relative proportion of selected cell types in two WT and P23H datasets**

|  | **V2 run** | | | | **V3 run** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **WT** | | **P23H** | | **WT** | | **P23H** | |
|  | # | % | # | % | # | % | # | % |
| Rods | 500 | 13.1 | 211 | 4.7 | 869 | 6.4 | 501 | 3.2 |
| Cones | 311 | 8.1 | 426 | 9.5 | 1759 | 13.0 | 1138 | 7.3 |
| New rods | 56 | 1.5 | 631 | 14.1 | 150 | 1.1 | 583 | 3.8 |
| RPC | 89 | 2.3 | 442 | 9.9 | 62 | 0.5 | 341 | 2.2 |
| RPE | 71 | 1.9 | 32 | 0.7 | 1080 | 8.0 | 156 | 1.0 |

Table S4. **Parameters of V3 datasets**

| Sample | Cells Submitted to Make Library | Total Read Number | Median Reads Per Cell | Reported Cells | Total Genes detected | Reported Median Genes | Filter Parameters | Cells Left After Filter | Median nGenes after filter |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| P23H | 14,000-24,000 | 608,597,236 | 39,050 | 15,585 | 26,375 | 684 | 200>x<4700 | 15,511 | 684 |
| WT | 14,000-24,000 | 967,526,548 | 69,277 | 13,966 | 25,673 | 658 | 200>x<6000 | 13,552 | 669 |

Table S5. **Rod bipolar cell protein-protein interaction networks inferred by STRING analysis**

| **WT rod bipolar cell reactome pathways** | | | | |
| --- | --- | --- | --- | --- |
| **Pathway** | **Description** | **Count in**  **Network** | **Strength** | **False Discovery Rate** |
| DRE390471 | Association of TriC/CCt with target proteins during biosynthesis | 6/9 | 1.81 | 2.80e-06 |
| DRE-8866427 | VLDRLR internalization and degradation | 3/11 | 1.42 | 0.0071 |
| DRE-111447 | Activation of BAD and translocation to mitochondria | 2/9 | 1.33 | 0.0280 |
| DRE-1445148 | Translocation of SLC2A4 (GLUT4) to the plasma membrane | 2/10 | 1.29 | 0.0312 |
| DRE-3371497 | HSP90 chaperone cycle for steroid hormone receptors (SHR) | 4/21 | 1.27 | 0.0043 |

| **P23H rod bipolar cell reactome pathways** | | | | |
| --- | --- | --- | --- | --- |
| **Pathway** | **Description** | **Count in**  **Network** | **Strength** | **False Discovery Rate** |
| DRE-8949613 | Cristae formation | 4/20 | 1.31 | 0.0046 |
| DRE-163210 | Formation of ATP by chemiosmotic coupling | 4/20 | 1.31 | 0.0046 |
| DRE-1592230 | Mitochondrial biogenesis | 5/32 | 1.2 | 0.0026 |
| DRE-77387 | Insulin receptor recycling | 4/29 | 1.15 | 0.0102 |
| DRE-1222556 | ROS, RNS production in phagocytes | 4/31 | 1.12 | 0.0119 |

**References (Table S1)**

1. Di Donato, V., et al., *Characterization of the calcium binding protein family in zebrafish.* PLoS One, 2013. **8**(1): p. e53299.

2. Jin, K., et al., *Tfap2a and 2b act downstream of Ptf1a to promote amacrine cell differentiation during retinogenesis.* Mol Brain, 2015. **8**: p. 28.

3. Puthussery, T., J. Gayet-Primo, and W.R. Taylor, *Localization of the calcium-binding protein secretagogin in cone bipolar cells of the mammalian retina.* J Comp Neurol, 2010. **518**(4): p. 513-25.

4. Yan, W., et al., *Mouse Retinal Cell Atlas: Molecular Identification of over Sixty Amacrine Cell Types.* J Neurosci, 2020. **40**(27): p. 5177-5195.

5. Woods, S.M., et al., *A comparative analysis of rod bipolar cell transcriptomes identifies novel genes implicated in night vision.* Sci Rep, 2018. **8**(1): p. 5506.

6. Vitorino, M., et al., *Vsx2 in the zebrafish retina: restricted lineages through derepression.* Neural Dev, 2009. **4**: p. 14.

7. Kim, D.S., et al., *Identification of molecular markers of bipolar cells in the murine retina.* J Comp Neurol, 2008. **507**(5): p. 1795-810.

8. Sun, C., C. Galicia, and D.L. Stenkamp, *Transcripts within rod photoreceptors of the Zebrafish retina.* BMC Genomics, 2018. **19**(1): p. 127.

9. Clarke, G., et al., *Rom-1 is required for rod photoreceptor viability and the regulation of disk morphogenesis.* Nat Genet, 2000. **25**(1): p. 67-73.

10. Lagman, D., et al., *Transducin duplicates in the zebrafish retina and pineal complex: differential specialisation after the teleost tetraploidisation.* PLoS One, 2015. **10**(3): p. e0121330.

11. Stearns, G., et al., *A mutation in the cone-specific pde6 gene causes rapid cone photoreceptor degeneration in zebrafish.* J Neurosci, 2007. **27**(50): p. 13866-74.

12. Zhang, Q., et al., *Comparative analysis and expression of CLUL1, a cone photoreceptor-specific gene.* Invest Ophthalmol Vis Sci, 2003. **44**(10): p. 4542-9.

13. Klaassen, L.J., et al., *Specific connectivity between photoreceptors and horizontal cells in the zebrafish retina.* J Neurophysiol, 2016. **116**(6): p. 2799-2814.

14. Wilson, S.G., et al., *Tracking the fate of her4 expressing cells in the regenerating retina using her4:Kaede zebrafish.* Exp Eye Res, 2016. **145**: p. 75-87.

15. Ramachandran, R., X.F. Zhao, and D. Goldman, *Insm1a-mediated gene repression is essential for the formation and differentiation of Muller glia-derived progenitors in the injured retina.* Nat Cell Biol, 2012. **14**(10): p. 1013-23.

16. Cheng, Y.C., et al., *The transcription factor hairy/E(spl)-related 2 induces proliferation of neural progenitors and regulates neurogenesis and gliogenesis.* Dev Biol, 2015. **397**(1): p. 116-28.

17. Zhang, L., et al., *Expression profiling of the RPE in zebrafish smarca4 mutant revealed altered signals that potentially affect RPE and retinal differentiation.* Mol Vis, 2014. **20**: p. 56-72.

18. Plaza Reyes, A., et al., *Identification of cell surface markers and establishment of monolayer differentiation to retinal pigment epithelial cells.* Nat Commun, 2020. **11**(1): p. 1609.

19. Rodriguez, A.R., L.P. de Sevilla Muller, and N.C. Brecha, *The RNA binding protein RBPMS is a selective marker of ganglion cells in the mammalian retina.* J Comp Neurol, 2014. **522**(6): p. 1411-43.

20. Muzyka, V.V. and T.C. Badea, *Genetic interplay between transcription factor Pou4f1/Brn3a and neurotrophin receptor Ret in retinal ganglion cell type specification.* Neural Dev, 2021. **16**(1): p. 5.

21. Kolsch, Y., et al., *Molecular classification of zebrafish retinal ganglion cells links genes to cell types to behavior.* Neuron, 2021. **109**(4): p. 645-662 e9.

22. Takada, N. and B. Appel, *Identification of genes expressed by zebrafish oligodendrocytes using a differential microarray screen.* Dev Dyn, 2010. **239**(7): p. 2041-7.

23. Wiltbank, A.T., et al., *Cd59 and inflammation regulate Schwann cell development.* Elife, 2022. **11**.

24. Nakamura, Y., R. Iwamoto, and E. Mekada, *Expression and distribution of CD9 in myelin of the central and peripheral nervous systems.* Am J Pathol, 1996. **149**(2): p. 575-83.

25. Li, W.H., et al., *Zebrafish Lbh-like Is Required for Otx2-mediated Photoreceptor Differentiation.* Int J Biol Sci, 2015. **11**(6): p. 688-700.

26. Thummel, R., et al., *Characterization of Muller glia and neuronal progenitors during adult zebrafish retinal regeneration.* Exp Eye Res, 2008. **87**(5): p. 433-44.

27. Sifuentes, C.J., et al., *Rapid, Dynamic Activation of Muller Glial Stem Cell Responses in Zebrafish.* Invest Ophthalmol Vis Sci, 2016. **57**(13): p. 5148-5160.

28. Mitchell, D.M., et al., *Regeneration associated transcriptional signature of retinal microglia and macrophages.* Sci Rep, 2019. **9**(1): p. 4768.

How the deposited data were processed for this re-analysis (not part of the article)

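Single-cell RNA sequencing of adult zebrafish retina was analysed in 3 libraries: WT fish of the AB strain with the V3 chemistry, P23H fish with the V3 chemistry, and P23H fish with the V2 chemistry. Each library pooled the retinal cells of 3 fish, so that each condition has 1 library per chemistry and no replicate. The authors aligned the reads to zebrafish GRCz11 with Cell Ranger, which called the cell barcodes, and deposited the UMI count of each gene in each barcode as whole numbers, with no normalization. The counts held 15585 barcodes and 31429971 UMIs in P23H V3, 13966 barcodes and 32916412 UMIs in WT V3, and 7956 barcodes and 3220964 UMIs in P23H V2. The median was 1241, 1198 and 293 UMIs per barcode, so that the P23H V2 library is the shallowest and its values have the widest intervals. A WT library with the V2 chemistry was not analysed here.

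The feature list had 47048 rows, and rows of a gene that differ only by a numbered suffix were summed, which left 30579 symbols. Cells were kept with at least 200 genes, at most 4700 genes in P23H or 6000 genes in WT, and at most 10% of their UMIs from mitochondrial genes, and the limits of P23H V3 were also used for P23H V2. This kept 15514 cells of P23H V3, 13554 of WT V3 and 4605 of P23H V2. The 2 V3 libraries were integrated by canonical correlation analysis in Seurat 5.3.0 under R 4.3.3, with counts scaled to 10000 UMIs per cell, 2000 variable genes, 20 principal components and Louvain clustering at a resolution of 0.8. The WT V3 and P23H V2 libraries were also clustered each by itself. Random seeds were fixed at 1.

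Clusters were named from lists of marker genes. A marker counted where its CPM in the cluster was at least 2 times that in all other cells, with a pseudocount of 10 CPM, and at least 5% of the cells had a UMI, and a name needed 3 markers. Clusters with more markers of another class among their 10 top genes stayed unnamed. A cluster whose profile over genes with at least 20 CPM had a correlation above 0.9 with that of all other cells also stayed unnamed. The limit on the correlation was set after the clusters had been seen, and it keeps a cluster of 21 P23H and 1178 WT cells out of the named types. Rod bipolar cells were taken from the clustering at a resolution of 1.2. Scrublet in scanpy 1.11.5 called 0, 0 and 3 doublets in P23H V3, WT V3 and P23H V2, under the 0.5% set as the least for a working caller, so doublets were kept, and the alternative removed the 8% of cells with the highest scores.

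Cells are not replicates, so no test across conditions was made. Shares of cells have exact (Clopper-Pearson) 95% binomial intervals. UMIs of a gene were summed over the cells of a type in a library and are given as CPM of the summed UMIs with exact 95% Poisson intervals. Both kinds of interval cover counting error only. A gene was called higher or lower where the intervals of the libraries did not overlap, and a ratio of 1.5 either way was the rule of size. A library with 0 UMIs was set to a floor of 3 counts. The median log2 ratio of a list of genes was placed among 10000 random lists of the same size, drawn from the 50 genes nearest in mean expression, which describes these libraries. The genes named are those the paper names for a cell type, and for each type the 2 genes with the highest and the 2 with the lowest ratio of P23H V3 to WT V3, among genes with at least 100 UMIs in the library with the higher CPM and a ratio of P23H V2 to WT V3 of at least 1.5 in the same direction, leaving out the marker genes.

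The calculation of levels was tested on simulated counts. These were drawn with Poisson error only, the error that the intervals assume, and the changed genes were taken among those with many expected UMIs in both libraries. High recovery follows from these settings, so that the test checks the calculation only. It gives no rate of false calls for these libraries, where fish and cells also differ. With 200 genes changed among 6432 genes of rods, 200 were recovered, and 41 of 6232 unchanged genes were called. Among 11795 genes of bipolar cells 200 of 200 were recovered, and 67 of 11595 unchanged genes were called.

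The alternatives set in advance were a minimum of 500 genes per cell, a mitochondrial limit of 5%, resolutions of 0.4 and 1.2, no integration, clustering without the marker genes, doublets removed, assignment of each cell by its marker genes, named retinal cells as the denominator, TMM scaling with edgeR 4.0.16, leaving out the 20 most abundant genes, subtraction of a background profile, means of log-normalized values, the P23H V2 library in place of P23H V3, and copies not summed. Counting the mixed cluster with the rods, and taking each RPE cluster by itself, were chosen after seeing the data. Other steps used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, matplotlib 3.10.9 and Matrix 1.6.5. The in situ hybridization, the immunolabeling and the pathway annotation of the study were not analysed here.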

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

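The signals below lie outside the genes the paper discusses. They were taken up because the rule for genes to name, the 2 highest and the 2 lowest ratios in each cell type with the same direction in P23H V2, picked them. The test on the lowest ratios was chosen only after the result was seen. Among the highest, the 22 pairs of gene and cell type cover 14 genes, with 0 WT UMIs in 6 pairs and 1 to 3 WT UMIs in 10. Where a library had 0 UMIs, the fold is given against the floor of 3 counts and leaves out the counting error of the other library.

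*scg5* had 825.2 CPM in P23H amacrine cells, 851.3 CPM in bipolar cells and 876.8 CPM in retinal ganglion cells, with 0 WT UMIs in each, which is at least 1176-fold, 1293-fold and 382.2-fold higher against that floor. Its log2 ratios in these types had lower limits of 9.90, 10.04 and 8.28. *hmx4* had 698.5 CPM in amacrine cells against 8 WT UMIs (log2 ratio 8.54), 282.7 CPM in Müller glia against 1 WT UMI (log2 ratio 8.92, 6.43 to 14.2) and 253.5 CPM in retinal ganglion cells against 1 WT UMI (8.37, 5.89 to 13.7). *zgc:173594* had 337.6 CPM in bipolar cells against 1 WT UMI (10.59, 8.11 to 15.9), 265.2 CPM in cones against 2 WT UMIs (9.82, 7.96 to 12.9), and 572.7 CPM in rods against 0 WT UMIs, at least 233.3-fold higher. *irs2a* had 239.4 CPM in cones against 7 WT UMIs (7.86) and 214.5 CPM in NPCs against 0 WT UMIs, at least 26.2-fold higher. *LOC101882645* had 1579.4 CPM in horizontal cells against 0 WT UMIs, at least 564.5-fold higher.

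Of the other pairs, *zgc:195170* had 797.2 CPM in horizontal cells against 2 WT UMIs (log2 ratio 8.74, 6.88 to 11.8), *abi3bpb* 284.7 CPM in Müller glia against 2 WT UMIs (7.93, 6.07 to 11.0), and *LOC100330864* 157.3 CPM in RPCs against 2 WT UMIs (6.50, 4.64 to 9.54). *bbip1* had 292.4 CPM in newly formed rods against 2 WT UMIs (5.90, 4.04 to 8.95), *pla2g15* 63.7 CPM there against 1 WT UMI (4.71, 2.20 to 10.0), *zgc:153426* 38.9 CPM in RPCs against 1 WT UMI (5.48, 2.98 to 10.8), and *si:zfos-1451h6.1* 264.0 CPM in NPCs against 6 WT UMIs (4.01). *dkk3b* had 882.8 CPM in RPE against 236 WT UMIs (4.57). *si:ch211-5k11.8* had 2599.3 CPM in RPE (5.40) and 2289.9 CPM in oligodendrocytes (5.08), and it is among the 10 genes that define the erythroid cluster.

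Free RNA from another cell type was tested by whether the genes had over 10 times their level in another type of the P23H V3 library. This held for 13.6% of the pairs (3 of 22), which argues against it for most of them. A difference between the strains or libraries that acts on all cell types predicts that the genes are also higher in at least 80% of the other types, which held for 85.0% (17 of the 20 pairs with another type with 20 UMIs, the other 2 having none). Such a difference may therefore account for most of the pairs. Strain, transgene and library lie together in this design, so that an effect of the degeneration on these genes stays open and untested.

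The lowest ratios are 24 pairs of 22 genes. With 0 UMIs in P23H V3, *cox4i1l* had 131.7 CPM in WT bipolar cells and 457.9 CPM in horizontal cells (at least 244.6-fold and 163.7-fold lower in P23H), *LOC103911047* 52.5 CPM in bipolar cells (at least 97.4-fold), *wu:fa03e10* 2651.2 CPM and *LOC100538177* 956.2 CPM in oligodendrocytes (at least 237.0-fold and 85.5-fold), and *sfrp2* 174.35 CPM in RPCs (at least 203.2-fold). With 1 P23H UMI, *cngb3.1* had 73.1 CPM in WT cones (log2 ratio -8.34, -13.6 to -5.85) and *tac1* 44.2 CPM there (-7.61, -12.9 to -5.12), *zgc:152791* 197.9 CPM (-7.60, -12.9 to -5.11) and *pyya* 114.1 CPM (-6.805, -12.1 to -4.31) in Müller glia, and *LOC110438844* 28.3 CPM in amacrine cells (-7.55, -12.9 to -5.04). *LOC110439423* had 346.4 CPM in NPCs (-7.56, -12.9 to -5.06), *ambp* 111.9 CPM in horizontal cells (-6.91, -12.2 to -4.40), and *si:ch73-330k17.3* 277.9 CPM (-6.09, -11.4 to -3.61) and *ephx5* 268.3 CPM (-6.04, -11.3 to -3.56) in RPE, also against 1 UMI.

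The other pairs had 2 or more P23H UMIs. *spx* had 35.5 CPM in WT amacrine cells (log2 ratio -6.88, -9.94 to -5.00), and in rods *zgc:77112* had 83.5 CPM (-5.14, -8.21 to -3.25) and *bglapl* 93.3 CPM (-4.72, -7.02 to -3.14). *si:ch211-193l2.7* had 886.6 CPM in RPCs (-9.01), *six7* 469.1 CPM (-6.995) and *si:ch73-28h20.1* 791.6 CPM (-5.43) in newly formed rods, *LOC110439423* 178.2 CPM (-5.59) and *ctsd* 133.1 CPM (-5.17) in retinal ganglion cells, and *opn1lw2* 504.5 CPM in NPCs (-3.86). A difference between the strains or libraries that acts on all cell types predicts that the genes are also lower in most other types. This held in at least 80% of the other types for 55.0% (11 of the 20 pairs with another type with 20 UMIs, and 11 of all 24). Such a difference may account for these 11 pairs, and a change of the cell type stays open for the others. Free RNA from another cell type was not tested for the lowest ratios. It may add to *opn1lw2* in NPCs, as this gene stood at 6460.7 CPM in cone cluster 6 over both libraries. The WT UMIs of *spx* came from 0.146% of the amacrine cells, those of *tac1* from 0.581% of the cones, of *pyya* from 1.01% of the Müller glia and of *LOC110439423* from 1.05% of the NPCs and 1.82% of the retinal ganglion cells. A few cells carry these values, and the intervals, which cover the counting of UMIs only, are too narrow for them.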

How the results depend on the processing

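No paired analysis was possible because each condition has 1 library per chemistry, so that the groups compared share fewer than 2 replicate numbers. Counting the mixed cluster with the rods and taking each RPE cluster by itself were tests chosen only after the results were seen. Where a value moved, the cause was not tested, unless the setting itself changes the number of cells.

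Among the shares of rods, newly formed rods, cones, RPE and RPCs, 33 values kept within the interval of the main value and 16 moved. The ratio of RPC shares rose to 4.81 at a resolution of 0.4 and also 4.81 at 1.2, 5.39 without integration, 4.73 clustered without marker genes, 4.37 with doublets removed, 4.43 with a minimum of 500 genes and 4.63 with a mitochondrial limit of 5%, and dropped to 1.69 with assignment by marker genes. The ratio for newly formed rods was 6.49 without integration, 2.77 with doublets removed and 1.81 with assignment by marker genes, and a resolution of 0.4 gave no such cluster. For rods it was 0.631 with a minimum of 500 genes, 0.627 with assignment by marker genes and 0.231 with the mixed cluster counted. Assignment by marker genes gave 0.631 for cones and 0.345 for RPE. Of the other types, bipolar cells went from 1.22 to 0.919 with a minimum of 500 genes, oligodendrocytes from 1.81 to 0.758 with assignment by marker genes, and NPCs from 1.54 to 1.11 without integration. A minimum of 500 genes kept 11638 P23H V3, 9642 WT V3 and 617 P23H V2 cells, and a mitochondrial limit of 5% kept 15340 P23H V3 and 13167 WT V3 cells.

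The number of the paper's genes on its stated side stayed within 1.5 times in 182 comparisons and moved in 6. With the P23H V2 library it was 6 in RPE, 3 in horizontal cells, 13 in retinal ganglion cells and 9 in Müller glia, at a resolution of 1.2 it was 9 in NPCs, and within RPE cluster 11 it was 4. Of the medians of lists, 233 stayed within the spread, 34 moved and 7 changed sign. For the genes given as lower in RPE it was 0.0469 with doublets removed, 0.0612 with background subtracted, 1.36 in P23H V2 and 1.46 within cluster 11, and it moved down to -1.14 with TMM scaling. The median of genes given as lower in Müller glia was 0.0256 in P23H V2, and that of genes given as higher in NPCs was -0.00731 at a resolution of 1.2 and -0.0335 with background subtracted.

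Of single genes, 2190 values stayed within their interval, 390 moved and 45 changed sign over all settings. With means of log-normalized values 94 stayed and 99 moved, and with the P23H V2 library 46 stayed, 96 moved and 31 changed sign. Most changes of sign came with the P23H V2 library, whose depth limits what it can show. In rods its log2 ratio was -0.63 for *saga*, -0.11 for *atf4a*, -0.29 for *eps8*, -2.93 for *dgkzb*, -1.11 for *pik3ca*, -1.74 for *cep290*, -2.29 for *rp1*, -1.19 for *ndufv1* and -1.48 for *rims2b*. In cones it was -0.12 for *pfkfb4b* and -1.38 for *gatad2ab*, in RPE 0.11 for *socs3a* and 1.38 for *nr4a1*, and in bipolar cells -1.40 for *ahcyl2*. In horizontal cells it was 0.0602 for *cx52.6*, -2.19 for *apc2*, -0.81 for *sqstm1* and -0.13 for *ndel1a*, and in amacrine cells -0.41 for *sod1*, -0.54 for *sod2* and 0.30 for *kif5aa*. In retinal ganglion cells it was -0.32 for *grin2aa*, -0.0081 for *shank2*, -0.34 for *cacng2a*, -0.99 for *atp5a1*, -0.33 for *suclg1* and -0.58 for *hspd1*. In Müller glia it was 0.50 for *capzb*, 0.65 for *adh5* and 0.0256 for *cyp51*, and in NPCs 0.0907 for *cct5*.

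Other settings changed the sign of a few genes. In rods, assignment by marker genes gave -0.0739 for *pik3ca* and -0.0369 for *rims2b*, and leaving out the 20 most abundant genes gave -0.0477 for *arl13a*. Within RPE cluster 11 the log2 ratio was 0.35 for *pik3r3a*, 2.47 for *socs3a* and 2.35 for *nr4a1*. With copies not summed, *rgs16* had 12.19 (10.65 to 14.47) in bipolar cells, at least 7.77 in rod bipolar cells and at least 6.46 in NPCs, since its UMIs lie on different rows in the libraries. *rgs16* in NPCs was also 0.12 without integration, 0.26 clustered without marker genes, 0.077 with a minimum of 500 genes and 0.0177 with a mitochondrial limit of 5%, and *psmb6* in NPCs was 0.0731 at a resolution of 1.2.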

Differences from the paper's values

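Of 60 values the paper states, 11 differed from those obtained here by more than 1.5 times or lay on another side. In the P23H V2 library rods were 448 cells, 9.73%, against the paper's 211 cells and 4.7%. Among the alternatives set before the data were examined, a resolution of 0.4 gave 182 rods, 3.95%, and all others that were run stayed apart from the paper's values. RPE cells of that library were 49, 1.06%, against the paper's 32 and 0.7%. Clustering without marker genes (47 cells), removing doublets (43) and a mitochondrial limit of 5% (45) came within 1.5 times of the paper's numbers, while assignment by marker genes (115), named retinal cells as the denominator and resolutions of 0.4 and 1.2 did not.

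RPCs were 542 P23H V3 cells, 3.49%, and 177 WT cells, 1.31%, against the paper's 341 cells, 2.2%, and 62 cells, 0.5%. Resolutions of 0.4 and 1.2 gave 341 and 62 cells. Clustering without marker genes gave 341 and 63, a minimum of 500 genes 342 and 64, a mitochondrial limit of 5% 340 and 63, removing doublets 315 and 63, and no integration 407 and 66. Assignment by marker genes gave 368 P23H cells, within 1.5 times of the paper's, and 190 WT cells, which are not. Named retinal cells as the denominator left the numbers as they were.

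In the integrated data microglia formed 1 cluster against the paper's 2, and 2 clusters at a resolution of 1.2 but 1 in every other clustering run. Müller glia formed 2 clusters against the paper's 1, and 1 cluster with a minimum of 500 genes or at a resolution of 0.4 but 2 in the other clusterings. The mean level of *prkca* in the largest bipolar cluster was 0.440 on the natural log scale against the paper's 0.7, while that in the rod bipolar cluster was 2.84 against the paper's 2.7. On the log2 scale, which the paper names for its levels, they were 0.634 and 4.09. No alternative was run for these means.

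The paper states that newly formed rods were not evident in the WT library clustered alone, where a cluster of 175 cells had the markers of that class here. In it *gnat1* (2145.1 CPM), *rho* (10005.8 CPM) and *rom1b* (648.3 CPM) stood below their levels in the largest bipolar cluster (3446.4, 18898.7 and 855.4 CPM), and *fabp7a* (1566.7 CPM) near that in NPCs (1432.3 CPM), so that its rod content is not settled. It states that the rod genes were conserved between WT and P23H. Here the log2 ratio was -0.90 for the zebrafish *rho* row, which may leave out the transgene, 1.88 for *saga* and 2.03 for *sagb*. In the P23H V2 library it was -0.63 for *saga* and 0.03 for *sagb*. Elsewhere the paper reports a significant increase of *saga* and *sagb* in P23H, the side on which both lay in the V3 library. The tight junction genes are given as decreased in P23H RPE, where *tjp1a* had a log2 ratio of 1.55 and *tjp1b* of 1.24, and above 0 in every setting run, down to 0.61 and 0.30 with TMM scaling and 0.15 and 0.18 for means of log-normalized values. Of the other genes of that list, *ctnna1* had -0.27 and *ctnnb1* -0.05, on the paper's side with overlapping intervals. *nr4a3* is given as lowered and had 0.26, with -0.61 under assignment by marker genes, -0.69 with TMM scaling and -0.67 in P23H V2.

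The paper gives *rgs16* as upregulated in bipolar cells and NPCs. With its copies summed, it had a log2 ratio of -0.27 in bipolar cells, -0.59 in rod bipolar cells and -0.32 in NPCs. With copies not summed, the log2 ratios were 12.19 (10.65 to 14.47, on 3 WT UMIs) in bipolar cells and, on 0 WT UMIs, at least 7.78 in rod bipolar cells and at least 6.46 in NPCs. In NPCs it was also above 0 without integration (0.12), clustered without marker genes (0.26), with a minimum of 500 genes (0.08) and with a mitochondrial limit of 5% (0.02). *hyal6* is given as enriched in P23H Müller glia and had -0.06, with at least 7.28, on 0 WT UMIs, when copies were not summed.

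In rod bipolar cells *nsfa* and *snap25b* are given as increased and had log2 ratios of -0.78 and -0.23, below 0 in every setting run. *sod1* and *gsto1*, also given as increased, had -0.02 each. *sod1* was at 0.01 under assignment by marker genes and 0.03 with TMM scaling or background subtracted, and *gsto1* at 0.26 under assignment by marker genes, 0.11 with a minimum of 500 genes, 0.03 with TMM scaling and 0.04 with background subtracted. *gria2a* is given as increased in amacrine cells and had -0.05, with 0.04 under TMM scaling, 0.02 for means of log-normalized values and 0.09 in P23H V2. The gap junction genes of horizontal cells are given as not different, where *cx52.6* had -0.67 and *cx55.5* -0.32 with intervals apart, and *cx52.6* had 0.06 in P23H V2.

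Levels in clusters differed from the paper's description for a few genes. The paper gives *opn1lw1* as enriched in 1 cone cluster, where it stood at 1548.7 CPM in cluster 3, 1398.2 CPM in cluster 6 and 1346.9 CPM in cluster 26. It gives *mertka* as high in 1 RPE cluster, where it stood at 26.8 CPM, against 17.4 CPM in the other and 39.3 CPM in oligodendrocytes. *calb2a* is given as enriched in amacrine cells without a glycine transporter, and stood at 105.2 CPM in amacrine cluster 5, where *slc6a9* was at 4281.8 CPM. No alternative was run for these levels.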

Other observations

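Some tests in this part were chosen only after the result was seen. These are the tests on *per1b*, *per2* and *tefa* without *rgs16*, on *hsp70.3* by itself, on the proportion of rod transcripts, on the mixed cluster, on T lymphocyte markers, on the deeper RPE cluster and the mix of RPE clusters, on *saga* and *sagb*, on gene copies and rows near 0, on the share of *nxnl1* in cones, on the P23H V2 library set against the median of all genes, and on cluster 17 at a resolution of 1.2.

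A difference in collection time or handling that acts on all cells was tested as an explanation for the circadian genes. Over *per1b*, *per2*, *tefa* and *rgs16*, 73.2% of the pairs of gene and cell type (41 of 56) were higher in P23H V3, and 6 pairs, all of *rgs16*, were lower. This had been taken to argue against it for the 4 genes as a set. With its copies summed, however, *rgs16* was higher in only 4 of 14 types and does not share the rise. The result for the 4 genes thus decides nothing for the other 3. Without *rgs16*, 88.1% of the pairs (37 of 42) were higher, with 8 of 9 among erythroid cells, oligodendrocytes and microglia, so that such a difference may account for *per1b*, *per2* and *tefa*. A feature of the P23H V3 library alone was tested with P23H V2, where 62.5% of the pairs of the 4 genes (30 of 48) and 80.6% of those of the 3 genes (29 of 36) were at least 1.5 times higher than in WT V3. Except in Müller glia (-0.13), the median of all genes is also above WT V3 there, by up to 1.96 in RPE. This need not be a rise of all genes, because genes with 0 UMIs in P23H V2 were set to the floor of 3 counts. The floor can raise the median where P23H V2 is shallow, as in RPE with 38695 UMIs, and can raise single genes too. These values therefore decide nothing. Set against the median of all genes of each type, the percentages were 43.75% and 58.3% (21 of 36), with 19.9% and 20.6% among genes of like expression. This argues against a feature of P23H V3 alone for the 3 genes as a set, and mainly for *per1b* and *tefa*. In P23H V2, *per2* was at least 1.5 times above WT V3 in 7 of 12 types, against 11 of 12 each for *per1b* and *tefa*. Its log2 ratio lay below the median of all genes in rods (0.06 against 0.40) and RPE (1.72 against 1.96), and above it in cones (1.90 against 0.40). As the floor can raise these medians, a value below them does not tell against a rise of *per2*. A feature of P23H V3 alone thus stays open for *per2* by itself and for the 4 genes as a set. From these counts, a feature of WT V3, which both comparisons share, stays open for all. The paper also reports more *per1*, *per2* and *tefa* in P23H than in WT retina by in situ hybridization on sections, which does not use this library. That experiment was not analysed here and does not cover *rgs16*. An effect of the degeneration on these genes stays open.

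A response of all cells to dissociation was tested for the heat shock genes. Of the pairs of *hsp70.3*, *dnajb1b*, *hspa5* and *hspd1* with a cell type, 67.9% (38 of 56) were higher in P23H V3 and 8 were lower. The lower pairs argue against a rise of all 4 genes in all types. Most pairs rose, however, so that a response to dissociation in some of the genes or types stays open. *hsp70.3* by itself was higher in 100% of the types (14 of 14), and a response of all cells may account for it. In P23H V2, though, only 4 of 12 types were at least 1.5 times above WT V3 for *hsp70.3*.

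A shift shared by all cell types was tested on the genes changed on the paper's stated side in their type. Of these, 43.5% (60 of 138) were changed on that side by at least 1.5 times in the other types summed. This lies between the limits of 25% and 50% set for the test, so that a shared shift and a change of the type cannot be told apart for these genes as a set. By type, the values lay below 25% in NPCs (1 of 8) and microglia (0 of 2). They lay above 50% in horizontal cells (4 of 5), RPE (4 of 6), retinal ganglion cells (11 of 18), bipolar cells (4 of 7) and RPCs (4 of 7). In the other types they were 30.8% to 50%, and most types have few such genes.

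Free RNA from rods was tested in several ways. *nxnl1* in WT cones was 4.86 times its median in the WT types other than photoreceptors, between the limits set for the test, and lower than in WT bipolar cells (99.1 against 111.05 CPM). Free RNA brings all abundant rod transcripts, and *rho* and *gnat1* in WT cones were at 0.0193 and 0.0255 times their level in rods, with a median of 0.0309 over 26 rod genes. *nxnl1* was at 0.347 times its level in rods, 11.2 times that median and above 92.3% of the genes, which argues against free RNA as the whole source of it in WT cones. Of 26 abundant rod genes, 92.3% (24) were lower in P23H in the types other than photoreceptors, but with log2 ratios from -3.29 to 0.44 the genes moved apart. This outcome had been set as arguing against free RNA, but the UMIs of these genes in rods also changed by different amounts, so that the test decides nothing. A form of the explanation made after that was seen, free RNA in proportion to the UMIs of each gene in rods, gave a Spearman's rho of 0.757 across genes, which are not independent replicates. Free RNA from rods may thus add to rod transcripts in other types.

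The fewer RPE cells in P23H could come from cells that broke open in the suspension. The 7 RPE markers as free RNA in the other types were at 0.184 times their WT level in P23H. This argues against RPE cells that broke open and left their RNA in the loaded suspension. Cells lost whole, or broken before the washes of the protocol, need not leave such RNA, so that the test cannot decide on these losses. Loss before dissociation, in the fish or in the dissection, was not tested. In the deeper RPE cluster, markers of rods, cones and bipolar cells together took a share of UMIs 3.16 times as large in the P23H as in the WT cells. Those of rods took less (0.0333% against 0.170%), and those of cones (0.277% against 0.117%) and bipolar cells (0.658% against 0.0199%) more, so that P23H cells there may hold RNA of other types. For the genes the paper gives as lower, the median was -0.20 within cluster 18 and 1.46 within cluster 11, over genes that go both ways, so that another mix of the RPE clusters and a change within them cannot be told apart.

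The cluster of 1178 WT and 21 P23H cells had a correlation of 0.937 with the profile of all other cells, with 0.823 for the next cluster, and a median UMI count 0.481 times that of its library. Droplets with mostly free RNA are a candidate source of it. In the *trac* and *ccl36.1* cluster, 4 of 8 T lymphocyte markers were at least 2 times higher than in the *apoc1* cluster, and 3 of 4 microglia markers were lower. *cd8a* had 59.2 against 2.97 CPM and *il7r* 61.2 against 0.990 CPM, while *ccr9a* (1470.7 and 1264.7 CPM) and *cxcr4b* (2323.0 and 2258.0 CPM) were near equal and *lck* had 0 UMIs. At a resolution of 1.2, 36.8% of its cells (111 P23H and 65 WT) lay in a cluster named microglia and the others (244 and 58) in one named T lymphocytes, which argues against T lymphocytes as its only source. The cluster may be a mix of both.

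Reads of the fish lines placed on different copies of a gene were tested for *rgs16* and *hyal6*. The first test asked for sums within 1.5 times over all cells, and *hyal6* had a log2 ratio of -0.85 (-0.848), outside that limit. A second test was then made in bipolar cells and Müller glia, where the sum of *rgs16* had a log2 ratio of -0.27 (-0.270) and that of *hyal6* -0.06. The second test was chosen after the first had failed, so that it carries less weight, and placement on different copies may account for the rows of both genes. There were 727 symbols with several rows and at least 500 UMIs in each V3 library. Of these, 78 had at least 50 percentage points of their UMIs on other rows in P23H V3 than in WT V3. In P23H V2, 73 of the 78 divided more as in P23H V3. Among the 7055 rows with at least 500 UMIs in either V3 library, 15.7% belonged to symbols with several copies. This was 60% among the rows with at least 500 UMIs in P23H V3 and near 0 in WT V3. A strain variant against the reference may account for such rows. A feature of the P23H V3 library alone is argued against, as 88.6% of them were above WT V3 in P23H V2.

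*saga* and *sagb* in P23H rods had log2 ratios of at least 1.56 with the 20 most abundant genes left out of the total, which argues against the fall of *rho* as the whole cause. In P23H V2, which shares strain and genotype with P23H V3, *saga* had -0.63 and *sagb* 0.03 against WT V3, with a median of 0.40 over all genes of rods. A feature of the P23H V3 library thus stays open beside strain and genotype, and none of these was tested.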
